# The absence of the queuosine tRNA modification leads to pleiotropic phenotypes revealing perturbations of metal and oxidative stress homeostasis in *Escherichia coli* K12

**DOI:** 10.1093/mtomcs/mfac065

**Published:** 2022-09-09

**Authors:** Leticia Pollo-Oliveira, Nick K Davis, Intekhab Hossain, Peiying Ho, Yifeng Yuan, Pedro Salguero García, Cécile Pereira, Shane R Byrne, Jiapeng Leng, Melody Sze, Crysten E Blaby-Haas, Agnieszka Sekowska, Alvaro Montoya, Thomas Begley, Antoine Danchin, Daniel P Aalberts, Alexander Angerhofer, John Hunt, Ana Conesa, Peter C Dedon, Valérie de Crécy-Lagard

**Keywords:** iron-sulfur cluster, metal, nickel, oxidative stress, queuosine, tRNA modification

## Abstract

Queuosine (Q) is a conserved hypermodification of the wobble base of tRNA containing GUN anticodons but the physiological consequences of Q deficiency are poorly understood in bacteria. This work combines transcriptomic, proteomic and physiological studies to characterize a Q-deficient *Escherichia coli* K12 MG1655 mutant. The absence of Q led to an increased resistance to nickel and cobalt, and to an increased sensitivity to cadmium, compared to the wild-type (WT) strain. Transcriptomic analysis of the WT and Q-deficient strains, grown in the presence and absence of nickel, revealed that the nickel transporter genes (*nikABCDE*) are downregulated in the Q^–^ mutant, even when nickel is not added. This mutant is therefore primed to resist to high nickel levels. Downstream analysis of the transcriptomic data suggested that the absence of Q triggers an atypical oxidative stress response, confirmed by the detection of slightly elevated reactive oxygen species (ROS) levels in the mutant, increased sensitivity to hydrogen peroxide and paraquat, and a subtle growth phenotype in a strain prone to accumulation of ROS.

## Introduction

Queuosine (Q) is a structurally complex modification of transfer RNAs (tRNAs) found at position 34, the wobble position, of the tRNA anticodon-stem-loop (ASL). Q modifies the guanosine at G_34_U_35_N_36_ anticodons of tRNAs that decode the dual synonymous codons NAU and NAC (U- and C-ending codons), corresponding to the amino acids Asn, Asp, His, and Tyr.^1^ Found in Bacteria and Eukaryotes, the Q precursor is only synthesized by the former, while mammals need to salvage the Q-base queuine (q) from the diet and gut microbiota, giving q the status of a micronutrient.^2–5^ In bacteria, the biosynthesis of the Q precursor 7-aminomethyl-7-deazaguanine (preQ_1_) from guanosine triphosphate (GTP) consists of five enzymatic steps (Fig. 1), with the participation of FolE (GCHI), QueD, QueE, QueC, and QueF enzymes, respectively.^6^ The tRNA guanine transglycosylase (TGT) enzyme then inserts preQ_1_ into the wobble position of the targeted tRNA, with a concomitant displacement of the guanine base.^7^ TGT is therefore considered the signature enzyme for Q formation. Two additional enzymatic steps, performed by QueA and QueG (or QueH), mature the inserted preQ_1_ to the final Q-modified tRNA^8–10^ (Fig. 1). Some bacteria are also capable of salvaging Q precursors. In *Escherichia coli*, the YhhQ transporter imports both preQ_0_ and preQ_1_ precursors from the environment^11^ (Fig. 1), and other bacteria, particularly mammalian pathogens, can also salvage q.^12^

**Fig. 1:**
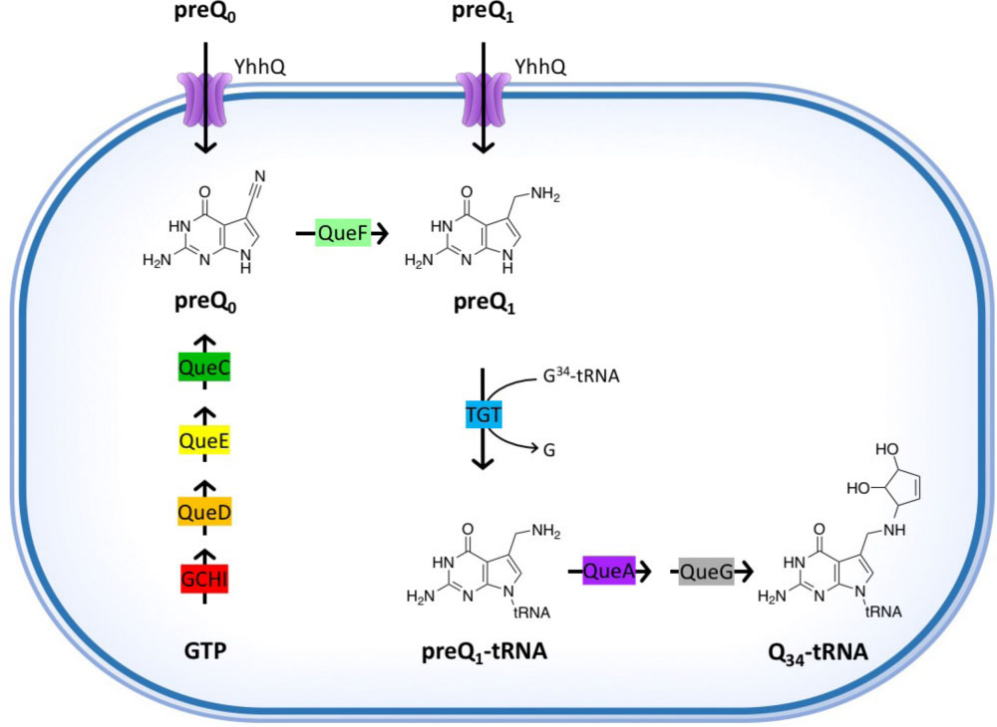
Diagram of the Q synthesis and salvage pathways. Biosynthesis of the Q modification at position 34 (Q_34_-tRNA) and preQ_0_/preQ_1_ salvage pathway in *E. coli*. Molecule abbreviations and protein names are described in the main text.

The recognition between the mRNA codon and the tRNA anticodon follows the canonical Watson-Crick base pairing (A: U, U: A, G: C, C: G) for the first two positions of the codon triplet (with the 3^rd^ and 2^nd^ bases of the anticodon), while the pairing of the 3^rd^ base of the codon with the 1^st^ base of the anticodon (tRNA wobble position 34) follows non-canonical rules for base pairing. Such a wobble explains the degeneracy of the genetic code, since a particular tRNA can decode more than one synonymous codon.^13^ The most chemically complex modified nucleosides are found in the ASL, at positions 34 and 37, influencing translational efficiency and fidelity.^14,15^ As a modification of position 34, the effects of Q on protein translation have been extensively studied *in silico, in vitro*, and *in vivo* in different organisms, with conflicting and complex findings. The presence of Q generally reduces biases between C- or U- ending codons but in different directions and at different codons.^16–22^ Q modification also improves translational fidelity. The suppression of errors occurs in a complex and context-dependent way, varying with the organism and tRNA species.^20,23^

If progress has been made on how Q affects translation, its physiological importance has remained elusive particularly as it was repeatedly lost during evolution.^24^ In *E. coli*, the absence of Q is not critical in exponential growth but reduces cell viability in stationary phase.^25^ In a handful of other bacteria, a variety of phenotypes for Q deficiency have been reported such as sensitivity to oxidative stress,^26^ defects in virulence,^27,28^ and symbiosis,^29^ but the molecular basis for these phenotypes remains unknown.

One theme that has been recurrent throughout the years is the link between Q and Q biosynthetic genes to metal metabolism. In *Drosophila melanogaster*, Q increases resistance to cadmium,^30^ which is in accordance with the induction of the queuine tRNA-ribosyltransferase under acute cadmium stress in the scallop *Patinopecten yessoensis*.^31^ The overexpression of QueC (ALU1-P) from *Arthrobacter viscosus* confers aluminum resistance to *E. coli*.^32^ The *queC* gene was also upregulated during a nickel challenge in Archaea.^33^ In the presence of copper, *queE* and *yhhQ* expression was induced in the bacterium *Erwinia amylovora*,^34^ while in *Acinetobacter baumannii*, QueD and Tgt become more cell abundant during metal starvation induced by calciprotein, an extracellular metal-sequestering protein.^35^ Further evidence of this link with metal homeostasis comes from the Q biosynthetic pathway, with most of the enzymes being metal dependent: FolE1, QueD, QueC, and TGT require zinc for activity,^36–39^ while QueE, QueG, and QueH require iron.^10,40^,^41^ It is noteworthy that a comparative analysis of the Zur regulon revealed that certain bacteria contained two copies of the *queD* gene (*queD* and *queD2*), with *queD2* predicted to be under control of the negative regulator Zur, whose regulon is activated under low zinc.^42,43^

Based on the evidence for an involvement of Q in metal homeostasis, we tested the sensitivity of the *tgt* mutant (Q^–^ strain in *E. coli* MG1655 background) to different metals and found varied pleiotropic phenotypes that were further explored by a combination of transcriptomics, proteomics, and physiological studies suggesting that the absence of Q leads to an atypical oxidative stress response.

## Methods

### Media and plasmids

Luria-Bertani (LB) broth and agar (tryptone 10 g/l, yeast extract 5 g/l, sodium chloride 10 g/l, Fisher Scientific BP1426-2 and BP1425-2) were routinely used for growth of *E. coli* cells at 37°C from frozen stocks, and for some of the phenotypic assays. When required, 50 μg/ml of kanamycin (Kan) was added to the medium. M9 minimal medium (12.8 g/l Na_2_HPO_4_·7H_2_O, 3.0 g/l KH_2_PO_4_, 0.5 g/l NaCl, 1.0 g/l NH_4_Cl, 2.0 mM MgSO_4_, 0.1 mM CaCl_2_) was used in motility assays, with the appropriate amount of agar. Low-phosphate (LP) medium was adapted from^44^ and used in cadmium sensitivity tests. LP composition in this study was 6.06 g/l Tris (Amresco), 0.3% casamino acids, 4.68 g/l NaCl, 1.49 g/l KCl, 1.07 g/l NH_4_Cl, 0.2 g/l MgCl_2_, 0.03 g/l CaCl_2_·6H_2_O, 0.172 g/l Na_2_HPO_4_·7H_2_O (all Fisher Scientific), 0.43 g/l Na_2_SO_4_, 5 mg/l ammonium iron (III) citrate (CAF) (Sigma Aldrich), and 1 ml/l of SL7 trace element solution, which contains in 1 l: 1 ml of 25% HCl, 60 mg H_3_BO_3_ (Fisher Scientific), 70 mg ZnCl_2_, 100 mg MnCl_2_·4H_2_O, 20 mg CuCl_2_·2H_2_O, 20 mg NiCl_2_·6H_2_O, 40 mg NaMoO_4_·2H_2_O (all Sigma Aldrich) and 200 mg CoCl_2_·6H_2_O (Alfa Aesar). Glycerol at 0.2% was used as carbon source. MA medium, a pH 7.0 MOPS-based medium used for iron-related sensitivity tests, was composed by 100 mM MOPS, 10 mM NaH_2_PO_4_, 11 mM K_2_HPO_4_, 27 mM (NH_4_)SO_4_, 1.825 mM MgSO_4_·7H_2_O, 34 mM CaCl_2_·2H_2_O, and micronutrients (NH_4_)_6_(Mo_7_O_24_)·4H_2_O, 3 × 10^–6^ mM; H_3_BO_3_, 4 × 10^–4^ mM; CoCl_2_, 3 × 10^–5^ mM; CuSO_4_, 10^–5^ mM; MnCl_2_, 8 × 10^–5^ mM; ZnSO_4_, 10^–5^ mM. The medium was freshly supplemented with 0.001 g/l ammonium iron (III) citrate (CAF) as iron source and with 0.2% glycerol as carbon source.

### Strains and plasmids

All strains used in this study are listed in Table S1 (Supplemental file 1), and all oligonucleotide primers are listed in Table S2 (Supplemental file 1).

*Escherichia coli* K-12 MG1655 was used as the WT strain. *Escherichia coli* Δ*tgt* construction (VDC4561) was obtained by classical P1 transduction^45^ of the *tgt::kan* allele from strain VCD4548, whose gene disruption was created by recombination^46^ using the knockout primers CH316 and CH317. New *tgt* mutant strains were created by P1 transduction of the *tgt::kan* allele from strain VCD4561 into MG1655, generating strains LPO0126, LPO0127, and LPO0128, which were used for the FNR and Fur Western blots, for the EPR experiments, and also to confirm the metal and other phenotypes. The strain VDC4560 was generated exactly like VDC4561 but accidently lost the *lacZ* gene during this process and was used as a negative control for the beta-galactosidase assays. The Δ*queD* Δ*tgt* strains (LPO0120-LPO1025) were obtained by P1 transduction of the *tgt::kan* allele from strain VCD4561 into a Δ*queD* strain with no antibiotic resistance cassette. For the construction of Δ*yhhQ* Δ*queD* Δ*tgt* (VDC4584), the strain Δ*yhhQ* Δ*queD* (VDC4578)^11^ had the kanamycin resistance cassette removed by Flp-catalyzed excision^47^ and the *tgt::kan* allele inserted by P1 transduction from VDC4561. The strains used to measure the activity of promoters regulated by Fe-S clusters P*iscR::lacZ* (DV901), P*hmpA::lacZ* (DV1301), and P*ydfZ::lacZ* (BR616) were kindly provided by Frédéric Barras. The strain used to measure the activity of the *ryhB* promoter P*ryhB::lacZ* (PM2230) was a gift from Pierre Mandin, and was constructed by amplifying the P*ryhB* promoter with oligonucleotides PryhB-300-F and PryhB-lacZ-R using *E. coli* strain MG1655 as a template, and the PCR product was then recombined in strain PM1205, as described in.^48^ The *tgt* gene was deleted from these strains by P1 transduction of the *tgt::kan* allele from strain VCD4561.

The Hpx^–^ strain was a kind gift from James Imlay^49^ and the *tgt::cat* allele was P1 transducted into the Hpx^–^ and MG1655 strains. The deletion construct was made using the linear recombination method described by Datsenko and Wanner.^46^ Deletion primers (YY190 and YY191) were designed with 50 bp of homology to the gene to be deleted. The P1 or P2 sites were added to the 3’ end of each primer to amplify the chloramphenicol resistance cassettes from pKD3. PCR products were cleaned using the Zymo Clean and Concentrator-5 kit (Zymo Research), and 200 ng of PCR product was transformed via electroporation into freshly prepared electrocompetent MG1655 carrying the temperature-sensitive pKD46. Chloramphenicol resistant isolates were selected on LB-agar plates with 30 μg/ml of chloramphenicol. All mutations were verified by PCR for loss of the target gene and presence of the antibiotic resistance marker in the correct locations.

For complementation assays using the overexpression of the *tgt* gene in trans, the *tgt* gene was amplified from WT *E. coli* MG1655 strain and cloned into pBAD24 plasmid, resulting in the pTGT plasmid.^50^ GC10 Chemically Competent cells (Gene Choice, Genesee Scientific) were used for routine cloning. *Escherichia coli* WT and Δ*tgt* chemically competent cells were freshly transformed for each assay and selected with 100 μg/ml ampicillin.

## Phenotypic analysis

### Growth curves in Bioscreen C Analyzer

*Escherichia coli* WT and *tgt* mutant strains, in three to six biological replicates, were diluted from overnight saturated cultures to optical density (OD_600_) of 0.005, in a final volume of 200 μl of appropriate medium. Growth at 37°C with continuous shaking was monitored by measuring OD_600_ every 30 min for 24 or 48 h in a Bioscreen-C Automated Growth Curve Analysis System (Growth Curves USA, MA, USA). Chemical sensitivities were tested in appropriate medium using 0.5–3.0 mM NiCl_2_·6H_2_O (Sigma Aldrich), 0.5–1.25 mM CoCl_2_·6H_2_O (Alfa Aesar, Puratronic), 4–10 μg/ml streptomycin sulfate (Strep, Sigma Aldrich), 10–15 μg/ml spectinomycin dihydrochloride pentahydrate (Spec, Fluka, BioChemiKa), 5–20 μg/ml ampicillin sodium (Amp, Acros), 1–5 μg/ml gentamycin sulfate (Gm, Sigma Aldrich), 0.9–1.5 mM hydrogen peroxide (Fisher Scientific), and 650–900 μM methyl viologen (Sigma Aldrich).

For complementation of the Δ*tgt* phenotypes, the overexpression of the *tgt* gene from pTGT was induced with 0.02% of arabinose. The empty plasmid pBAD24 was used as a negative control, and for plasmid maintenance the medium was supplemented with 100 μg/ml ampicillin.

### Plate assays

Nickel sensitivity assay was performed in LB medium supplemented with 2 mM NiCl_2_·6H_2_O (Sigma Aldrich) and cadmium sensitivity assay in LP medium supplemented with 25 μM CdSO_4_·xH_2_O (Sigma Aldrich). Streptonigrin (SNG) sensitivity was tested in MA medium added by 0.75 μg/ml SNG (Sigma Aldrich). Attenuation of the streptomycin (Strep) phenotype upon addition of an iron chelator was assayed in MA medium supplemented with 2 μg/ml streptomycin in the presence of an iron source (0.001 g/l CAF) or in the absence of an iron source by addition of 100 μM 2,2′-Bipyridyl (Sigma Aldrich). Sensitivity to methyl methane sulfonate (MMS) was performed in LB medium supplemented with 0.045%–0.065% MMS. For all plate assays, overnight saturated cultures were diluted to OD_600_ 0.2 in the assay medium and grown for about 5 h, when cell cultures reached optical density around 1.0, cultures were normalized to the same OD and 10-fold serially diluted. Seven microliters of each dilution was plated onto appropriate solid media. For complementation of the Δ*tgt* phenotypes, the overexpression of the *tgt* gene from pTGT was induced with 0.02% of arabinose. For plasmid maintenance, the medium was supplemented with 100 μg/ml ampicillin.

## Transcriptomics

### Sample preparation and sequencing

Three biological replicates of *E. coli* MG1655 WT and Δ*tgt* strains were grown overnight in LB medium, and saturated cultures were diluted to OD_600_ 0.05 in 20 ml of LB only and in 20 ml of LB medium added by 2 mM NiCl_2_·6H_2_O (Sigma Aldrich). Cells were incubated at 37°C with continuous shaking at 200 rpm and harvested during exponential phase (OD_600_ 0.6–0.8) for RNA isolation. RNA was stabilized with RNAprotect Bacteria Reagent (Qiagen #76506) and isolated using the RNeasy Mini Kit (Qiagen # 74104). Remaining cell pellets were stored at –80°C for further proteomics analysis. RNAseq sample preparation and sequencing was performed by Girihlet Non-Canonical Genomics (Oakland, CA—https://www.girihlet.com/). Briefly, the quality and quantity of total RNA was evaluated using the Agilent RNA 6000 Nano Kit on an Agilent Bioanalyzer. rRNA was removed using Ribo-Zero Magnetic Kit* (Gram-Negative Bacteria) Epicentre. The RNA sequencing library was prepared with TruSeq RNA Library Prep Kit v2 (Illumina). Libraries were analyzed on a Bioanalzyer for average base pair distribution and quantified using Qubit Fluorometric Quantitation (Thermo Fisher Scientific). Sequencing was performed in the HiSeq 2500 System (Illumina) with 75 bp Paired End sequencing and 40 million reads per sample.

### RNAseq data analysis

The quality of the raw RNA-seq data was evaluated with the FastQC tool,^51^ and Trimmomatic^52^ was applied to remove the adaptors sequences at the beginning of the reads. The *E. coli* strain K-12 MG1655 genome fasta and gff files (GCF_000005845.2_ASM584v2_genomic) were downloaded from the National Center for Biotechnology Information website (https://www.ncbi.nlm.nih.gov/). The genome was indexed using Bowtie2,^53^ and the mapping was performed using TopHat.^54^ Read counts were obtained using HTSeq count script^55^ and normalized considering transcript length and sequencing depth to obtain RPKM.^56^ The ARSyN method^57^ was applied to remove batch effects, and effective batch effect removal was checked by principal component analysis. Differential expression was assessed using the Limma package, applying the Voom transformation.^58^ Significant differentially expressed genes were called at an false discovery rate (FDR) < 0.05. All scripts are available at https://github.com/vdclab/RNAseq-analysis. Gene IDs were obtained from EcoGene 3.0 (ecogene.org, accessed on December 2017)^59^ and Gene Ontology (GO) term annotations (Gene Ontology Consortium, 2021) were obtained from the EcoCyc database (ecocyc.org, accessed on December 2017).^60^ Raw data (fastq files) and processed data have been deposited in NCBI's Gene Expression Omnibus^61^ and are accessible through GEO Series accession number GSE181239.

## Proteomics analysis

### Protein isolation

tein extracts were prepared from the same batch cultures used for the transcriptomics analysis of the following samples: WT and *tgt* mutant strains grown in LB medium, in biological triplicates. Soluble protein was isolated from bacterial cells by harvesting at 200 × g for 10 min at 4°C and washing cell pellets with ice-cold phosphate-buffered saline (PBS) and frozen at –80°C. To prepare cell lysates, pellets were resuspended in 500 μl of lysis buffer (20 mM Na-phosphate, pH 6.8, 10 mM DTT, 1 mM EDTA, 0.1% v/v Tween, 1 mM PMSF, Roche protease inhibitor cocktail, 3 mg/ml lyticase, and 1.25 U/ml benzonase) and incubated at 30°C with mild shaking for 30 min. Glass beads were used to disrupt cells using a Precellys 24 disrupter; 2 cycles of 25 s at 6500 rpm; samples were kept on ice between each cycle. Cell lysates were then centrifuged for 20 min at 200 × g at 4°C and supernatant fractions were aspirated, analyzed by the bicinchoninic acid (BCA) method,^62^ and adjusted to equimolar protein concentrations [4.8 mg/ml for protein gels and 4 mg/ml for liquid chromatography–mass spectrometry (LC-MS)/MS analysis] across samples.

### Protein processing, labeling with isobaric tags, and peptide fractionation

Protein samples were aliquoted (100 μg per sample), dried by vacuum centrifugation, reconstituted in 100 mM TEAB and 10% acetonitrile (v/v) by bath sonication, and digested with trypsin in a 1:30 (w/w) ratio overnight at 37°C. Aliquots of resulting protein digests (from 100 μg of total protein) were then labeled with TMT 6-plex reagents according to the manufacturer's protocol. Labeled peptides (5-μl aliquots) from each biological replicate were combined to reconstitute a full 6-plex label set and subjected to preliminary qualitative analysis on a Thermo Scientific EASY-nLC 1200 interfaced to a Thermo Scientific Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer. Median total ion intensities for each label were calculated and used to normalize volumetric mixing of respective labels, so as to avoid signal suppression or bias from any one label. After combining labels into 6-plex sets, samples were desalted with C18 SpinTips (Protea), dried by vacuum centrifugation, and reconstituted in IPD buffer (Agilent) without glycerol. Isoelectric focusing was performed from pH 3 to 10 over 24 wells on an Agilent 3100 OFFGEL fractionator according to the manufacturer's protocol (OG24PE00). Each of the 24 fractions was collected, dried by vacuum centrifuge, resuspended in 0.1% formic acid in water, and analyzed by nano-LC-MS/MS.

### LC-MS analysis of the *E. coli* proteome

TMT proteomics experiments were performed on an Agilent 1200 nano-LC-Chip/MS interfaced to an Agilent 6550 iFunnel Q-TOF LC/MS. The HPLC-Chip configuration consisted of a 160-nL enrichment column and a 150 mm × 75 μm analytical column (G4340-62001 Zorbax 300SB-C18). The following mass-spectrometry grade mobile phases were used: 0.1% formic acid in water (solvent A), and 0.1% formic acid in acetonitrile (solvent B). A 130-min linear gradient was used for HPLC separation with 10 min for column washing and equilibration between runs. Samples (1–2 μl injections) were loaded onto the enrichment column at 3% (v/v) B at flow rates of 3 μl/min. The analytical gradient of solvent B was performed at a constant flow rate of 0.3 μl/min using the following solvent transitions on the nanoflow pump: 0–1 min, held at 1% (v/v); 1–10 min, 1–15%; 10–101 min, 15–35%; 101–121 min, 35–75%; 121–123 min, 75–98%; 123–126 min, held at 98%; 126–127 min, 98–1%; 127–130 min, held at 1%. The Q-TOF was operated at high sensitivity (4 GHz) in positive ion mode with the following source conditions: gas temperature 350 ºC, drying gas 13 l/min, fragmentor 360 V. Capillary voltage was manually adjusted between 1800 to 2150 V to maintain a steady nanospray plume. Data were acquired from 300 to 1700 *m/z* with an acquisition rate of 6 spectra/s in MS mode, and from 50 to 1700 *m/z* with an acquisition rate of 3 spectra/s in MS/MS mode. A peptide isotope model (charge state 2+) was used to detect a maximum 20 precursors per cycle at a minimum threshold of 25 000 counts/spectra at a narrow isolation window (∼1.3 *m/z).* Sloped collision energy (C.E.) was used to maximize collision induced dissociation of detected isobarically tagged peptides according to the following rules: charge state 2 + C.E. slope 4.2, offset 3.5; charge states ≥ 3 + C.E. slope 4.2, offset 4.

LC-MS data was extracted and evaluated for quality using the molecular feature extraction (MFE) algorithm in MassHunter Qualitative Analysis software (v B06.00). Test injections (3–4) from each fraction of the first technical replicate were used to optimize injection volumes for second and third biological replicates with the aim of maximizing the number of extracted molecules with peptide-like features. For each fraction, the MFE list of molecular ions was exported and used to exclude spectral acquisition of these ions in subsequent technical replicates. Each of the 24 fractions from biological triplicates were injected in technical duplicate—spectra generated from technical replicate #1 were acquired without use of an exclusion list, whereas spectra generated from technical replicates #2 were acquired with the exclusion list. Data from MassHunter Qualitative Analysis were exported to Mass Profiler Professional (v B03.00) for analysis of technical reproducibility. This process was repeated for all three biological replicates. Mass spectra were processed using Spectrum Mill (Agilent, v B06.00) and Scaffold Q+ (v Scaffold_4.8.8), and quantified protein associations were manually analyzed by binning and averaging peptide quantities across related protein groups in Excel.

### Gene-specific codon usage analysis

A codon counting algorithm^63^ was used to calculate the gene-specific codon usage frequencies for all genes in the *E. coli* genome using proteomics data. Over- or under-representation of a specific codon for a particular gene relative to the genome average was determined by calculating the average Z-score based on a hypergeometric distribution with a cut-off of *P* < 0.01. The upregulated and downregulated proteins in the *tgt* mutant relative to wild-type *E. coli* were selected based on the log_2_(*tgt*/WT) values, and codon usage analysis was performed for the filtered set of genes. Gene-specific codon usage data were visualized as a heat map using GraphPad Prism 9, as was multivariate statistical analysis. The principal components with the largest eigenvalues that together explain 75% of the total variance were selected for analysis.

### Western blot

For FNR and FUR protein detection by Western blot, WT and *tgt* mutant strains were grown in LB medium at 37°C, shaking at 200 rpm, and collected at OD_600_ of 0.6. Cells from 775 ml of each culture were collected by centrifugation at 3000 g, 30 min, 4°C, and pellets were stored at –80°C. Cell pellets were then resuspended in 10 ml of cold, fresh extraction buffer (50 mM Tris-Cl pH 7.4, 50 mM NaCl, 1 mM EDTA, 1 mM DTT, 1 mini tablet of Pierce Protease Inhibitor EDTA-free cat #88666) and disrupted by passage for three cycles through a French Press at 2000 psi. After centrifugation (3000 g, 20 min, 4°C) to remove cell debris, the soluble and insoluble fractions were obtained by ultracentrifugation at 208 000 g for 1 h 45 min at 4°C (Beckman Type 70 Ti rotor). The remaining insoluble material (pellet) was resuspended in 1 ml of 8 M urea, sonicated for three cycles of 10 s at intensity 7, with 20 s interval, and centrifuged at 25 000 g, 4°C, 10 min. Protein concentration in the soluble fraction was determined with the Pierce BCA Protein Assay Kit (Thermo Scientific) using bovine serum albumin as standard. Diluted in SDS loading buffer (10% SDS, 250 mM Tris-Cl pH 6.8, 500 mM DTT, 25% glycerol, bromophenol blue), 20 μg of the soluble fraction from each strain, and proportionally the same amount of insoluble fraction, were resolved in a 18% acrylamide gel. For Western blot, proteins were transferred to a PVDF membrane, probed with the primary antibody (1:10 000 rabbit anti-FNR or 1:5000 rabbit anti-FUR), detected with 1:5000 goat anti-rabbit IgG (H + L) Poly-HRP Secondary Antibody, HRP (Thermo Fisher Scientific, # 32260) and revealed using Clarity Western ECL Substrate (Bio-Rad, #1705061). The anti-FNR antibody and the anti-FUR antibody were kindly provided by Erin Mettert^64^ and Michael Vasil,^65^ respectively.

### Detection of ROS levels

Levels of reactive oxygen species (ROS) were measured in the *E. coli* WT and *tgt* mutant strains using flow cytometry coupled with the probe CellROX Green according to.^66^ Briefly, four to six biological replicates of each *E. coli* strain were grown to mid-log phase (OD_600_ 0.4–0.8) in LB, centrifuged at 3500 × g for 7 min and resuspended in 10% LB (diluted with PBS) to an OD_600_ of 0.1 before treatment was performed in 96-well plates. Each well, with a total volume of 200 μl, contained bacteria (final OD_600_ of 0.01) in 10% LB, 0.5 μM CellROX Green, with or without treatment of 200 μM menadione. The plate was incubated for 1 h at 37 °C before staining for nucleic acids with DAPI (5 μg/ml) and fixation in 4% paraformaldehyde at 25 °C followed by analysis with flow cytometry.

For flow cytometric analysis, cells were run on a LSRII flow cytometer (BD Biosciences) within 2 h using a HTS fluidics system. CellROX Green was excited with an argon laser and detected by a 530/30 nm band-pass emission filter, while DAPI was excited with a UV laser and detected by a 450/50 nm band-pass emission filter. A total of 50 000–100 000 events were collected for each sample via Diva (BD Biosciences) and analyzed on FlowJo v10.0.6 (Tree Star, Inc.). Forward-scatter (FSC; correlates with cell size) and side-scatter (SSC; correlates with cellular granularity) of light was used to gate bacterial samples using unstained cells. DNA-positive cells were then gated using DAPI-stain before determining bacterial populations stained with CellROX-Green. Single stained cells were also used to set compensation parameters between dye signals. Statistical analysis was performed using the Mann–Whitney test on the Prism GraphPad Software 6.

### Growth phenotype of Hpx^–^ derivative strains

For growth studies, eight biological replicates of each strain were used (strains are listed in Supplemental File 1, Table S1). Cells were grown anaerobically in plates inside plastic bags using the BD GasPak EZ Pouch System (#260683-20) at 37°C for 3 days. Inoculation in 2 ml of freshly made anaerobic LB medium was performed inside anaerobic chamber BACTRONEZ (Bactron) filled with Anaerobic Mixed Gas (AMG—5% carbon dioxide, 5% hydrogen Balance Nitrogen Certified Standard Mixture—Airgas #X03NI90C2000024). The tubes were placed inside plastic bags using the BD GasPak EZ Pouch System (#260683-20) and incubated anaerobically overnight at 37°C, shaking at 200 rpm. The OD_600_ of overnight cultures were measured and normalized to 0.045–0.055 in 1 ml of LB. Still inside the chamber, the Bioscreen plate was prepared with 20 μl of each culture added by 180 μl of LB medium, resulting in a starting OD_600_ of 0.005. The plate was incubated aerobically in the Bioscreen system at 37°C, shaking continually, for 3 days. OD_600_ measurements were recorded every 30 min.

## Results

### Queuosine modification in tRNA affects *E. coli* sensitivity to metals

Based on published observations linking Q or Q biosynthesis genes to metal metabolism,^30–34^ the role of Q under different metal stress conditions, such as excess Ni^2+^, Co^2+^, and Cd^2+^, was evaluated in *E. coli*. In LB medium, the *tgt* mutant, lacking Q in tRNA, showed higher resistance to Co^2+^ (0.85 mM) and to Ni^2+^ (2 mM) compared to the isogenic WT *E. coli* MG1655 strain (Fig. 2A and C). When following growth in microtiter plates (Bioscreen C), we found that, even though both WT and *tgt* mutant strains reach a similar final OD (A_600nm_) in stationary phase, the mutant showed a clear growth advantage. In the presence of Ni, for example, doubling times of 4 h for Δ*tgt* and of 5.3 h for WT were observed (Fig. 2A and C).

**Fig. 2:**
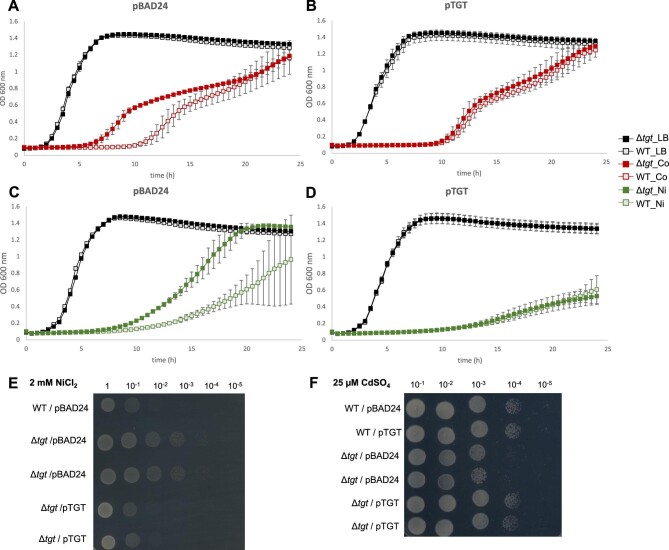
Metal-related phenotypes *of E. coli* Δ*tgt* strain. Growth of WT and Δ*tgt* strains was monitored in a Bioscreen C Analyzer at 37°C with constant shaking. Error bars showing standard deviation for biological triplicates. Both strains were transformed with pBAD24 (A and C) or pTGT (B and D). All growth experiments were performed in LB medium with 100 μg/ml ampicillin and 0.02% arabinose supplemented with 0.85 mM CoCl_2_ (A and B) or 2 mM NiCl_2_ (C and D). The same set of strains was tested for metal sensitivity assays on plates. For nickel sensitivity tests, overnight cultures in LB were diluted and grown to mid-exponential phase, then diluted to OD(A_600nm_) 1.0, and 7 μl of 10-fold serial dilutions were spotted on LB medium containing 2 mM NiCl_2_, 100 μg/ml ampicillin and 0.02% arabinose (E). For cadmium sensitivity tests, overnight cultures were diluted in low-phosphate (LP) medium containing ampicillin and grown to mid-exponential phase, then diluted to OD(A_600nm_) 1.0, and 7 μl of 10-fold serial dilutions were spotted on LP medium containing 25 μM CdSO_4_, 100 μg/ml ampicillin and 0.02% arabinose (F). Growth was analyzed after 24 h at 37°C. Spots corresponding to 10^–1^ to 10^–5^ dilutions are shown. WT, wild type; Ni, nickel; Co, cobalt.

An independent systematic TnSeq fitness study^67^ (https://fit.genomics.lbl.gov) showed that insertions in the *tgt* gene of *E. coli* BW25113 strain provided growth advantage under nickel and cobalt stress (fitness value = 1.2). This means that the presence of this gene was detrimental for fitness in these conditions. In the same study, insertions in the *E. coli* genes *queA* and *queG* were also beneficial in these two metal stress conditions (Supplemental file 1, Table S3). This result is consistent with the nickel and cobalt resistance phenotype we observed in the *tgt* mutant.

The *tgt^–^* nickel resistance phenotype was also confirmed by plate assays (Fig. 2E). On the other hand, under cadmium stress (25 μM) in low phosphate minimal medium (MA), the *tgt* mutant was more sensitive than the WT strain (Fig. 2F). The three metal-related phenotypes were complemented by overexpressing the *tgt* gene in trans in pBAD24 (Fig. 2B, D, E, F), confirming that the absence of the *tgt* gene was responsible for the observed phenotype. Additional analyses showed that the nickel resistance phenotype of the ∆*tgt* mutant was caused by the absence of Q in tRNA, and not by the accumulation of Q precursors (preQ_0_ and preQ_1_) (Fig. S1, Results in Supplemental File 1).

### Transcriptomics analysis of wild-type strain exposed to high nickel

To understand the basis for the nickel resistance phenotype of the *tgt* mutant, we first analyzed the transcriptomic response of the WT strain to nickel stress to identify genes that were differentially expressed in nickel-treated WT compared to untreated WT (WT_Ni/WT_LB; Supplemental File 2). 

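*tgt*, the gene for the tRNA-guanine transglycosylase that inserts the Q precursor, lies from 426137 to 427264 on the chromosome (assembly ASM584v2) and was read first in every library. It was at 71.4, 61.9 and 67.1 RPKM in WT_LB replicates 1, 2 and 3 and at 66.5, 65.5 and 79.7 RPKM in WT_Ni, and at 22.3, 21.8 and 24 RPKM in tgt_LB and 19.8, 26 and 26.7 RPKM in tgt_Ni. In tgt_LB against WT_LB this is a log2FC of -2.19 (SE 0.15, adjusted p = 8.7e-06, and -1.52 as deposited), and since the table gives 1 value per gene, it does not show in which part of the gene the remaining signal lies. *queA*, the upstream neighbour of *tgt* and the next enzyme of the pathway, was at 26.3 ± 3.56 RPKM (SD, n = 3) in WT_LB and 62.4 ± 9.14 RPKM (SD, n = 3) in tgt_LB. The RNA came from 12 cultures of *E. coli* K-12 MG1655, which the paper describes as 3 biological replicates each of the WT and of the *tgt* mutant in LB medium (WT_LB, tgt_LB) and in LB medium with 2 mM NiCl_2_ (WT_Ni, tgt_Ni), harvested in exponential phase. The paper and the sample labels give different densities for the dilution of the overnight cultures. Ribosomal RNA was depleted, and the libraries were made with a kit that keeps no strand, so overlapping and antisense genes cannot be told apart. The authors trimmed the reads, aligned them to ASM584v2 with TopHat, counted them per gene with HTSeq, removed genes with fewer than 10 reads, converted the counts to RPKM and removed batch effects with ARSyN. The deposited table holds the RPKM values after that step for 4386 genes, none at 0 and the lowest at 1.86. The paper gives a nominal number of reads per sample, and the reads obtained for each library cannot be had from the table. By the library numbers in the labels, WT_LB replicates 1 and 2, WT_Ni replicate 2 and tgt_Ni replicate 2 stand in the later part of the sample sheet and the other libraries, with all of tgt_LB, in the earlier. The RPKM values of a library sum to 582321 to 691597 in WT_LB, 1051178 to 1089141 in tgt_LB, 1050903 to 1171622 in WT_Ni and 990155 to 1188092 in tgt_Ni. The sums of the WT_LB columns are thus the lowest, and the median log2 value of a library moved by 0.72 in WT_Ni/WT_LB and by 0.68 in tgt_LB/WT_LB, against -0.04 in tgt_Ni/WT_Ni. Differences were tested with limma on log2(RPKM + 1) over the 12 libraries, with Benjamini-Hochberg adjustment over all genes, a scale that understates the changes of low genes. Each log2FC and its adjusted p are given after every library was set to the same median (median-centred), with the value from the RPKM as deposited beside it, and counts of genes are given on both scales. ARSyN also removes structured spread between replicates, so adjusted p-values can be too small. *queA* gained a call after median-centring without tgt_LB replicate 3 or tgt_Ni replicate 1 or 2 (log2FC 0.54 to 0.65).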

A total of 734 genes were found upregulated and 1642 genes downregulated in the treated cells. 

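The largest rises in WT_Ni/WT_LB were in genes that take up and reduce sulfate, and the largest falls in genes of pyruvate and threonine use, flagella and anaerobic growth. *cysD*, a subunit of the sulfate adenylyltransferase, went from 6.01 ± 1.16 RPKM (SD, n = 3) in WT_LB to 2383 ± 298 RPKM (SD, n = 3) in WT_Ni, a log2FC of 7.69 (SE 0.45, adjusted p = 6.2e-08, and 8.42 as deposited). *yjiY*, a pyruvate transporter gene, went from 1832 ± 497 RPKM (SD, n = 3) to 16.4 ± 6.85 RPKM (SD, n = 3) (log2FC -7.48, SE 0.30, and -6.76 as deposited). The 10 highest log2FC values among genes whose 3 WT_Ni libraries all lay beyond the 3 WT_LB libraries belonged to *cysD*, *cysJ*, *sbp*, *cysI*, *cysN*, *yeeE*, *cysP*, *cysH*, *yciW* and *cysA*, from 7.69 down to 6.14. The 10 lowest belonged to *yjiY*, *tdcB*, *fliC*, *ansB*, *tdcA*, *tdcD*, *fliD*, *narK*, *cheW* and *tar*, from -7.48 to -5.21. As deposited, 2450 of 4386 genes were higher and 440 lower in WT_Ni at an adjusted p under 0.05, and after median-centring 905 were higher and 1599 lower, so that the share of higher genes among those called went from 84.8% to 36.1%. The 3 libraries of one group lay beyond the 3 of the other for 73.3% of genes as deposited, where chance gives 10%. The lower scale of the WT_LB columns can raise this share, and in tgt_Ni/WT_Ni, which does not use them, it was 45.6%. Of the 1599 genes lower after median-centring, 706 had a mean in WT_Ni that was not below that in WT_LB as deposited.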

A similar analysis had already been performed^68^ but in different physiological conditions. In the previous study, cells were grown in M63 minimal medium and exposed to 50 μM NiCl_2_ for only 10 min, while in this study cells were grown in LB medium and exposed to 2 mM NiCl_2_ for 2 h, the same condition in which the *tgt* mutant phenotype of nickel resistance was observed.

In *E. coli*, as in other bacteria, nickel is used as a cofactor for enzymes such as Ni-Fe hydrogenases and glyoxalase I, but it is also toxic at high concentrations.^69,70^ The proposed causes of nickel toxicity involve the replacement of other essential metals in metalloproteins, the binding to catalytic residues of enzymes (or allosteric inhibition of catalytic site), and the generation of oxidative stress causing damage to DNA, proteins, or lipids.^70^ Therefore, well-controlled mechanisms for nickel import and distribution as well as for nickel efflux are required to avoid toxicity. Comparing the gene expression profiles allowed us to confirm that the main features of the nickel toxicity response were affected in our experiment

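Genes of the general stress response rose together in WT_Ni/WT_LB. *rpoS*, the sigma factor of the stationary phase and of general stress, was at 242 ± 12.3 RPKM (SD, n = 3) in WT_LB and 1210.0 ± 89.8 RPKM (SD, n = 3) in WT_Ni, and *rpoS* (log2FC 1.59, SE 0.17, adjusted p = 1e-05, and 2.32 as deposited) rose with *dps* (3.65, SE 0.23, and 4.37 as deposited), the DNA-binding protein from starved cells, and *katE* (4.89, SE 0.21, and 5.62 as deposited), the stationary-phase catalase. Larger rises were those of *gadB* (5.29, SE 0.48, and 6.01 as deposited), a glutamate decarboxylase of acid resistance, and *osmY* (5.17, SE 0.24, and 5.89 as deposited), an envelope stress protein. Of 21 measured genes of the RpoS response, 21 were higher as deposited (21 when adjusted over the list alone) and 21 after median-centring, and none was lower on either scale. For the RpoS list against all other genes, camera gave adjusted p = 8.8e-08 as deposited (adjusted p = 0.42 with an estimated correlation) and adjusted p = 1.6e-15 after median-centring (higher, adjusted p = 0.24 with an estimated correlation). *pfkB*, *osmC* and *sodC* rose as well, with log2FC values of 2.22 (SE 0.13), 3.40 (SE 0.32) and 2.14 (SE 0.21), and 2.94, 4.13 and 2.87 as deposited. Of the genes tied to oxidative stress outside that list, *soxS* (log2FC 1.41, SE 0.15, adjusted p = 8.5e-06, and 2.13 as deposited), a regulator of the superoxide response, and *pfo* (0.94, SE 0.13, and 1.66 as deposited), a pyruvate oxidoreductase, passed the same test.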

As expected upon exposure to excess nickel, genes involved in the general stress responses were induced in our and in the Gault *et al*. study, including the master stress regulator gene *rpoS*, and genes related to response to DNA damage and to oxidative stress, such as *dps, pfkB, katE, pfo, osmC, soxS*, and *sodC* (Fig. 3). While the overexpression of *rcnA*, the gene coding for the Ni and Co efflux pump was observed in both studies, the expected repression of the *nikABCDE* operon, which codes for the main Ni import system, was only observed in the current study (Fig. 3 and Supplemental file 2). 

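*rcnA* and *rcnR* of nickel efflux rose and the nickel importer genes fell in WT_Ni/WT_LB. *rcnA*, the efflux pump, went from 4.49 ± 0.063 RPKM (SD, n = 3) in WT_LB to 98 ± 12.2 RPKM (SD, n = 3) in WT_Ni, and *rcnA* (log2FC 3.44, SE 0.14, adjusted p = 3.6e-09, and 4.17 as deposited) rose with *rcnR* (2.92, SE 0.21, and 3.65 as deposited), the repressor of *rcnA*. Of 4 genes of nickel and cobalt efflux and its regulators, 3 were higher as deposited (4 when adjusted over the list alone) and 2 after median-centring, and none was lower on either scale. For efflux against all other genes, camera gave adjusted p = 0.11 as deposited (adjusted p = 0.39 with an estimated correlation) and adjusted p = 0.051 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). The genes called as deposited were *rcnA*, *rcnR* and *rcnB*, a periplasmic protein of the same system, and *nikR*, the repressor of the importer, did not pass on either scale. *nikA*, the periplasmic nickel-binding protein, went from 62.1 ± 53.3 RPKM (SD, n = 3) to 3.09 ± 0.16 RPKM (SD, n = 3), and *nikA* (log2FC -4.36, SE 0.48, adjusted p = 1.2e-05, and -3.63 as deposited) fell with *nikB* (-2.90, SE 0.46, and -2.18 as deposited), *nikC* (-2.75, SE 0.41, and -2.03 as deposited), *nikD* (-2.73, SE 0.33, and -2.00 as deposited) and *nikE* (-1.66, SE 0.23, and -0.93 as deposited). Of 5 genes of the *nikABCDE* operon, 5 were lower as deposited (5 when adjusted over the list alone) and 5 after median-centring, and none was higher on either scale. For the operon against all other genes, camera gave adjusted p = 5.3e-05 as deposited (adjusted p = 0.37 with an estimated correlation) and adjusted p = 0.016 after median-centring (lower, adjusted p = 0.49 with an estimated correlation). The WT_LB libraries differed among themselves here, with *nikA* at 124, 30.8 and 31.8 RPKM in replicates 1, 2 and 3, and the 3 WT_Ni libraries lay below all of them. The nickel and cobalt efflux and its regulators list gained a call after median-centring without WT_LB replicate 1 or WT_Ni replicate 1 or tgt_LB replicate 1 (median log2FC 1.57 to 1.58).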

One of the major findings of the Gault *et al*. study was that Ni stress activates systems involved in the defense against excess Fe and Cu, even if the contents of Fe and Cu remained unchanged. 

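Genes of ferric citrate, ferrous iron and ferrichrome import fell in WT_Ni/WT_LB, and the genes of bacterioferritin and Dps rose. *fecA*, the outer membrane receptor for ferric citrate, went from 86.9 ± 15.9 RPKM (SD, n = 3) in WT_LB to 6.43 ± 0.97 RPKM (SD, n = 3) in WT_Ni, and *fecA* (log2FC -4.28, SE 0.15, adjusted p = 2.4e-09, and -3.56 as deposited) fell with *fecB* (-3.54, SE 0.24, and -2.82 as deposited) of the same operon, *fhuA* (-2.44, SE 0.42, and -1.72 as deposited), the ferrichrome receptor, and *feoA* (-2.11, SE 0.46, and -1.38 as deposited) of ferrous iron import. Of the energy-transducing genes, *exbB* (-2.19, SE 0.41, and -1.46 as deposited) and *exbD* (-2.27, SE 0.37, and -1.55 as deposited) fell, while *tonB* (log2FC -0.88, SE 0.22, adjusted p = 0.0056, and -0.15, adjusted p = 0.62, as deposited) was lower only after median-centring, as was *feoB* (log2FC -2.01, SE 0.53, adjusted p = 0.0065, and -1.29, adjusted p = 0.061, as deposited). Of 36 measured iron import genes, 2 were higher and 14 lower as deposited (0 and 14 when adjusted over the list alone), and 0 were higher and 31 lower after median-centring. The 2 genes called higher as deposited were *fiu* and *cirA*, receptors for iron-bound catecholates. For iron import against all other genes, camera gave adjusted p = 4.5e-10 as deposited (adjusted p = 0.48 with an estimated correlation) and adjusted p = 3.2e-06 after median-centring (lower, adjusted p = 0.49 with an estimated correlation). *bfr* (log2FC 3.90, SE 0.24, adjusted p = 1e-07, and 4.62 as deposited) for bacterioferritin, in which iron is stored, and *yqjI* (2.01, SE 0.12, and 2.73 as deposited), the *nfeR* regulator, rose. Of 5 iron storage genes, 2 were higher and 1 lower as deposited (3 and 1 when adjusted over the list alone), and 2 were higher and 1 lower after median-centring. For iron storage against all other genes, camera gave adjusted p = 0.84 as deposited (adjusted p = 0.92 with an estimated correlation) and adjusted p = 0.35 after median-centring (higher, adjusted p = 0.56 with an estimated correlation). *bfr* and *dps* were the 2 higher genes and *ftnB*, a ferritin-like protein, the lower. The iron import list had medians of 0.42, -0.26 and -0.17 in WT_LB replicates 1, 2 and 3, relative to their mean. *feoA* lost its call as deposited without WT_LB replicate 1 or WT_Ni replicate 3 (log2FC -1.14 to -0.78). *feoB* gained a call as deposited without WT_LB replicate 2 or 3 (log2FC -1.76 to -1.63).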

We did find that genes involved in iron import (*fec, fep, feo* and *fhu* genes, *exbBD, tonB*) were downregulated, while genes involved in iron sequestration (*bfr* and *dps*), as well as the Nickel-responsive Fe-uptake Regulator (*nfeR/yqjI*) were upregulated. Because we observed a strong response involving Fur (ferric uptake regulator) regulon, we compared our results to the study from McHugh *et al*.^71^ They analyzed the transcriptomics of *E. coli* under two conditions: iron starvation, by adding the iron chelator 2,2’-dipyridyl (DIP), and Fur absence, using a *fur* mutant. Whereas the majority of Fur regulated genes involved in iron acquisition were found upregulated during iron starvation and in the *fur* mutant, they were found downregulated in our study. This same effect was also observed by Gault *et al*. and suggests a nickel effect on Fur regulation.

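*fur*, the gene of the iron-binding repressor itself, was at 352 ± 16.9 RPKM (SD, n = 3) in WT_LB and 554 ± 59.1 RPKM (SD, n = 3) in WT_Ni, and *fur* (log2FC -0.08, SE 0.14, adjusted p = 0.67, and 0.65, adjusted p = 0.0008, as deposited) was higher as deposited only. The operons for ferric citrate and enterobactin, which Fur represses, hold iron import genes with lower values, with *fecD* (-2.20, SE 0.19, and -1.47 as deposited) of the citrate transporter, *entS* (log2FC -1.40, SE 0.30, adjusted p = 0.002, and -0.68, adjusted p = 0.077, as deposited), the enterobactin exporter, and *entC* (log2FC -1.13, SE 0.18, adjusted p = 0.00025, and -0.41, adjusted p = 0.077, as deposited), the first enzyme of enterobactin synthesis. *entS* and *entC* were lower after median-centring only. *sodB*, the iron superoxide dismutase gene that rises when Fur is active, did not pass after median-centring, and *hmp*, the flavohemoglobin gene for the removal of nitric oxide, rose: *sodB* (log2FC 0.24, SE 0.15, adjusted p = 0.2, and 0.97, adjusted p = 0.00043, as deposited) and *hmp* (log2FC 2.07, SE 0.15, adjusted p = 4.1e-07, and 2.80 as deposited). From the lower iron acquisition genes, set against a published *fur* mutant and published iron starvation, the paper proposes that nickel acts on regulation by Fur. *entS* gained a call as deposited without WT_LB replicate 2 or tgt_Ni replicate 1 (log2FC -0.91 to -0.68) and *entC* as deposited without tgt_Ni replicate 1 (log2FC -0.41).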

**Fig. 3:**
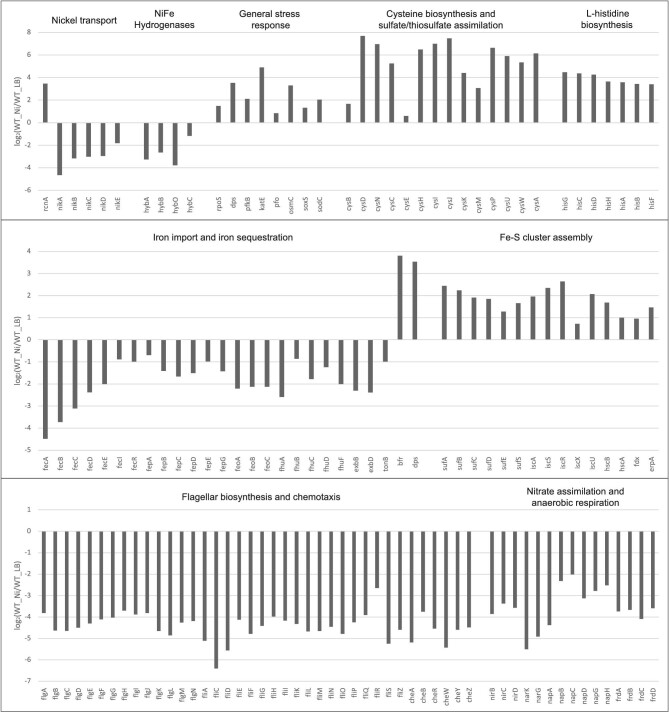
Transcripts differentially expressed in the wild-type strain upon exposure to excess nickel. Y-axis, differential gene expression reported as log_2_(FC) of mRNA levels in nickel-treated WT compared to untreated WT (WT_Ni/WT_LB). The genes were manually assigned to each category.

Among the differences between our results and the Gault *et al*. study is the overexpression of genes coding for the universal stress proteins (*usp* genes) and the downregulation of *ryhB*, which we did not observe. 

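The universal stress protein genes did not move together in WT_Ni/WT_LB. *uspB*, which is under RpoS control, rose from 24.5 ± 5.23 RPKM (SD, n = 3) to 316 ± 72.8 RPKM (SD, n = 3), and *uspB* (log2FC 2.90, SE 0.31, adjusted p = 8.7e-06, and 3.63 as deposited) was the only *usp* gene higher on both scales. Of 7 *usp* genes, 4 were higher and 0 lower as deposited (4 and 0 when adjusted over the list alone), and 1 was higher and 3 lower after median-centring. *uspB*, *uspC*, *uspD* and *uspF* were those higher as deposited, and *uspA*, *uspF* and *uspG* those lower after median-centring, so that *uspF* changed direction with the scale. For the *usp* genes against all other genes, camera gave adjusted p = 0.9 as deposited (adjusted p = 0.96 with an estimated correlation) and adjusted p = 0.96 after median-centring (higher, adjusted p = 0.98 with an estimated correlation). *uspA* (log2FC -0.97, SE 0.22, adjusted p = 0.0027, and -0.25, adjusted p = 0.34, as deposited), the founding member of the family, was lower after median-centring only. *ryhB*, the small RNA that represses genes of iron-containing proteins, was at 9.73, 4.21 and 4.63 RPKM in WT_LB and 9.95, 9.22 and 8.11 RPKM in WT_Ni, near the lowest values of the table, and *ryhB* (log2FC -0.16, SE 0.22, adjusted p = 0.56, and 0.57, adjusted p = 0.058, as deposited) did not pass on either scale. *ryhB* gained a call as deposited without WT_LB replicate 1 or tgt_LB replicate 3 (log2FC 0.57 to 0.89).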

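Genes of both systems that build iron-sulfur clusters, the housekeeping ISC operon and the stress-induced SUF operon, rose in WT_Ni/WT_LB. *iscR*, the regulator and first gene of the ISC operon, went from 96.8 ± 20.1 RPKM (SD, n = 3) to 1073 ± 167 RPKM (SD, n = 3), and *iscR* (log2FC 2.74, SE 0.55, adjusted p = 0.0013, and 3.47 as deposited) rose with *iscS* (2.46, SE 0.49, and 3.18 as deposited), the cysteine desulfurase. *sufA*, a cluster carrier and the first gene of its operon, went from 10.4 ± 2.15 RPKM (SD, n = 3) to 106 ± 25.3 RPKM (SD, n = 3), and *sufA* (log2FC 2.49, SE 0.18, adjusted p = 3.3e-07, and 3.21 as deposited) rose with *sufB* (2.31, SE 0.23, and 3.03 as deposited), a scaffold protein. Of 8 ISC genes, 8 were higher as deposited (8 when adjusted over the list alone) and 8 after median-centring, and none was lower on either scale. Of 6 SUF genes, 6 were higher as deposited (6 when adjusted over the list alone) and 6 after median-centring, and none was lower on either scale. For ISC against all other genes, camera gave adjusted p = 0.05 as deposited (adjusted p = 0.64 with an estimated correlation) and adjusted p = 0.00095 after median-centring (higher, adjusted p = 0.49 with an estimated correlation). For SUF against all other genes, camera gave adjusted p = 0.0064 as deposited (adjusted p = 0.48 with an estimated correlation) and adjusted p = 2.8e-05 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). Of 5 other cluster carrier genes, 5 were higher and 0 lower as deposited (5 and 0 when adjusted over the list alone), and 3 were higher and 1 lower after median-centring. For these carriers against all other genes, camera gave adjusted p = 0.2 as deposited (adjusted p = 0.61 with an estimated correlation) and adjusted p = 0.15 after median-centring (higher, adjusted p = 0.49 with an estimated correlation). *erpA*, *nfuA* and *bolA* were higher on both scales, and *cyaY* was higher as deposited and lower after median-centring. The ISC iron-sulfur cluster assembly list lost its call as deposited without WT_LB replicate 1 or WT_Ni replicate 1 or 3 or tgt_Ni replicate 1 or 2 (median log2FC 2.47 to 2.64).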

Notably, genes encoding the two Fe-S cluster assembly systems, SUF and ISC, were overexpressed in the present study, but not in the Gault *et al*. study. Curiously, while genes involved in sulfate assimilation and cysteine biosynthetic process (*cys* genes) were found downregulated in the Gault *et al*. study, we found that the *cys* genes as well as genes involved in the histidine biosynthetic process (*his* genes) were among the most upregulated in our conditions (Fig. 3). It is known that nickel can bind His and Cys residues of enzymes catalytic sites,^70^ and it was observed that the addition of His and Cys was able to moderate the effects of Ni^2+^ on mouse Leydig cells *in vitro*.^72^ Thus, the increase in the synthesis of these two amino acids could be a protective reaction to nickel excess.

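The genes of sulfate assimilation, which leads to cysteine, and the histidine operon rose far beyond the spread between replicates in WT_Ni/WT_LB. *cysJ*, a subunit of the sulfite reductase, went from 5.06 ± 0.81 RPKM (SD, n = 3) to 1782 ± 319.6 RPKM (SD, n = 3), and *cysJ* (log2FC 7.47, SE 0.58, adjusted p = 6.4e-07, and 8.19 as deposited) rose with *sbp* (7.43, SE 0.28, and 8.15 as deposited), the periplasmic sulfate-binding protein, and *cysN* (6.97, SE 0.40, and 7.70 as deposited), a subunit of the sulfate adenylyltransferase. Of 19 genes of sulfate assimilation and cysteine synthesis, 18 were higher and 0 lower as deposited (18 and 0 when adjusted over the list alone), and 17 were higher and 1 lower after median-centring. The gene lower after median-centring was *cysG*, the siroheme synthase. For sulfate assimilation against all other genes, camera gave adjusted p = 5.9e-06 as deposited (adjusted p = 0.42 with an estimated correlation) and adjusted p = 9.3e-11 after median-centring (higher, adjusted p = 0.24 with an estimated correlation). *hisG*, the first enzyme of histidine synthesis, went from 23.6 ± 3.58 RPKM (SD, n = 3) to 1057 ± 664 RPKM (SD, n = 3), and *hisG* (log2FC 4.54, SE 0.36, adjusted p = 6.9e-07, and 5.26 as deposited) rose with *hisD* (4.32, SE 0.33, and 5.05 as deposited), histidinol dehydrogenase. Of 8 *his* genes, 8 were higher as deposited (8 when adjusted over the list alone) and 8 after median-centring, and none was lower on either scale. For the *his* operon against all other genes, camera gave adjusted p = 0.0012 as deposited (adjusted p = 0.56 with an estimated correlation) and adjusted p = 1.9e-06 after median-centring (higher, adjusted p = 0.38 with an estimated correlation). Of 9 genes for taurine and alkanesulfonate use, 9 were higher as deposited (9 when adjusted over the list alone) and 6 after median-centring, and none was lower on either scale. For those sulfur sources against all other genes, camera gave adjusted p = 0.21 as deposited (adjusted p = 0.81 with an estimated correlation) and adjusted p = 0.0055 after median-centring (higher, adjusted p = 0.56 with an estimated correlation). The alternative sulfur sources list gained a call as deposited without WT_Ni replicate 1 or 3 (median log2FC 1.47 to 2.97).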

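Nearly every measured gene of flagella and chemotaxis fell in WT_Ni/WT_LB. *fliC*, the flagellin gene, went from 4389.9 ± 436 RPKM (SD, n = 3) to 93.4 ± 16.5 RPKM (SD, n = 3), and *fliC* (log2FC -6.27, SE 0.22, adjusted p = 2.7e-09, and -5.55 as deposited) fell with *cheW* (-5.28, SE 0.20, and -4.56 as deposited), a chemotaxis coupling protein, and *flgB* (-4.51, SE 0.17, and -3.79 as deposited), a rod protein. Of 52 flagellar and chemotaxis genes, 50 were lower as deposited (50 when adjusted over the list alone) and 52 after median-centring, and none was higher on either scale. For motility against all other genes, camera gave adjusted p = 3.9e-66 as deposited (adjusted p = 0.013 with an estimated correlation) and adjusted p = 8e-28 after median-centring (lower, adjusted p = 0.24 with an estimated correlation). Nitrate respiration fell as well, with *narG*, the nitrate reductase, at 365 ± 229 RPKM (SD, n = 3) in WT_LB and 18.3 ± 1.67 RPKM (SD, n = 3) in WT_Ni, and *narG* (log2FC -4.79, SE 0.86, adjusted p = 0.00059, and -4.07 as deposited), *narK* (-5.32, SE 1.00, and -4.59 as deposited), the nitrate and nitrite transporter, *nirB* (-3.69, SE 0.83, and -2.96 as deposited), the nitrite reductase, and *napA* (-4.15, SE 0.34, and -3.43 as deposited), the periplasmic nitrate reductase. Of 22 genes of nitrate and nitrite respiration, 19 were lower as deposited (19 when adjusted over the list alone) and 22 after median-centring, and none was higher on either scale. Of 10 genes of fumarate, DMSO and formate respiration, 10 were lower as deposited (10 when adjusted over the list alone) and 10 after median-centring, and none was higher on either scale. For nitrate and nitrite respiration against all other genes, camera gave adjusted p = 5.2e-14 as deposited (adjusted p = 0.14 with an estimated correlation) and adjusted p = 2.1e-06 after median-centring (lower, adjusted p = 0.27 with an estimated correlation). For fumarate, DMSO and formate respiration against all other genes, camera gave adjusted p = 1.2e-10 as deposited (adjusted p = 0.085 with an estimated correlation) and adjusted p = 0.0001 after median-centring (lower, adjusted p = 0.24 with an estimated correlation). *frdA* (log2FC -3.62, SE 0.16, adjusted p = 5.4e-09, and -2.90 as deposited), the fumarate reductase, was among the latter. Of 23 nickel-iron hydrogenase genes, 10 were higher and 3 lower as deposited (9 and 3 when adjusted over the list alone), and 0 were higher and 14 lower after median-centring. For the hydrogenases against all other genes, camera gave adjusted p = 0.2 as deposited (adjusted p = 0.62 with an estimated correlation) and adjusted p = 0.012 after median-centring (lower, adjusted p = 0.24 with an estimated correlation). The 3 lower as deposited were *hybO*, *hybA* and *hybB* of hydrogenase 2, and *hybO* (-3.61, SE 0.27, and -2.89 as deposited) had the lowest value. The *hya* and *hyc* genes called as deposited were higher. The median of the nitrate and nitrite list was 0.40, -0.20 and -0.10 in WT_LB replicates 1, 2 and 3 relative to their mean and -2.75, -2.81 and -3.01 in WT_Ni.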

Among the repressed genes, there is a high prevalence of genes related to motility, mainly involved in flagellar biosynthesis and chemotaxis (*flg, fli, che* genes), and genes related to nitrate assimilation and anaerobic respiration (*nir, nar, nap, frd, hya, hyb, hyc* genes).

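The direction of *queF* and *tgt* in WT_Ni/WT_LB depends on the scale. *tgt* had nearly the same RPKM in both groups, with *tgt* (log2FC -0.65, SE 0.15, adjusted p = 0.003, and 0.07, adjusted p = 0.66, as deposited), so it was lower after median-centring only. *queF*, the reductase that makes preQ_1_, was at 51.5 ± 3.44 RPKM (SD, n = 3) in WT_LB and 66.6 ± 5.59 RPKM (SD, n = 3) in WT_Ni, and *queF* (log2FC -0.36, SE 0.13, adjusted p = 0.03, and 0.36, adjusted p = 0.021, as deposited) was higher as deposited and lower after median-centring. *queA* and *queD*, at 29.7 ± 2.75 RPKM (SD, n = 3) and 34.8 ± 2.12 RPKM (SD, n = 3) for the latter, did not pass on either scale, with *queA* (log2FC -0.37, SE 0.20, adjusted p = 0.14, and 0.36, adjusted p = 0.14, as deposited) and *queD* (log2FC -0.50, SE 0.27, adjusted p = 0.13, and 0.22, adjusted p = 0.47, as deposited). *yhhQ* (1.21, SE 0.13, and 1.94 as deposited), a transporter of Q precursors, *queE* (0.53, SE 0.15, and 1.25 as deposited) and *queG* (0.42, SE 0.13, and 1.15 as deposited) were higher on both scales, and *folE* and *queC* as deposited only. Of 9 genes of Q synthesis and salvage, 6 were higher and 0 lower as deposited (6 and 0 when adjusted over the list alone), and 3 were higher and 2 lower after median-centring. For the Q pathway against all other genes, camera gave adjusted p = 0.32 as deposited (adjusted p = 0.61 with an estimated correlation) and adjusted p = 0.4 after median-centring (higher, adjusted p = 0.58 with an estimated correlation). *queF* lost its call after median-centring without WT_LB replicate 2 or 3 or WT_Ni replicate 1 or 3 (log2FC -0.35 to -0.30), as deposited without WT_LB replicate 1 or WT_Ni replicate 2 (log2FC 0.30 to 0.31) and *queG* after median-centring without WT_LB replicate 3 or WT_Ni replicate 2 (log2FC 0.30 to 0.41). *queA* gained a call after median-centring without tgt_Ni replicate 1 (log2FC -0.37) and *queD* after median-centring without tgt_Ni replicate 1 (log2FC -0.50). *queE* and *queG* were not called with voom. *queF* was not called after median-centring with the place in the sample sheet as a term.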

Regarding the Q biosynthesis pathway, Gault *et al.* detected a repression of *queA* and *queD* (*ygcM*), while we detected the repression of *queF* and *tgt*, which is consistent with the fitness data (Table S3 in Supplemental file 1) and with the nickel resistance phenotype of the *tgt* mutant (Fig. 2). To test if exposure to high nickel levels led to a reduction in levels of Q-modified tRNAs, we analyzed Q levels in tRNA^Asp^_GUC_ in the WT strain grown in 1.5 mM or 2.0 mM NiCl_2_ from one to three growth cycles using a Northern-type assay based on an acrylamide gel containing N-acryloyl-3-aminophenylboronic acid (APB), which slows migration of Q-containing tRNA.^11,73^ Under the tested conditions, the presence of high nickel did not affect Q levels in tRNA^Asp^ (Fig. S2 in Supplemental file 1).

### Transcriptomics of the *tgt* mutant: stress, protein stability, cell respiration, and metal import are the main biological processes affected by the absence of Q

After looking at changes in *E. coli* gene expression patterns upon exposure to nickel stress, we focused on analyzing the impact of the absence of *tgt* and, consequently, of Q in tRNA. Using RNA-seq, we compared mRNA levels in the *tgt* mutant and in the WT strain (*E. coli* MG1655). Differential gene expression is reported as log_2_(FC) of mRNA levels in the *tgt* mutant compared to the WT strain (tgt_LB/WT_LB) (Supplemental File 2). In this condition, 417 genes were found upregulated and 1053 genes downregulated in the *tgt* mutant.

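Small heat shock proteins rose most in tgt_LB/WT_LB, and the largest falls were in *yhhX*, genes of anaerobic transport and respiration, and ribosomal RNA genes. *ibpB*, a small heat shock protein that binds aggregated proteins, went from 28 ± 9.61 RPKM (SD, n = 3) in WT_LB to 356 ± 78.5 RPKM (SD, n = 3) in tgt_LB, and *yhhX*, a predicted oxidoreductase, from 103 ± 2.27 RPKM (SD, n = 3) to 2.09 ± 0.15 RPKM (SD, n = 3). The 10 highest log2FC values among genes whose libraries did not overlap between the groups belonged to *ibpB*, *ibpA*, *mutM*, *lldP*, *iscR*, *aldA*, *hcaR*, *fadB*, *hslV* and *iscS*, from 2.98 down to 2.17. Of these *lldP*, the lactate permease, passed as deposited only (2.35 after median-centring, SE 0.90, adjusted p = 0.062). The 10 lowest belonged to *yhhX*, *dcuC*, *rrlH*, *rrlA*, *narG*, *narK*, *ansB*, *rrsD*, *cadB* and *rrsC*, from -5.75 to -3.94. The *rrl* and *rrs* genes among them are near-identical copies that share reads, and they were left over from the depletion of ribosomal RNA. As deposited, 2569 of 4386 genes were higher and 104 lower in tgt_LB at an adjusted p under 0.05, and after median-centring 603 were higher and 956 lower, so that higher genes made up 96.1% and 38.7% of the genes called. For 65.9% of genes the libraries did not overlap between the groups as deposited, where chance gives 10%. The lower scale of the WT_LB columns can raise this share too. Of the 956 genes lower after median-centring, 505 had a mean in tgt_LB that was not below that in WT_LB as deposited, and 623 had a mean under 10 RPKM. Without WT_LB replicate 1, the centred counts were 397 higher and 808 lower. All 3 tgt_LB libraries and 1 of 3 WT_LB libraries stand in the earlier part of the sample sheet, and with this place as a term the centred counts were 350 higher and 662 lower. *lldP* gained a call after median-centring without WT_Ni replicate 1 or 3 (log2FC 2.35).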

GO terms enrichment was performed using DAVID Bioinformatics Resources 6.8^74^ for differentially expressed genes in the comparisons of the *tgt* mutant to the WT strain in LB medium (tgt_LB/WT_LB), and of nickel-treated and untreated WT (WT_Ni/WT_LB). 

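After median-centring, the genes higher in tgt_LB were enriched for protein quality control, division and amino acid synthesis. The leading terms were response to heat (23 of 53 genes, Fisher's exact test, adjusted p = 0.00032), cellular amino acid biosynthetic process (35 of 105 genes, Fisher's exact test, adjusted p = 0.00048), cell division (27 of 74 genes, Fisher's exact test, adjusted p = 0.00071), protein folding (16 of 33 genes, Fisher's exact test, adjusted p = 0.00072) and tricarboxylic acid cycle (14 of 27 genes, Fisher's exact test, adjusted p = 0.00072). On that scale the genes lower in tgt_LB were enriched for cell adhesion (28 of 45 genes, Fisher's exact test, adjusted p = 3.6e-07), anaerobic respiration (29 of 50 genes, Fisher's exact test, adjusted p = 9.2e-07) and pilus organization (12 of 17 genes, Fisher's exact test, adjusted p = 0.0011). On the same scale 90.2% of all genes with a mean under 3 RPKM were called lower. A term with many low genes can pass for that reason alone, and the test does not correct for level. Of these terms response to heat, cellular amino acid biosynthetic process, cell division and anaerobic respiration also passed as deposited, and protein folding, tricarboxylic acid cycle, cell adhesion and pilus organization did not. In WT_Ni the leading terms of the higher genes after median-centring were sulfur compound metabolic process (14 of 15 genes, Fisher's exact test, adjusted p = 1.4e-06) and iron-sulfur cluster assembly (15 of 20 genes, Fisher's exact test, adjusted p = 6.2e-05). The lower genes in WT_Ni were enriched for bacterial-type flagellum-dependent cell motility (29 of 30 genes, Fisher's exact test, adjusted p = 1.1e-09) and, again, for anaerobic respiration (37 of 50 genes, Fisher's exact test, adjusted p = 6.7e-06). These terms of WT_Ni also passed as deposited. The terms of the authors' deposited table were tested 1 by 1 with a one-sided Fisher's exact test on 459 terms with 5 or more members, against the 3525 genes of the table that carry a term, with Benjamini-Hochberg adjustment. In tgt_LB/WT_LB 32 terms passed for the higher and 9 for the lower genes after median-centring, and 25 and 7 as deposited. In WT_Ni/WT_LB the counts were 18 and 14 after median-centring, and 6 and 28 as deposited.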

The complete list of enriched biological processes and their respective genes can be accessed in Supplemental file 3. The most prominent observed biological processes in the *tgt* mutant were manually combined in broader categories and displayed in Table 1, where some of the genes illustrate each category.

**Table 1.** Genes with altered expression in the *tgt* mutant

Gene name	Product	log_2_(tgt_LB/WT_LB)
Main upregulated biological processes		
*Stress-induced genes*		
ibpA	Small heat shock protein IbpA	2.74
ibpB	Small heat shock protein IbpB	2.92
clpP	Serine protease	0.65
clpX	ClpX ATP-dependent protease specificity component and chaperone	0.74
dnaK	Chaperone protein DnaK	1.27
dnaJ	Chaperone protein DnaJ	1.23
grpE	Nucleotide exchange factor in the DnaK-DnaJ-GrpE chaperone system	0.99
Lon	Lon protease	1.56
ldhA	D-Lactate dehydrogenase—fermentative	0.91
mutM	Formamidopyrimidine DNA glycosylase	2.36
hslR	Heat shock protein Hsp15	1.15
hslU	ATPase component of the HslVU protease	1.58
hslV	Peptidase component of the HslVU protease	2.09
hslO	Molecular chaperone Hsp33	1.53
hspQ	Heat shock protein, hemimethylated DNA-binding protein	1.09
hflC	Regulator of FtsH protease	0.52
hflK	Regulator of FtsH protease	0.74
hflX	Ribosome-dissociating factor, GTPase	0.62
ybeY	Endoribonuclease	0.67
*Aerobic respiration and TCA cycle*		
cyoA	Cytochrome bo3 terminal oxidase subunit II	1.15
cyoB	Cytochrome bo3 terminal oxidase subunit I	0.99
cyoC	Cytochrome bo3 terminal oxidase subunit III	0.87
cyoD	Cytochrome bo3 terminal oxidase subunit IV	0.88
erpA	Essential respiratory protein A	1.44
glpD	Glycerol-3-phosphate dehydrogenase, aerobic	0.57
nuoF	NADH:ubiquinone oxidoreductase, chain F	0.69
acnB	Bifunctional aconitate hydratase 2 and 2-methylisocitrate dehydratase	0.69
aceB	Malate synthase A	1.10
sucA	2-Oxoglutarate decarboxylase, thiamine-requiring	0.77
nlpD	Murein hydrolase activator	0.88
sdhA	Succinate:quinone oxidoreductase, FAD binding protein	1.27
sdhB	Succinate:quinone oxidoreductase, iron-sulfur cluster binding protein	0.78
sdhC	Succinate:quinone oxidoreductase, membrane protein	1.27
sdhD	Succinate:quinone oxidoreductase, membrane protein	1.66
fumA	Fumarase A	1.20
fumC	Fumarase C	1.17
Mqo	Malate:quinone oxidoreductase	1.95
*Fatty-acid biosynthetic and oxidation processes*		
fabA	Beta-hydroxyacyl-ACP dehydratase/isomerase	0.69
fabB	Beta-ketoacyl-ACP synthase I	1.19
fabF	Beta-ketoacyl-ACP synthase II	0.66
fabH	Beta-ketoacyl-ACP synthase III	0.75
fadA	3-Ketoacyl-CoA thiolase	1.26
fadB	Fatty acid oxidation complex, α component	2.18
fadD	Fatty acyl-CoA synthetase	1.49
fadJ	FadJ component of anaerobic fatty acid oxidation complex	1.00
accA	Acetyl-CoA carboxyltransferase subunit α	0.66
accC	Biotin carboxylase	0.66
*Protein metabolism (translation fidelity, stability, folding, regulation and degradation)*		
miaA	tRNA(i6A37) synthase	1.02
tsaC	Threonylcarbamoyl-AMP synthase	0.61
Dtd	D-Tyr-tRNATyr deacylase	0.86
tilS	tRNAIle-lysidine synthetase	0.61
slyD	FKBP-type peptidyl prolyl cis-trans isomerase	0.63
ftsH	ATP-dependent zinc metalloprotease FtsH	0.92
htpX	Heat shock protein, protease	1.17
sohB	S49 peptidase family protein	0.81
pepN	Aminopeptidase N	0.78
*Fe-S cluster assembly (ISC system and associated genes)*		
iscA	Iron-sulfur cluster assembly protein	1.63
iscS	Cysteine desulfurase	2.07
iscR	IscR DNA-binding transcriptional dual regulator	2.19
iscX	Regulator of iron-sulfur cluster assembly	1.03
iscU	Scaffold protein for iron-sulfur cluster assembly	1.75
hscB	Co-chaperone for [Fe-S] cluster biosynthesis	1.85
hscA	Chaperone for [Fe-S] cluster biosynthesis	1.32
Fdx	Oxidized ferredoxin/reduced ferredoxin	1.04
cyaY	Frataxin CyaY	0.41
erpA	Essential respiratory protein A	1.44
nfuA	Iron-sulfur cluster scaffold protein	1.50
*Amino acid biosynthetic pathway*		
hisA	Phosphoribosylformimino-5-aminoimidazole carboxamide ribotide isomerase	1.41
hisB	Imidazoleglycerol-phosphate dehydratase/histidinol-phosphatase	1.00
hisC	Histidinol-phosphate aminotransferase	1.20
hisD	Histidinal dehydrogenase/histidinol dehydrogenase	1.09
hisF	Imidazole glycerol phosphate synthase, HisF subunit	1.42
hisG	ATP phosphoribosyltransferase	1.29
hisH	Imidazole glycerol phosphate synthase, HisH subunit	1.26
hisI	Histidine biosynthesis bifunctional protein HisIE	1.16
aroA	3-Phosphoshikimate 1-carboxyvinyltransferase	0.54
aroB	3-Dehydroquinate synthase	0.34
aroC	Chorismate synthase	0.51
aroE	Shikimate dehydrogenase	1.17
aroF	2-Dehydro-3-deoxyphosphoheptonate aldolase	0.45
trpA	Tryptophan synthase, alpha subunit	0.75
trpB	Tryptophan synthase, beta subunit	1.08
trpC	Fused indole-3-glycerol phosphate synthase	1.29
Asd	Aspartate semialdehyde dehydrogenase	0.77
thrA	Aspartate kinase/homoserine dehydrogenase	0.57
metL	Aspartate kinase/homoserine dehydrogenase	0.42
dapB	4-Hydroxy-tetrahydrodipicolinate reductase	0.55
dapF	Diaminopimelate epimerase	1.02
Main down regulated biological processes		
*Anaerobic respiration and fermentation*		
dmsA	Dimethyl sulfoxide reductase, chain A	–3.07
dmsB	Dimethyl sulfoxide reductase, chain B	–2.07
dmsC	Dimethyl sulfoxide reductase, chain C	–1.64
fdnG	Formate dehydrogenase N subunit α	–2.32
frdA	Fumarate reductase flavoprotein	–0.76
frdB	Fumarate reductase iron-sulfur protein	–0.85
frdC	Fumarate reductase membrane protein	–0.75
frdD	Fumarate reductase membrane protein	–0.77
hyaA	Hydrogenase 1, small subunit	–0.58
hyaB	Hydrogenase 1, large subunit	–0.52
hyaC	Hydrogenase 1, b-type cytochrome subunit	–0.82
hybA	Hydrogenase 2, [Fe-S] binding, ferredoxin-type component HybA	–1.69
hybB	Hydrogenase 2, integral membrane subunit HybB	–1.14
hybO	Hydrogenase 2, small subunit	–2.36
hycB	Hydrogenase 3, Fe-S subunit	–0.51
napA	Large subunit of periplasmic nitrate reductase, molybdoprotein	–2.68
napB	Periplasmic nitrate reductase cytochrome c550 protein	–1.09
napC	Periplasmic nitrate reductase, cytochrome c protein	–1.62
narG	Nitrate reductase A subunit α	–4.28
narH	Nitrate reductase A subunit β	–2.43
nirB	Nitrite reductase, large subunit	–4.00
nirD	Nitrite reductase, small subunit	–3.66
*Metal import, incorporation, and homeostasis*		
nikA	Nickel ABC transporter—periplasmic binding protein	–3.61
nikB	Nickel ABC transporter—membrane subunit	–2.83
nikC	Nickel ABC transporter—membrane subunit	–2.77
nikD	Nickel ABC transporter—ATP binding subunit	–2.30
nikE	Nickel ABC transporter—ATP binding subunit	–1.73
hypA	Accessory protein for nickel incorporation into hydrogenase 3	–2.84
hypB	Accessory protein for nickel incorporation into hydrogenase isoenzymes	–3.00
hypD	Scaffold protein for assembly of the Fe-(CN)2CO cofactor	–1.89
feoA	Ferrous iron transport protein A	–3.03
feoB	Ferrous iron transporter FeoB	–3.00
feoC	Ferrous iron transporter FeoC	–2.76
fepA	Ferric enterobactin/colicin B/colicin D outer membrane porin FepA	–0.67
fepB	Ferric enterobactin ABC transporter—periplasmic binding protein	–0.67
fepC	Ferric enterobactin ABC transporter—ATP binding subunit	–1.09
fepE	Ferric enterobactin (enterochelin) transport	–0.82
fepG	Ferric enterobactin ABC transporter—membrane subunit	–0.98
fhuA	Ferrichrome outer membrane transporter/phage receptor	–1.62
fhuC	Iron (III) hydroxamate ABC transporter—ATP binding subunit	–1.28
fhuD	Iron (III) hydroxamate ABC transporter—periplasmic binding protein	–0.91
fhuE	Ferric coprogen outer membrane porin FhuE	–0.51
entE	Enterobactin synthetase component E	–0.95
entD	Enterobactin synthetase component D	–0.66
cirA	Ferric dihyroxybenzoylserine outer membrane transporter	–0.64
tonB	TonB energy transducing system—TonB subunit	–0.64
exbB	TonB energy transducing system—ExbB subunit	–1.56
exbD	TonB energy transducing system—ExbD subunit	–1.87
Dps	Stationary phase nucleoid protein that sequesters iron and protects DNA from damage	–0.81
yqjH	Ni-responsive Fe-uptake flavoprotein (nfeF)	–0.77
ftnB	Predicted ferritin-like protein	–0.71
Fes	Enterochelin esterase	–0.98
ryhB	RyhB small regulatory RNA involved in iron homeostasis	–1.87
*Fe-S cluster assembly (Suf system)*		
sufA*	Fe-S transport protein in Fe-S cluster assembly	–0.50
sufB*	SufB component of SufBCD Fe-S cluster scaffold complex	–0.55
sufC	SufC component of SufBCD Fe-S cluster scaffold complex	–0.71
sufD	SufD component of SufBCD Fe-S cluster scaffold complex	–0.84
sufE	Sulfur acceptor for SufS cysteine desulfurase	–0.96
sufS	L-Cysteine desulfurase	–0.80

Transcriptomics of the ∆*tgt* compared to WT strain in LB medium. The most affected biological processes were manually combined in broader categories, with some genes illustrating each category. The complete list of enriched biological processes and their respective genes can be accessed in Supplemental file 3. *, genes with negative ratios but not considered significantly altered.

Genes involved in aerobic respiration, TCA cycle, and fatty-acid biosynthetic and oxidation processes are found upregulated in the *tgt* mutant in comparison to the WT strain (Table 1). Conversely, genes involved in anaerobic respiration and fermentation are downregulated. 

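TCA cycle and fatty acid genes rose in tgt_LB/WT_LB. *sdhA*, the flavoprotein of succinate dehydrogenase, went from 489.7 ± 93.9 RPKM (SD, n = 3) to 2012 ± 249 RPKM (SD, n = 3), and *sdhA* (log2FC 1.37, SE 0.25, adjusted p = 0.0021, and 2.05 as deposited) rose with *fumA* (1.31, SE 0.34, and 1.98 as deposited), a fumarase, *aceB* (1.21, SE 0.33, and 1.89 as deposited), malate synthase, and *sucA* (0.87, SE 0.23, and 1.55 as deposited), a subunit of 2-oxoglutarate dehydrogenase. Of 18 genes of the TCA cycle and glyoxylate shunt, 18 were higher as deposited (18 when adjusted over the list alone) and 13 after median-centring, and none was lower on either scale. Of 13 measured NADH dehydrogenase I genes, 13 were higher as deposited (13 when adjusted over the list alone) and 4 after median-centring, and none was lower on either scale. For the TCA cycle against all other genes, camera gave adjusted p = 0.00071 as deposited (adjusted p = 0.36 with an estimated correlation) and adjusted p = 5e-07 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). For NADH dehydrogenase I against all other genes, camera gave adjusted p = 0.0015 as deposited (adjusted p = 0.34 with an estimated correlation) and adjusted p = 0.00024 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). *fadB*, of fatty acid oxidation, went from 33.8 ± 11.2 RPKM (SD, n = 3) to 262 ± 82.7 RPKM (SD, n = 3), and *fadB* (log2FC 2.25, SE 0.45, adjusted p = 0.0034, and 2.92 as deposited) rose with *fadD* (1.55, SE 0.36, and 2.23 as deposited), the acyl-CoA synthetase. Of fatty acid synthesis, *fabB* (log2FC 1.29, SE 0.23, adjusted p = 0.0015, and 1.96 as deposited) and *fabA* (0.79, SE 0.12, and 1.46 as deposited) rose. Of 12 genes of fatty acid synthesis, 12 were higher as deposited (12 when adjusted over the list alone) and 8 after median-centring, and none was lower on either scale. Of 8 genes of fatty acid oxidation, 8 were higher as deposited (8 when adjusted over the list alone) and 7 after median-centring, and none was lower on either scale. For fatty acid synthesis against all other genes, camera gave adjusted p = 0.001 as deposited (adjusted p = 0.3 with an estimated correlation) and adjusted p = 5.7e-05 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). For fatty acid oxidation against all other genes, camera gave adjusted p = 0.019 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 0.00017 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). Of 18 genes that Table 1 lists under aerobic respiration and TCA cycle, 18 were higher as deposited (18 when adjusted over the list alone) and 18 after median-centring, and none was lower on either scale. Of 10 genes that Table 1 lists under fatty-acid processes, 10 were higher as deposited (10 when adjusted over the list alone) and 10 after median-centring, and none was lower on either scale. Both lists were chosen by the study on these samples and are not independent evidence of the direction. *aceB* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 3 (log2FC 0.96) and the fatty acid oxidation list as deposited without WT_LB replicate 1 (median log2FC 1.61). *fumA*, *aceB* and *sucA* were not called after median-centring with the place in the sample sheet as a term.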

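Nitrate, nitrite and DMSO respiration genes fell in tgt_LB/WT_LB. *narG* was at 45.3 ± 54.5 RPKM (SD, n = 3) in tgt_LB, and *narG* (log2FC -4.16, SE 0.86, adjusted p = 0.0039, and -3.48 as deposited) fell with *nirB* (-3.83, SE 0.83, and -3.15 as deposited), *dmsA* (-2.91, SE 0.45, and -2.23 as deposited), the DMSO reductase, and *napA* (-2.54, SE 0.34, and -1.87 as deposited). Of 22 genes of nitrate and nitrite respiration, 13 were lower as deposited (13 when adjusted over the list alone) and 19 after median-centring, and none was higher on either scale. For nitrate and nitrite respiration against all other genes, camera gave adjusted p = 1.8e-24 as deposited (adjusted p = 0.052 with an estimated correlation) and adjusted p = 1.9e-09 after median-centring (lower, adjusted p = 0.14 with an estimated correlation). Of 10 genes of fumarate, DMSO and formate respiration, 3 were lower as deposited (2 when adjusted over the list alone) and 8 after median-centring, and none was higher on either scale. For fumarate, DMSO and formate respiration against all other genes, camera gave adjusted p = 4.7e-07 as deposited (adjusted p = 0.063 with an estimated correlation) and adjusted p = 0.0019 after median-centring (lower, adjusted p = 0.17 with an estimated correlation). The fumarate reductase genes were at 443 ± 98.4 RPKM (SD, n = 3) in WT_LB and 441 ± 21.4 RPKM (SD, n = 3) in tgt_LB for *frdA*, and *frdA* (log2FC -0.66, SE 0.16, adjusted p = 0.0074, and 0.01, adjusted p = 0.95, as deposited) was lower after median-centring only. Of 22 genes that Table 1 lists under anaerobic respiration and fermentation, 1 was higher and 9 lower as deposited (0 and 8 when adjusted over the list alone), and 0 were higher and 21 lower after median-centring. The study chose that list on these samples, so it is not independent evidence of the direction. In WT_LB replicates 1, 2 and 3 *narG* was at 622, 181 and 292 RPKM, and in tgt_LB at 13.2, 108 and 14.4 RPKM.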

There is an increase in expression of the entire ISC operon, the housekeeping system for iron-sulfur cluster [Fe-S] assembly, while there is a decrease in expression of most of the SUF operon genes, responsible for [Fe-S] assembly in stress situations (such as oxidative stress and low iron) (Table 1). 

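The whole ISC operon rose in tgt_LB/WT_LB, and the SUF genes were lower after median-centring but not as deposited. *iscR* went from 75.5, 116 and 99.2 RPKM in WT_LB to 989.5, 275 and 1561 RPKM in tgt_LB, and *iscR* (log2FC 2.29, SE 0.55, adjusted p = 0.0086, and 2.97 as deposited) rose with *iscS* (2.17, SE 0.49, and 2.85 as deposited), *iscU* (1.85, SE 0.43, and 2.53 as deposited), the scaffold protein, *hscA* (1.41, SE 0.23, and 2.08 as deposited), a chaperone, *fdx* (1.13, SE 0.21, and 1.80 as deposited), a ferredoxin, and *iscX* (1.12, SE 0.26, and 1.80 as deposited). Of 8 ISC genes, 8 were higher as deposited (8 when adjusted over the list alone) and 8 after median-centring, and none was lower on either scale. For ISC against all other genes, camera gave adjusted p = 0.009 as deposited (adjusted p = 0.44 with an estimated correlation) and adjusted p = 1.2e-05 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). *sufE*, which passes sulfur to SufB, was at 9.29 ± 1.54 RPKM (SD, n = 3) in WT_LB and 8.25 ± 2.06 RPKM (SD, n = 3) in tgt_LB, and *sufE* (log2FC -0.84, SE 0.21, adjusted p = 0.011, and -0.17, adjusted p = 0.54, as deposited), *sufD* (-0.73, SE 0.14, and -0.06 as deposited), *sufS* (-0.70, SE 0.17, and -0.02 as deposited) and *sufC* (-0.62, SE 0.17, and 0.06 as deposited) were lower after median-centring only. Of 6 SUF genes, 0 were lower as deposited (0 when adjusted over the list alone) and 4 after median-centring, and none was higher on either scale. As deposited limma called no SUF gene lower (none at an unadjusted p under 0.05), and voom called 4. For SUF against all other genes, camera gave adjusted p = 0.012 as deposited (adjusted p = 0.36 with an estimated correlation) and adjusted p = 0.016 after median-centring (lower, adjusted p = 0.29 with an estimated correlation). Camera sets a list against the other genes, most of which were higher in tgt_LB as deposited. A list that stayed near 0 can then pass without a fall, and this holds for each list tested as deposited against WT_LB. Of 5 other cluster carrier genes, 4 were higher as deposited (4 when adjusted over the list alone) and 3 after median-centring, and none was lower on either scale. *nfuA* (1.60, SE 0.25, and 2.28 as deposited) had the largest value of these. For these carriers against all other genes, camera gave adjusted p = 0.07 as deposited (adjusted p = 0.36 with an estimated correlation) and adjusted p = 0.018 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). Of 11 genes that Table 1 lists with the ISC system, 11 were higher as deposited (11 when adjusted over the list alone) and 11 after median-centring, and none was lower on either scale. The study chose the ISC and Suf lists of Table 1 on these samples, and they are not independent evidence of a direction. The 3 tgt_LB libraries differed in the ISC genes, with list medians of 2.15, 0.71 and 2.53 relative to WT_LB. *sufC* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 1 (log2FC -0.51 to -0.48) and the SUF iron-sulfur cluster assembly list as deposited without WT_LB replicate 1 (median log2FC 0.15). The other iron-sulfur cluster carriers list gained a call as deposited without WT_LB replicate 1 or tgt_LB replicate 2 (median log2FC 1.14 to 1.33). *sufC*, and *iscA* of the ISC operon, were not called after median-centring with the place in the sample sheet as a term.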

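Ferrous iron import and hydrogenase maturation genes fell in tgt_LB/WT_LB on both scales. *feoB*, the ferrous iron transporter, was at 129 ± 133 RPKM (SD, n = 3) in WT_LB and 19.5 ± 4.18 RPKM (SD, n = 3) in tgt_LB, and *feoB* (log2FC -2.87, SE 0.53, adjusted p = 0.0021, and -2.19 as deposited) fell with *feoA* (-2.92, SE 0.46, and -2.24 as deposited) and *feoC* (-2.62, SE 0.37, and -1.94 as deposited) of its operon. *hypB*, which inserts nickel into hydrogenases, went from 173 ± 84.3 RPKM (SD, n = 3) to 36.1 ± 15.4 RPKM (SD, n = 3), and *hypB* (log2FC -2.88, SE 0.29, adjusted p = 0.00011, and -2.21 as deposited) fell with *hypA* (-2.67, SE 0.44, and -1.99 as deposited). Of 6 genes of hydrogenase maturation, 5 were lower as deposited (5 when adjusted over the list alone) and 6 after median-centring, and none was higher on either scale. For hydrogenase maturation against all other genes, camera gave adjusted p = 5.3e-11 as deposited (adjusted p = 0.059 with an estimated correlation) and adjusted p = 5.8e-05 after median-centring (lower, adjusted p = 0.19 with an estimated correlation). Of 31 genes that Table 1 lists under metal import, incorporation and homeostasis, 13 were lower as deposited (13 when adjusted over the list alone) and 27 after median-centring, and none was higher on either scale. The study chose this list on these samples, so it is not independent evidence of the direction. In WT_LB the *hyp* list had medians of 0.45, -0.28 and -0.16 in replicates 1, 2 and 3, relative to their mean.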

A massive number of genes involved in metal import, mainly of iron, cobalt, and nickel, are repressed. The changes in the nickel homeostasis response genes are discussed in more details below. The increased expression of many stress-induced genes suggests a response to misfolded proteins and DNA damage being triggered in the absence of Q modification in tRNA (Table 1). It is also observed a striking number of upregulated genes belonging to amino acid biosynthesis pathways (mainly Trp, Phe, Tyr, His, Ala, Lys, and Met) and processes related to protein translational fidelity, protein stability and folding, and catabolism of misfolded proteins. This regulation points to a role of Q in protein translation and homeostasis. 

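Chaperone and protease genes rose together in tgt_LB/WT_LB. *ibpB* (log2FC 2.98, SE 0.33, adjusted p = 0.00016, and 3.66 as deposited) and *ibpA* (2.83, SE 0.23, and 3.51 as deposited), its partner, rose with *hslV* (2.19, SE 0.27, and 2.87 as deposited) and *lon* (1.66, SE 0.16, and 2.34 as deposited), proteases of misfolded proteins, *dnaK* (1.37, SE 0.28, and 2.05 as deposited), the Hsp70 chaperone, and *clpB* (1.11, SE 0.32, and 1.79 as deposited), a disaggregase. *dnaK* went from 1640.1 ± 102 RPKM (SD, n = 3) to 6850.3 ± 1270.0 RPKM (SD, n = 3) and *lon* from 253 ± 12.8 RPKM (SD, n = 3) to 1295 ± 233 RPKM (SD, n = 3). Of 21 heat shock chaperones and proteases, 21 were higher as deposited (21 when adjusted over the list alone) and 18 after median-centring, and none was lower on either scale. For heat shock against all other genes, camera gave adjusted p = 8.9e-08 as deposited (adjusted p = 0.24 with an estimated correlation) and adjusted p = 1e-13 after median-centring (higher, adjusted p = 0.14 with an estimated correlation). *groL* (log2FC 0.86, SE 0.31, adjusted p = 0.052, and 1.53, adjusted p = 0.001, as deposited), the chaperonin, was higher as deposited only. Of 19 genes that Table 1 lists as stress-induced, 19 were higher as deposited (19 when adjusted over the list alone) and 19 after median-centring, and none was lower on either scale. The study chose this list on these samples, and it is not independent evidence of the direction. Of 21 genes of the RpoS response, 4 were higher and 1 lower as deposited (4 and 0 when adjusted over the list alone), and 0 were higher and 6 lower after median-centring. For the RpoS list against all other genes, camera gave adjusted p = 0.0059 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 0.13 after median-centring (lower, adjusted p = 0.68 with an estimated correlation). The first of these is relative to other genes that were mostly higher as deposited, and does not show a fall. *clpB* lost its call after median-centring without WT_LB replicate 1 or 3 or tgt_LB replicate 1 or 3 (log2FC 0.90 to 1.09). *groL* gained a call after median-centring without tgt_LB replicate 2 or tgt_Ni replicate 1 or 3 (log2FC 0.86 to 1.02). *clpB* was not called with voom adjusted within the comparison. *clpB* was not called after median-centring with the place in the sample sheet as a term.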

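Histidine synthesis genes rose in tgt_LB/WT_LB, as did single genes of tryptophan synthesis, tRNA modification and proteolysis. *hisG* was at 99.6 ± 12.6 RPKM (SD, n = 3) in tgt_LB, and *hisG* (log2FC 1.36, SE 0.36, adjusted p = 0.013, and 2.03 as deposited) rose with *hisD* (1.17, SE 0.33, and 1.84 as deposited). Of 8 *his* genes, 8 were higher as deposited (8 when adjusted over the list alone) and 8 after median-centring, and none was lower on either scale. For the *his* operon against all other genes, camera gave adjusted p = 0.033 as deposited (adjusted p = 0.5 with an estimated correlation) and adjusted p = 0.00017 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). Of aromatic amino acid synthesis, *trpC* (log2FC 1.34, SE 0.21, adjusted p = 0.00092, and 2.02 as deposited) and *trpA* (0.84, SE 0.16, and 1.51 as deposited) of the tryptophan operon and *tyrA* (0.46, SE 0.12, and 1.14 as deposited) rose, while *pheA* (log2FC -0.11, SE 0.14, adjusted p = 0.58, and 0.57, adjusted p = 0.0029, as deposited) of phenylalanine synthesis was higher as deposited only. Of 18 genes of aromatic amino acid synthesis, 18 were higher and 0 lower as deposited (18 and 0 when adjusted over the list alone), and 11 were higher and 1 lower after median-centring. The gene lower after median-centring was *trpE*, which was called higher as deposited. For aromatic amino acids against all other genes, camera gave adjusted p = 0.0001 as deposited (adjusted p = 0.058 with an estimated correlation) and adjusted p = 4.2e-05 after median-centring (higher, adjusted p = 0.14 with an estimated correlation). *asd* (log2FC 0.86, SE 0.12, adjusted p = 0.00056, and 1.54 as deposited) and *dapB* (0.65, SE 0.11, and 1.32 as deposited), of lysine synthesis, also rose. *miaA* (log2FC 1.12, SE 0.16, adjusted p = 0.0006, and 1.80 as deposited), which modifies tRNAs that read codons starting with U, *tilS* (0.69, SE 0.17, and 1.37 as deposited), the tRNA-Ile lysidine synthetase, *ftsH* (1.02, SE 0.14, and 1.69 as deposited), a membrane protease, and *pepN* (0.87, SE 0.16, and 1.55 as deposited), an aminopeptidase, rose too. Of 12 tRNA modification enzymes, 10 were higher as deposited (12 when adjusted over the list alone) and 4 after median-centring, and none was lower on either scale. For tRNA modification against all other genes, camera gave adjusted p = 0.02 as deposited (adjusted p = 0.41 with an estimated correlation) and adjusted p = 0.004 after median-centring (higher, adjusted p = 0.27 with an estimated correlation). Of 21 genes that Table 1 lists under amino acid biosynthesis, 21 were higher as deposited (21 when adjusted over the list alone) and 21 after median-centring, and none was lower on either scale. Of 9 genes that Table 1 lists under protein metabolism, 9 were higher as deposited (9 when adjusted over the list alone) and 9 after median-centring, and none was lower on either scale. Both lists were chosen on these samples and are not independent evidence of the direction. *hisD* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 3 (log2FC 1.03 to 1.06) and the histidine biosynthesis list as deposited without WT_LB replicate 1 or tgt_LB replicate 2 or 3 or tgt_Ni replicate 1 (median log2FC 1.88 to 2.02). *hisG* and *hisD* were not called after median-centring with the place in the sample sheet as a term.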

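*puuA* of putrescine catabolism and the glycine betaine genes *betA*, *betB* and *betT* rose in tgt_LB/WT_LB, and of cell shape and division *mreB* rose on both scales. *puuA*, which starts putrescine breakdown, was at 9.12 ± 2.46 RPKM (SD, n = 3) in WT_LB and 53.8 ± 23.5 RPKM (SD, n = 3) in tgt_LB. *betB*, the betaine aldehyde dehydrogenase, went from 39.2 ± 7.4 RPKM (SD, n = 3) to 205 ± 27 RPKM (SD, n = 3), and *betB* (log2FC 1.69, SE 0.19, adjusted p = 0.00016, and 2.37 as deposited) rose with *betA* (1.40, SE 0.16, and 2.07 as deposited), choline dehydrogenase, and *betT* (1.52, SE 0.22, and 2.20 as deposited), a choline transporter. *mreB* (log2FC 0.64, SE 0.16, adjusted p = 0.0097, and 1.31 as deposited), the cell shape actin, rose, and *ftsZ* (log2FC 0.08, SE 0.12, adjusted p = 0.63, and 0.76, adjusted p = 0.00033, as deposited), the division tubulin, was higher as deposited only.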

Other biological processes observed with differentially expressed genes in the *tgt* mutant are the upregulated cell shape and division, putrescine catabolism, and glycine betaine biosynthesis. Among the downregulated processes there are also biofilm formation and cell adhesion, flagellum synthesis, DNA recombination and transposition, pilus organization, ethanolamine catabolism, lipopolysaccharide biosynthesis, and carnitine and pyrimidine metabolic process (Table 1 and Supplemental file 3).

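The flagellar genes were not lower in tgt_LB/WT_LB, and most colanic acid genes and part of the fimbrial and ethanolamine genes were lower after median-centring only. *bssR*, a regulator of biofilm formation, fell from 40.9 ± 32.6 RPKM (SD, n = 3) to 4.95 ± 3.03 RPKM (SD, n = 3), with *bssR* (log2FC -3.33, SE 0.59, adjusted p = 0.0018, and -2.66 as deposited). Of 52 flagellar and chemotaxis genes, 47 were higher as deposited (48 when adjusted over the list alone) and 5 after median-centring, and none was lower on either scale. For motility against all other genes, camera gave adjusted p = 0.013 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 0.017 after median-centring (higher, adjusted p = 0.54 with an estimated correlation). At an unadjusted p under 0.05 limma had 0 lower as deposited and 0 after median-centring, and voom called 0 lower (1 unadjusted). The flagellin gene *fliC* was at 5774 ± 1116 RPKM (SD, n = 3) in tgt_LB, and *fliC* (log2FC -0.29, SE 0.22, adjusted p = 0.33, and 0.38, adjusted p = 0.14, as deposited) did not pass on either scale. Of 16 fimbrial and curli genes, 4 were higher and 0 lower as deposited (4 and 0 when adjusted over the list alone), and 0 were higher and 5 lower after median-centring. The centred calls were *fimE*, *fimF*, *csgA*, *csgB* and *csgE*, and the higher calls as deposited *fimA*, *fimD*, *fimH* and *csgC*. Of 16 ethanolamine genes, 8 were higher and 0 lower as deposited (8 and 0 when adjusted over the list alone), and 0 were higher and 8 lower after median-centring. Of 18 measured colanic acid genes, 3 were higher and 0 lower as deposited (1 and 0 when adjusted over the list alone), and 0 were higher and 16 lower after median-centring. For fimbriae and curli against all other genes, camera gave adjusted p = 0.092 as deposited (adjusted p = 0.3 with an estimated correlation) and adjusted p = 0.04 after median-centring (lower, adjusted p = 0.17 with an estimated correlation). For ethanolamine against all other genes, camera gave adjusted p = 0.48 as deposited (adjusted p = 0.6 with an estimated correlation) and adjusted p = 0.016 after median-centring (lower, adjusted p = 0.14 with an estimated correlation). For colanic acid against all other genes, camera gave adjusted p = 0.021 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 2.6e-05 after median-centring (lower, adjusted p = 0.21 with an estimated correlation). Many of these genes lie near the lowest values of the table, such as *wzc* at 2.67 ± 0.51 RPKM (SD, n = 3) in tgt_LB and 2.41 ± 0.062 RPKM (SD, n = 3) in WT_LB. Of all genes with a mean under 3 RPKM 90.2% were called lower after median-centring, and of those from 3 to 5 RPKM 67.3%. The flagellar list lost its call after median-centring without WT_LB replicate 1 (median log2FC 0.04), as deposited without WT_LB replicate 1 (median log2FC 0.77) and the fimbriae and curli list after median-centring without WT_LB replicate 2 or 3 or tgt_LB replicate 1 (median log2FC -0.35 to -0.27). The colanic acid list lost its call as deposited without tgt_LB replicate 2 (median log2FC 0.20).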

### Proteomics of the *tgt* mutant confirms altered biological processes identified in the transcriptomics analysis

Total extracts of *E. coli* WT and *tgt* mutant strains in LB medium, prepared from the same cultures used for the RNA-seq experiment, were labeled with TMT Isobaric Mass Tags and analyzed by chromatography-coupled Orbitrap mass spectrometry as described in Methods section. This analysis produced 23 326 spectra that were assigned to 855 *E. coli* proteins (peptide threshold: <1% FDR) across all three experimental replicates (protein threshold: >99% confidence, minimum of 2 peptides). Fold-change values were calculated to obtain relative protein abundance (*tgt*_LB/WT_LB). Proteomics data is available in Supplemental File 4 and was uploaded to the CHORUS database (https://chorusproject.org/anonymous/download/experiment/2a0b77c87014485a993df01e7744a5a6) under ID 3655.

In the *tgt* mutant, 37 proteins were found to be highly upregulated, and 33 downregulated when compared to WT (Table 2). The QueD protein, an enzyme that participates in the synthesis of Q precursors,^6^ is the most abundant protein in the mutant, suggesting a possible feedback regulation caused by the absence of Q in tRNA. To date, no information about the regulation of the Q biosynthetic pathway is known for *E. coli*, and this could be the first time such a feedback mechanism is observed. Among the most abundant proteins, DdlA participates in the peptidoglycan biosynthesis, and the *ddlA* mutant was shown to be 8-fold more sensitive to X-ray radiation.^75^ The phosphohistidine phosphatase SixA dephosphorylates the His717 of ArcB,^76^ whose protein levels are also increased in the *tgt* mutant. Another interesting protein with increased levels in the mutant is the putative ATP-dependent protease YcbZ, which is linked to translation. The *ycbZ* mutant showed increased levels of stop codon readthrough, and the use of a complementation plasmid rescued the fidelity and fitness defects of the mutant.^77^ The least abundant protein in the mutant is YoaE. This member of the UPF0053 is not functionally characterized but GEO profiles searches shows that *yoaE* expression is induced in the *fur* mutant and repressed in the WT when these strains are exposed to gentamicin (Profile GDS5162/1768340_s_at, https://www.ncbi.nlm.nih.gov/geoprofiles/). *yoaE* expression is also induced in a strain deficient for the hydrogen peroxide-scavenging enzymes (Profile GDS5163/1768340_s_at).

**Table 2.** Proteins with increased or decreased abundance in the *tgt* strain compared to the WT strain in LB medium

Gene name	Product	log_2_(*tgt*_LB/WT_LB)
*Proteins with increased abundance in the tgt mutant*		
queD	6-Carboxy-5,6,7,8-tetrahydropterin synthase	1.15
ddlA	D-Alanine—D-alanine ligase A	1.13
sixA	Phosphohistidine phosphatase SixA	1.09
ycbZ	Putative ATP-dependent protease YcbZ	1.06
fadE	Acyl-CoA dehydrogenase	1.00
gspD	Type II secretion system protein GspD	1.00
yhjJ	Peptidase M16 family protein YhjJ	0.98
yidZ	Putative LysR-type transcriptional regulator YidZ	0.94
cyoA	Cytochrome bo3 ubiquinol oxidase subunit 2	0.84
rluC	23S rRNA pseudouridine synthase C	0.83
sbcB	Exodeoxyribonuclease I	0.81
yeiG	S-Formylglutathione hydrolase/S-lactoylglutathione hydrolase	0.81
ecpA	Common pilus major subunit	0.78
polB	DNA polymerase II	0.77
yjbI	Pentapeptide repeats-containing protein YjbI	0.76
tynA	Copper-containing amine oxidase	0.75
ldhA	D-Lactate dehydrogenase	0.73
tdcA	DNA-binding transcriptional activator TdcA	0.73
miaB	Isopentenyl-adenosine A37 tRNA methylthiolase	0.73
alkB	DNA oxidative demethylase	0.72
gcvT	Aminomethyltransferase	0.71
hemB	Porphobilinogen synthase	0.70
Tsr	Serine chemoreceptor protein	0.68
yeiP	Elongation factor P family protein	0.68
parC	Dimer of DNA topoisomerase IV subunit A	0.68
gshA	Glutamate—cysteine ligase	0.68
Lrp	Leucine-responsive regulatory protein	0.67
yjiY	Pyruvate/proton symporter BtsT	0.67
yfgI	Nalidixic acid resistance protein YfgI	0.64
casC	CRISPR system Cascade subunit CasC	0.64
ybaQ	DNA-binding transcriptional regulator YbaQ	0.63
waaH	UDP-glucuronate:LPS(HepIII) glycosyltransferase	0.62
yfcE	Phosphodiesterase YfcE	0.62
arcB	Aerobic respiration control sensor protein ArcB	0.60
yfcD	Putative Nudix hydrolase YfcD	0.60
nuoB	NADH:quinone oxidoreductase subunit B	
*Proteins with decreased abundance in the tgt mutant*		
yoaE	Putative inner membrane protein	–1.87
seqA	Negative modulator of initiation of replication	–1.15
allD	Ureidoglycolate dehydrogenase	–1.11
mutM	Formamidopyrimidine-DNA glycosylase	–1.07
livM	Branched chain amino acid/phenylalanine ABC transporter membrane subunit LivM	–1.02
Wzc	Protein-tyrosine kinase Wzc	–0.99
cobS	Cobalamin 5'-phosphate synthase	–0.98
mrcA	Penicillin-binding protein 1A PBP1A	–0.93
torC	Cytochrome c menaquinol dehydrogenase TorC	–0.87
wecB	UDP-N-acetylglucosamine 2-epimerase	–0.86
rbsK	Ribokinase	–0.84
fhuA	Ferrichrome outer membrane transporter/phage receptor	–0.81
xylE	D-Xylose/proton symporter	–0.81
sgbH	3-Keto-L-gulonate-6-phosphate decarboxylase SgbH	–0.79
mhpA	3-(3-Hydroxy-phenyl)propionate/3-hydroxycinnamic acid hydroxylase	–0.76
fhuB	Iron(III) hydroxamate ABC transporter membrane subunit	–0.75
rhsA	rhs element protein RhsA	–0.75
rcsB	DNA-binding transcriptional activator RcsB	–0.74
ihfB	Integration host factor subunit beta	–0.73
ascB	6-Phospho-beta-glucosidase AscB	–0.69
yigZ	IMPACT family member YigZ	–0.68
fliM	Flagellar motor switch protein FliM	–0.67
nikB	Nickel transport system permease protein NikB	–0.67
srlQ	D-Arabinose 5-phosphate isomerase GutQ	–0.66
ycaQ	Winged helix DNA-binding domain-containing protein YcaQ	–0.65
frvA	Putative PTS enzyme IIA component FrvA	–0.64
bioH	Pimeloyl-acyl carrier protein methyl ester esterase	–0.63
Map	Methionine aminopeptidase	–0.61
entF	Enterobactin synthase component F	–0.60
ptrA	Protease 3	–0.60
otsA	Trehalose-6-phosphate synthase	–0.60
glyQ	Glycine-tRNA ligase alpha subunit	–0.59
yjeJ	Uncharacterized protein YjeJ	–0.59

Proteins with variable abundance were considered for log_2_(*tgt*_LB/WT_LB) higher than 0.59 and lower than –0.59.

A comparison between gene expression (transcriptomics) and protein abundance (proteomics) is displayed in Supplemental File 5. 

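The mRNA log2FC values of tgt_LB/WT_LB showed no correlation with the protein ratios that the study measured. Across the 846 genes with both values, Pearson's r was 0.011 (permutation test, p = 0.75) and Spearman's rho -0.013 (permutation test, p = 0.71), both two-sided. Shifting all mRNA values, as median-centring does, leaves both unchanged. The correlation runs across genes, which are not independent replicates. *dnaK*, *ibpB*, *iscS* and *sdhA*, whose mRNA rose in tgt_LB, are among the genes compared. The copy of Supplemental file 5 used here holds 846 of the 855 proteins that the paper counts, so no overlap of the lists was tested.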

As expected,^78^ we found a poor correlation between mRNA and protein levels, even using the same batch of cell cultures for both analyses. This difference is likely due to the different roles of transcription and translation in regulating the levels of individual proteins under these specific conditions,^79^ with a potential role for translational regulation by the tRNA epitranscriptome, including Q modification.^80–82^

Examination of the concordant increases or decreases in mRNA levels and protein abundances can give insights into the regulators responsible for disturbances of biological processes observed in the *tgt* mutant (Table 3). 

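*fadE*, which catalyses the first step of each round of fatty acid oxidation, *cyoA*, a subunit of the cytochrome bo_3_ oxidase used at high oxygen, and *ldhA*, the fermentative lactate dehydrogenase, rose in tgt_LB/WT_LB. *fadE* went from 40.4 ± 4 RPKM (SD, n = 3) in WT_LB to 121 ± 23.2 RPKM (SD, n = 3) in tgt_LB and *cyoA* from 604 ± 201 RPKM (SD, n = 3) to 2218 ± 267 RPKM (SD, n = 3). Their values were *fadE* (log2FC 0.88, SE 0.26, adjusted p = 0.021, and 1.55 as deposited) and *cyoA* (log2FC 1.26, SE 0.32, adjusted p = 0.012, and 1.93 as deposited), and *ldhA* went from 14.6 ± 2.64 RPKM (SD, n = 3) to 48.9 ± 12.6 RPKM (SD, n = 3), with *ldhA* (log2FC 0.98, SE 0.24, adjusted p = 0.0099, and 1.65 as deposited). In each of the 3 genes every tgt_LB library lay above every WT_LB library as deposited, the scale on which the WT_LB columns sum lowest. *fadE* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 1 or 3 (log2FC 0.74 to 0.84). *fadE* was not called after median-centring with the place in the sample sheet as a term.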

The upregulation of both mRNA and protein levels of acyl-CoA dehydrogenase (*fadE*) and cytochrome *bo_3_* ubiquinol oxidase subunit 2 (*cyoA*) confirms the induction of the fatty-acid oxidation and aerobic processes in the mutant. A feature shared by *fadE, cyoA*, and *ldhA* is their repression by the transcriptional dual regulator ArcA. The derepression of these genes suggests that ArcA is not active in the *tgt* mutant. Concordant downregulation is observed for nickel (*nikB*) and iron import (*entF, fhuA*) related genes. 

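*nikB*, a permease subunit of the nickel importer, fell in tgt_LB/WT_LB, from 24.2 ± 26 RPKM (SD, n = 3) to 3.75 ± 0.73 RPKM (SD, n = 3). *entF*, an enterobactin synthase subunit, and *fhuA*, the ferrichrome receptor, were lower after median-centring only, with *entF* (log2FC -1.09, SE 0.21, adjusted p = 0.0027, and -0.41, adjusted p = 0.16, as deposited) and *fhuA* (log2FC -1.49, SE 0.42, adjusted p = 0.017, and -0.82, adjusted p = 0.13, as deposited). The RPKM of *entF* was low in both groups, at 8.76 ± 4.17 RPKM (SD, n = 3) and 6 ± 1.16 RPKM (SD, n = 3), and *fhuA* was at 121, 32.6 and 39.4 RPKM in WT_LB replicates 1, 2 and 3 and at 45.2, 21.7 and 27.7 RPKM in tgt_LB. *fhuA* lost its call after median-centring without tgt_LB replicate 2 (log2FC -1.24). *fhuA* gained a call as deposited without WT_LB replicate 2 (log2FC -1.17). *fhuA* was not called after median-centring with the place in the sample sheet as a term.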

The latter two are repressed by Fur, while *nikB* and *entF* are both induced by FNR, suggesting that Fur is active in the *tgt* mutant and FNR is not. The other genes with concordant decrease in mRNA and protein levels are controlled by different regulators and sigma factors.

**Table 3.** Concordant and discordant variations of mRNA and protein levels in the *E. coli tgt* mutant in LB medium

Gene name	Transcriptomics	Proteomics
	Concordant variations	
	Increased mRNA levels	Increased protein levels
fadE	0.79	1.00
cyoA	1.15	0.84
ldhA	0.91	0.73
	Decreased mRNA levels	Decreased protein levels
otsA	–0.75	–0.60
entF	–1.21	–0.60
nikB	–2.82	–0.67
rhsA	–0.58	–0.75
sgbH	–0.92	–0.79
fhuA	–1.62	–0.81
Wzc	–0.67	–0.99
	Discordant variations	
	Decreased mRNA levels	Increased protein levels
tdcA	–3.38	0.73
gspD	–0.65	1.00
	Increased mRNA levels	Decreased protein levels
mutM	2.36	–1.07
rbsK	0.56	–0.84

The numbers reflect the log_2_(*tgt*_LB/WT_LB).

On the other hand, some genes display very discordant variations between mRNA and protein levels. For example, the type II secretion system protein GspD, whose gene is repressed by Fur, and the transcriptional activator TdcA, activated by FNR, show downregulation of mRNA levels but increased protein levels in the absence of *tgt*. 

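*tdcA*, the activator of the threonine breakdown operon, fell in tgt_LB/WT_LB from 349.9 ± 254 RPKM (SD, n = 3) to 48.2 ± 7.33 RPKM (SD, n = 3), with *tdcA* (log2FC -3.29, SE 0.41, adjusted p = 0.00028, and -2.61 as deposited). *gspD*, the outer membrane pore of type II secretion, lay near the lowest values of the table, at 4.84 ± 0.54 RPKM (SD, n = 3) and 5.32 ± 0.66 RPKM (SD, n = 3). Its direction depends on the scale, with *gspD* (log2FC -0.56, SE 0.10, adjusted p = 0.0021, and 0.11, adjusted p = 0.41, as deposited), so that it passed as lower after median-centring only.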

Inversely, the ribokinase RbsK and the DNA glycosylase MutM, controlled by sigma factors 70 and 32, respectively, show increased mRNA levels but decreased protein abundance (Table 3).

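*mutM*, the glycosylase that removes oxidized guanine from DNA, rose in tgt_LB/WT_LB from 13 ± 1.57 RPKM (SD, n = 3) to 119 ± 23.8 RPKM (SD, n = 3), with *mutM* (log2FC 2.41, SE 0.21, adjusted p = 5e-05, and 3.09 as deposited). *rbsK*, the ribokinase, was at 98.1 ± 13.4 RPKM (SD, n = 3) and 255 ± 77.6 RPKM (SD, n = 3), and *rbsK* (log2FC 0.66, SE 0.25, adjusted p = 0.058, and 1.34, adjusted p = 0.00033, as deposited) was higher as deposited only. In both genes the 3 tgt_LB libraries lay above the 3 WT_LB libraries as deposited, the scale on which the WT_LB columns sum lowest. *rbsK* gained a call after median-centring without WT_Ni replicate 3 or tgt_LB replicate 2 (log2FC 0.66 to 0.82).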

### Investigation of Q influence on codon usage

Given the role of wobble Q in modulating reading of NAU and NAC synonymous codons by G_34_U_35_N_36_ anticodons on tRNAs corresponding to Asn, Asp, His, and Tyr,^1^ we assessed the codon usage patterns using our transcriptomics and proteomics data.

Exploring our transcriptomics dataset, we analyzed the differences in the relative frequencies of the codons NAC and NAU (of the amino acids Tyr, His, Asp, and Asn). We observed that the frequencies of these codons are not consistently elevated or depleted in the genes with differential expression when compared with their genomic frequencies (data not shown).

Using proteomics fold-change data for proteins upregulated and downregulated by the loss of Q-inserting *tgt* (Supplemental File 4), we calculated codon usage frequency relative to genome average for the top 37 up- and 33 down-regulated proteins, and then analyzed this data relative to protein up- and down-regulation values by principal components analysis. We found only a weak discrimination of the protein changes based on codon usage in the scores plot, although there was a strong separation of NAC and NAU codons that represent targets for Q-modified tRNAs (Fig. S3 in Supplemental file 1). This suggests that there is a modest influence of the loss of Tgt enzyme and Q modification on translation of proteins encoded by genes enriched with Q-dependent codons, with a similar influence of other codons and other factors.

### The nickel resistance phenotype of the *tgt* mutant is caused by downregulation of the nickel import system NikABCDE

One of the most striking observations about the perturbation in gene expression caused by the absence of queuosine modification (*tgt*_LB/WT_LB) was the strong overlap with the response observed for the WT cell exposed to nickel (WT_Ni/WT_LB). 

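Among the gene groups that moved the same way in WT_Ni/WT_LB and tgt_LB/WT_LB were the ISC and histidine operons, higher in both, and nickel import, nitrate respiration and hydrogenase maturation, lower in both. All 8 ISC genes and all 8 *his* genes were higher in both comparisons on both scales, and all 5 *nik* genes were lower in both. Of 22 nitrate and nitrite genes, 13 were lower in both as deposited and 19 after median-centring, and of 36 iron import genes 3 and 18. Other groups moved apart, since 45 of 52 flagellar genes had opposite calls as deposited (5 after median-centring) and 4 of 6 SUF genes after median-centring. Over all genes, 1688 were higher in both as deposited (independent lists would share 1435), 75 lower in both (independent lists 10.4) and 188 called in opposite directions (315.8). After median-centring the counts were 177 (124.4), 628 (348.5) and 212 (417.1), and 435 of the genes lower in both had a mean under 10 RPKM. Across genes, which are not independent replicates, the log2FC values correlated with Pearson's r = 0.236 and Spearman's rho = 0.243. Both comparisons use the same 3 WT_LB libraries. Unchanged groups simulated against them gave no shared call in 100 draws. With no gene changed hardly any call can arise, so this does not show how many shared calls the shared libraries add. The simulated r had a mean of 0.472 (from -0.677 to 0.962). The r of 0.236 lies within that range. The simulated groups hold no changed gene and r does not reflect the size of the changes, so r cannot decide here. The covariance, which does reflect that size, was 0.203 and lay above every simulated value. Those had a mean of 0.0273 as deposited (from -0.0168 to 0.112) and reached 0.155 after median-centring. Shared controls with the simulated spread thus did not give the whole covariance. That spread comes from residuals filtered by ARSyN and can be too small, and part of the excess of shared calls may come from the shared controls. In the paper, the lower *nikABCDE* operon is put forward as a possible reason for the nickel resistance of the *tgt* mutant.

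**Figure D1:**
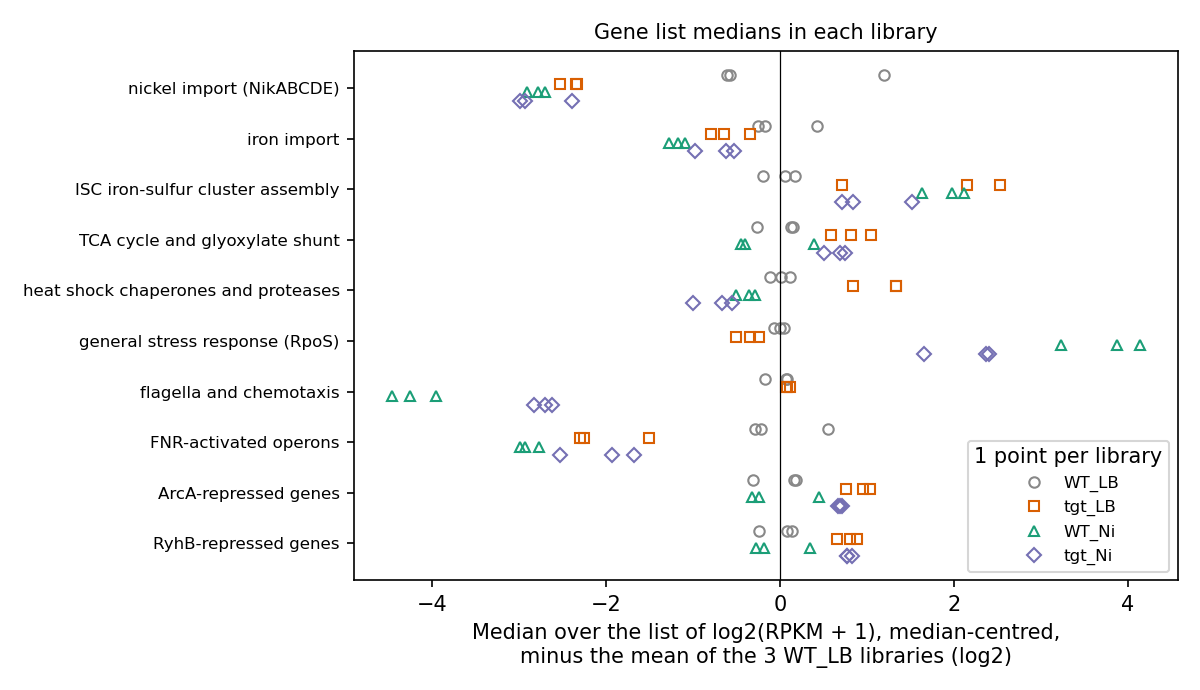
Median log2(RPKM + 1) of the genes of 10 lists in each of the 12 libraries after median-centring, relative to the mean of the WT_LB libraries. Each point is 1 library and the lists are the rows, and the nickel import list lies at 1.19 in WT_LB replicate 1 and between -2.53 and -2.34 in tgt_LB.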

As highlighted in Fig. 4, similar induction of the Fe-S cluster assembly ISC system, of the histidine biosynthesis pathway, and of amino acid and protein biosynthesis and transport was observed. Conversely, in both conditions, genes involved in anaerobic respiration and in metal import were strongly repressed. 

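All 5 genes of *nikABCDE*, the operon of the ATP-driven nickel importer, fell in tgt_LB/WT_LB. *nikA* was at 7.95 ± 6.43 RPKM (SD, n = 3) in tgt_LB, and *nikA* (log2FC -3.40, SE 0.48, adjusted p = 0.00051, and -2.73 as deposited) fell with *nikB* (-2.60, SE 0.46, and -1.93 as deposited), *nikC* (-2.54, SE 0.41, and -1.87 as deposited), *nikD* (-2.13, SE 0.33, and -1.45 as deposited) and *nikE* (-1.57, SE 0.23, and -0.90 as deposited). Of 5 *nik* genes, 5 were lower as deposited (5 when adjusted over the list alone) and 5 after median-centring, and none was higher on either scale. For the *nik* operon against all other genes, camera gave adjusted p = 1.3e-09 as deposited (adjusted p = 0.073 with an estimated correlation) and adjusted p = 0.00047 after median-centring (lower, adjusted p = 0.21 with an estimated correlation). *nikR* (log2FC 0.41, SE 0.16, adjusted p = 0.057, and 1.09, adjusted p = 0.0002, as deposited), the nickel-dependent repressor of the operon, was higher as deposited only. The *nik* medians were 1.19, -0.61 and -0.58 in WT_LB replicates 1, 2 and 3, relative to their mean, and -2.34, -2.35 and -2.53 in tgt_LB. With nickel, no *nik* gene differed between tgt_Ni and WT_Ni by limma on either scale or by voom (0 at an unadjusted p under 0.05 in each). In WT_Ni the *nik* medians were already at -2.91, -2.79 and -2.71 relative to WT_LB, with *nikA* near the lowest values of the table. A further fall in tgt_Ni could therefore hardly show. *nikR* gained a call after median-centring without tgt_Ni replicate 1 or 2 (log2FC 0.41).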

The downregulation of the entire *nikABCDE* operon, which codes for the main nickel import system in the cell, could explain the observed nickel resistance phenotype of the *tgt* mutant. The downregulation of *nikB* was observed both at transcriptional and translational levels, in our RNAseq and proteomics analyses (Tables 1–3).

**Fig. 4:**
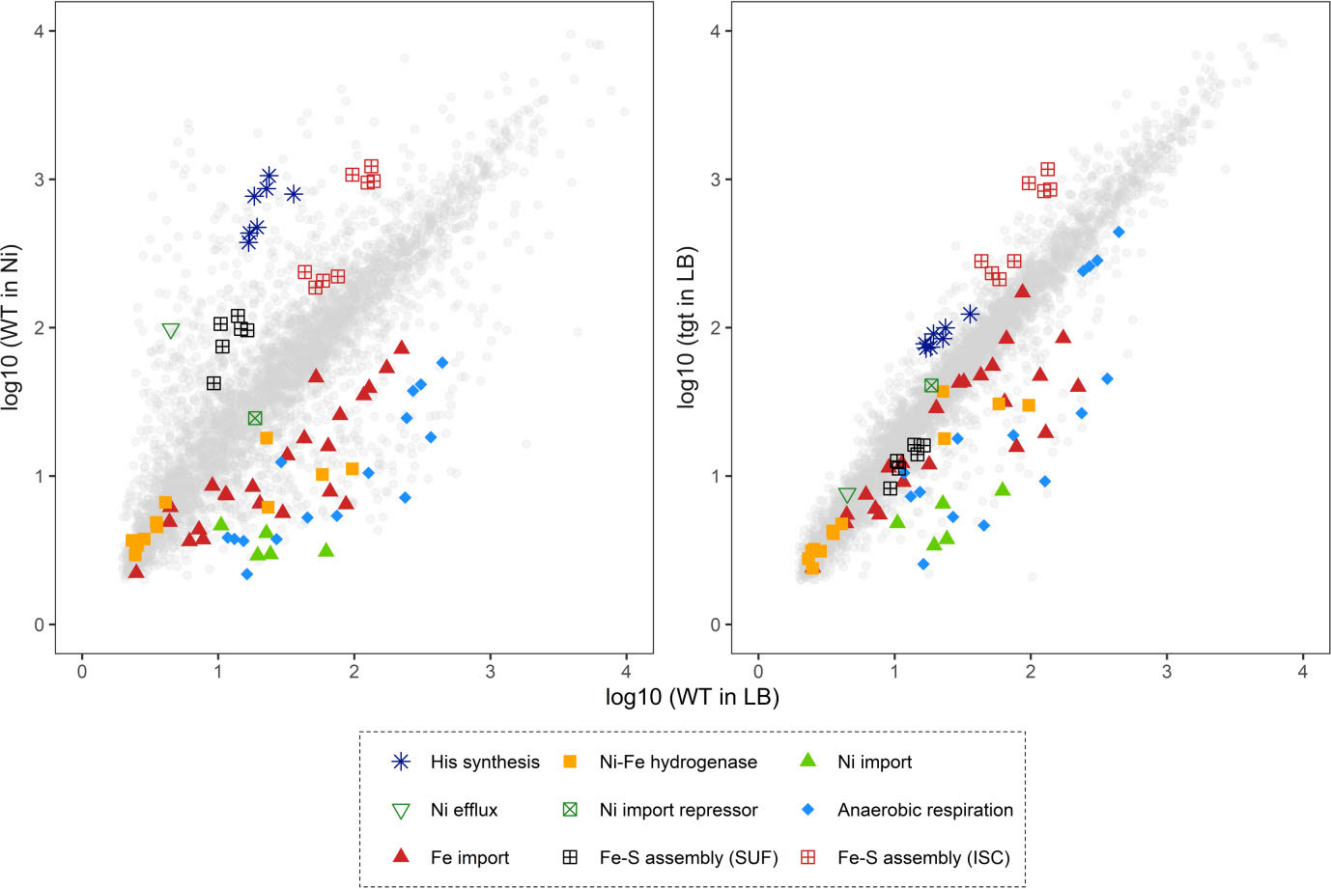
Gene expression profiles of the nickel-treated WT strain and the untreated *tgt* mutant. Expression levels of genes in nickel-treated WT (graph on the left) and genes in untreated *tgt* mutant (graph on the right) are plotted against expression levels of genes in untreated WT. Genes from some enriched biological processes are highlighted with different symbols and colors. Supplemental file 6 contains the list of the plotted genes and expression values.

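Hydrogenase 2 genes and the *nir* and *nar* operons fell in tgt_LB/WT_LB, while the *hya* and *hyc* genes were near the lowest values of the table. *hybO*, the small subunit of hydrogenase 2, went from 96.7 ± 51.5 RPKM (SD, n = 3) to 30 ± 8.1 RPKM (SD, n = 3), and *hybO* (log2FC -2.24, SE 0.27, adjusted p = 0.00027, and -1.57 as deposited) fell with *hybA* (-1.57, SE 0.20, and -0.90 as deposited). *narK* (-4.09, SE 1.00, and -3.42 as deposited), the nitrate and nitrite transporter, fell as well, and *narH* (log2FC -2.30, SE 0.71, adjusted p = 0.026, and -1.63, adjusted p = 0.069, as deposited), the nitrate reductase beta subunit, was lower after median-centring only. *hyaA*, the small subunit of hydrogenase 1, was at 2.33 ± 0.037 RPKM (SD, n = 3) in WT_LB and 2.77 ± 0.47 RPKM (SD, n = 3) in tgt_LB, and *hycB* at 2.46 ± 0.17 RPKM (SD, n = 3) and 3.12 ± 0.7 RPKM (SD, n = 3). Their direction depends on the scale, with *hyaA* (log2FC -0.50, SE 0.13, adjusted p = 0.012, and 0.17, adjusted p = 0.21, as deposited) and *hycB* (log2FC -0.44, SE 0.16, adjusted p = 0.056, and 0.24, adjusted p = 0.22, as deposited). Of 23 nickel-iron hydrogenase genes, 7 were higher and 2 lower as deposited (4 and 2 when adjusted over the list alone), and 0 were higher and 12 lower after median-centring. For the hydrogenases against all other genes, camera gave adjusted p = 0.0034 as deposited (adjusted p = 0.24 with an estimated correlation) and adjusted p = 0.00011 after median-centring (lower, adjusted p = 0.1 with an estimated correlation). *narH* lost its call after median-centring without WT_LB replicate 1 or 2 or 3 or tgt_LB replicate 1 or 3 (log2FC -2.41 to -1.73). *narH* gained a call as deposited without tgt_LB replicate 2 (log2FC -2.76) and *hycB* after median-centring without WT_LB replicate 1 or tgt_LB replicate 2 or tgt_Ni replicate 2 (log2FC -0.54 to -0.44). *narH* was not called after median-centring with the place in the sample sheet as a term.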

The repression of the *nikABCDE* operon along with genes for Ni-Fe hydrogenases (*hya/hyb/hyc* genes) and nitrite/nitrate reductases (*nir/nar* genes) indicate a possible reduction in the activity of the FNR regulator. Because, in the past, a *tgt* mutant strain was found deleted for the *fnr* gene,^83^ we checked and confirmed that the *tgt* mutant strain we used in our RNAseq transcriptomics contains the *fnr* gene and it is not mutated (confirmed by checking the sequence of *fnr* transcripts in the transcriptomics data, and by sequencing of PCR products of the *fnr* gene amplified from the WT and *tgt* mutant strains—data not shown). We also confirmed that *fnr* is expressed at transcriptional (observed in the transcriptomics data) and translational levels (detected by Western blot—Fig. S4). 

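*fnr* was read in all 12 libraries and was higher in the mutant with limma. It was at 133, 210.5 and 202 RPKM in WT_LB replicates 1, 2 and 3 and at 404, 459.8 and 479 RPKM in tgt_LB, with *fnr* (log2FC 0.65, SE 0.19, adjusted p = 0.022, and 1.32 as deposited). With nickel it was at 467 ± 40.2 RPKM (SD, n = 3) in WT_Ni and 521 ± 23.7 RPKM (SD, n = 3) in tgt_Ni. FNR is the oxygen-sensing regulator of anaerobic genes and represses its own gene. *fnr* lost its call after median-centring without tgt_LB replicate 3 (log2FC 0.58). *fnr* was not called with voom. *fnr* was not called after median-centring with the place in the sample sheet as a term.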

Besides the altered expression of the FNR regulon, the activity of another major regulator of anaerobic response, ArcA, seems to be disturbed in the cell. 

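Operons that FNR activates were lower in tgt_LB/WT_LB, and genes that FNR or ArcA represses in the absence of oxygen were higher. Beside *narG* and *narK*, genes of FNR-activated operons with large falls were *dcuC* (log2FC -4.34, SE 0.45, adjusted p = 0.00014, and -3.67 as deposited), a C4-dicarboxylate carrier, and *ansB* (-4.04, SE 0.67, and -3.36 as deposited), a periplasmic asparaginase. Of 46 genes of FNR-activated operons, 26 were lower as deposited (26 when adjusted over the list alone) and 37 after median-centring, and none was higher on either scale. For the FNR-activated operons against all other genes, camera gave adjusted p = 1.4e-39 as deposited (adjusted p = 0.056 with an estimated correlation) and adjusted p = 1.6e-13 after median-centring (lower, adjusted p = 0.15 with an estimated correlation). Of 21 FNR-repressed genes, 20 were higher as deposited (20 when adjusted over the list alone) and 10 after median-centring, and none was lower on either scale. For the FNR-repressed genes against all other genes, camera gave adjusted p = 0.0003 as deposited (adjusted p = 0.28 with an estimated correlation) and adjusted p = 3.7e-06 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). Of the ArcA-repressed genes, *sdhC* went from 821 ± 392 RPKM (SD, n = 3) to 3139 ± 662 RPKM (SD, n = 3), and *sdhC* (log2FC 1.38, SE 0.42, adjusted p = 0.025, and 2.06 as deposited) rose with *fadA* (1.35, SE 0.36, and 2.02 as deposited) and *betI* (1.56, SE 0.21, and 2.23 as deposited). Of 41 ArcA-repressed genes, 40 were higher as deposited (41 when adjusted over the list alone) and 30 after median-centring, and none was lower on either scale. For the ArcA-repressed genes against all other genes, camera gave adjusted p = 3.9e-07 as deposited (adjusted p = 0.32 with an estimated correlation) and adjusted p = 7.7e-14 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). Of 8 ArcA-activated genes, 1 was higher and 0 lower as deposited (0 and 0 when adjusted over the list alone), and 0 were higher and 7 lower after median-centring. The gene called higher as deposited was *hyaB*, and it was lower after median-centring. For the ArcA-activated genes against all other genes, camera gave adjusted p = 0.00068 as deposited (adjusted p = 0.12 with an estimated correlation) and adjusted p = 0.0018 after median-centring (lower, adjusted p = 0.1 with an estimated correlation). As deposited this is relative to other genes that were mostly higher, and does not show a fall. *arcA* and *arcB*, the regulator and its sensor kinase, were called higher as deposited only, with *arcA* (log2FC -0.05, SE 0.23, adjusted p = 0.89, and 0.63, adjusted p = 0.041, as deposited) and *arcB* (log2FC -0.09, SE 0.10, adjusted p = 0.56, and 0.59, adjusted p = 0.00048, as deposited). These lists are textbook regulons and differ from those of Fig. 5. They share genes, since *cyoA* to *cyoE* and part of the *nuo* genes are in both repressed lists. The ArcA-repressed list also holds the TCA cycle list, and the FNR-activated list the *nik* genes and part of the nitrate respiration genes. Their tests are therefore not independent evidence for FNR and for ArcA. The FNR-activated list had medians of 0.55, -0.29 and -0.22 in WT_LB replicates 1, 2 and 3, relative to their mean, and of -2.26, -1.51 and -2.30 in tgt_LB. *sdhC* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 2 or 3 (log2FC 0.83 to 1.36), *fadA* after median-centring without tgt_LB replicate 3 (log2FC 1.12) and *arcA* as deposited without WT_LB replicate 2 or 3 or WT_Ni replicate 1 or tgt_LB replicate 1 or 3 or tgt_Ni replicate 2 or 3 (log2FC 0.45 to 0.63). *sdhC* was not called with voom adjusted within the comparison, although the paper lists it as altered. *sdhC* and *fadA* were not called after median-centring with the place in the sample sheet as a term.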

The expression levels of genes regulated by FNR and ArcA indeed point to a repression of the activity of these two major regulators (Fig. 5A and B), leading therefore to a repression of the anaerobic metabolism.

**Fig. 5:**
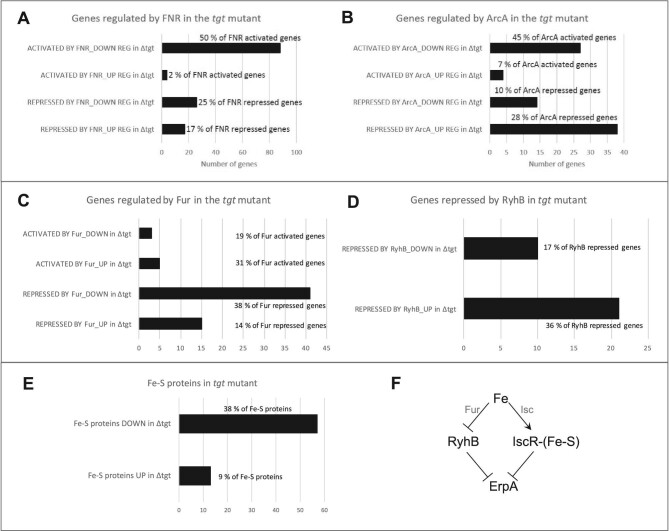
Regulons expression in the *tgt* mutant. (A) Genes regulated by FNR; (B) genes regulated by ArcA; (C) genes regulated by Fur; (D) genes repressed by RyhB. Graphs show the number of genes (X axis) activated and repressed by each major regulator and their respective regulation in the *tgt* mutant (upregulated or downregulated based on mRNA levels). To the right of each bar, the percentage represented by the number of genes among the total activated or repressed genes by each regulator. (E) number of Fe-S proteins (X axis) whose mRNA levels are upregulated or downregulated in the *tgt* mutant compared to the WT strain in LB medium. The percentages represented by these numbers among the total Fe-S proteins in *E. coli* were included in the graph. (F) Schematic representation of the incoherent regulation by Fur and Isc proteins. In the presence of abundant Fe levels, Fur represses *ryhB*, thus derepressing the expression of *erpA*; while IscR bound to Fe-S cluster (holo-IscR) represses *erpA*.^91^

### Expression of the iron import system is repressed in the Q^–^ strain

While FNR and ArcA activities seem to be repressed, an induction of the activity of the master regulator Fur is clear in the *tgt* mutant. Most of the *E. coli* iron homeostasis genes belong to the Fur regulon [dataset] (https://regulondb.ccg.unam.mx/)^84^ and many of these genes are repressed in the *tgt* mutant (Fig. 5C, Table 1). This includes genes involved in iron import and synthesis of siderophores, such as *feoABC, fepABCEG, fhuACDE, nfeF* (*yqjH*), *entED, cirA*, and *tonB/exbBD*. 

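Of the iron import genes, the *feo* operon and *exbD* were lower in tgt_LB on both scales, and part of the siderophore genes after median-centring only. *exbD* (log2FC -1.76, SE 0.37, adjusted p = 0.0043, and -1.09 as deposited), a partner of TonB, went from 117 ± 84.7 RPKM (SD, n = 3) to 47.3 ± 10.1 RPKM (SD, n = 3). Of 36 measured iron import genes, 3 were higher and 4 lower as deposited (2 and 3 when adjusted over the list alone), and 0 were higher and 19 lower after median-centring. For iron import against all other genes, camera gave adjusted p = 1.5e-08 as deposited (adjusted p = 0.36 with an estimated correlation) and adjusted p = 3.5e-05 after median-centring (lower, adjusted p = 0.38 with an estimated correlation). The value as deposited is relative to other genes that were mostly higher on that scale. The 3 called higher as deposited were *entH*, *fecA* and *fecI*. After median-centring *exbB* (-1.47, SE 0.41, and -0.79 as deposited), *fhuC* (-1.16, SE 0.28, and -0.48 as deposited), *fepC* (-0.99, SE 0.24, and -0.31 as deposited), *entE* (-0.84, SE 0.21, and -0.17 as deposited) and *fes* (-0.87, SE 0.20, and -0.20 as deposited) were lower, and none of these was called as deposited. The *fep* and *ent* values come from low levels, with *fepA*, the enterobactin receptor, at 4.38 ± 0.7 RPKM (SD, n = 3) and 4.79 ± 1.21 RPKM (SD, n = 3), and *fepA* (log2FC -0.58, SE 0.16, adjusted p = 0.018, and 0.09, adjusted p = 0.66, as deposited). With limma *fhuD*, *fhuE*, *tonB* and *yqjH* did not pass on either scale, with *fhuD* (log2FC -0.81, SE 0.30, adjusted p = 0.052, and -0.14, adjusted p = 0.74, as deposited) and *tonB* (log2FC -0.53, SE 0.22, adjusted p = 0.084, and 0.14, adjusted p = 0.65, as deposited) among them, while voom called *fhuD*, *tonB* and *yqjH* lower. In tgt_LB the list had medians of -0.35, -0.80 and -0.65 in replicates 1, 2 and 3, relative to WT_LB. *exbD* lost its call as deposited without WT_LB replicate 1 or tgt_LB replicate 2 or 3 (log2FC -1.02 to -0.54), *exbB* after median-centring without tgt_LB replicate 2 or 3 (log2FC -1.38 to -1.29) and *fepA* after median-centring without WT_LB replicate 1 or tgt_LB replicate 2 (log2FC -0.53 to -0.41). *fhuE* gained a call after median-centring without tgt_LB replicate 1 (log2FC -0.58), *yqjH* after median-centring without tgt_LB replicate 1 or tgt_Ni replicate 1 or 2 (log2FC -0.81 to -0.67) and *fhuD* after median-centring without WT_LB replicate 2 or 3 (log2FC -1.07 to -1.00). *exbB*, *entE* and *fepA* were not called after median-centring with the place in the sample sheet as a term.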

Consistently with most of Fur regulon genes, downregulation of *ryhB* expression was observed in the *tgt* mutant. 

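*ryhB* and the genes on both sides of it were at the lowest values of the table in every *tgt* library, with and without nickel. *ryhB*, at 3580922 to 3581016 on ASM584v2, was at 4.21 to 9.95 RPKM in the 6 WT libraries and 1.96 to 3.49 RPKM in the 6 *tgt* libraries, and *ryhB* (log2FC -1.66, SE 0.22, adjusted p = 0.00038, and -0.99 as deposited) fell. Its neighbour *yhhX* (3579768 to 3580805) was at 100.42 to 117.22 RPKM in the 6 WT libraries and 1.98 to 2.37 RPKM in the 6 *tgt* libraries, and *yhhX* (log2FC -5.75, SE 0.11, adjusted p = 2.8e-11, and -5.07 as deposited) had the lowest log2FC of all genes in that comparison. *yhhY* (3581138 to 3581626), a predicted acetyltransferase, was at 13.45 to 22.43 RPKM in the 6 WT libraries and 1.93 to 2.54 RPKM in the 6 *tgt* libraries, with *yhhY* (log2FC -3.23, SE 0.13, adjusted p = 5.4e-08, and -2.55 as deposited). The 2 genes that follow, *yhhZ* and *yrhA*, were low in both strains, at 2.14 to 2.96 RPKM in the 6 WT libraries and 1.97 to 2.15 RPKM in the 6 *tgt* libraries for the former. The genes outside were expressed in both strains, with *gntR* at 76.35 to 122.45 RPKM in the 6 WT libraries and 79.75 to 117.1 RPKM in the 6 *tgt* libraries and *yhhW* at 27.56 to 51.15 RPKM in the 6 WT libraries and 41.02 to 55.19 RPKM in the 6 *tgt* libraries. A search of all 4386 genes for those under 3.6 RPKM in every *tgt* library and above that library range in every WT library found 4, *yhhX*, *ryhB*, *yhhY* and *yrhA*, and the same search with the strains exchanged found none. Without that ceiling, a search for genes far below the other strain on average and below it in every library found 3, *yhhX*, *ryhB* and *yhhY*, in the *tgt* libraries and 12 in the WT libraries, *sdhA* and *metE* among them. These searches were chosen after the values of these genes were seen. RNA values alone do not tell a segment that is not transcribed from one that is missing.

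**Figure D2:**
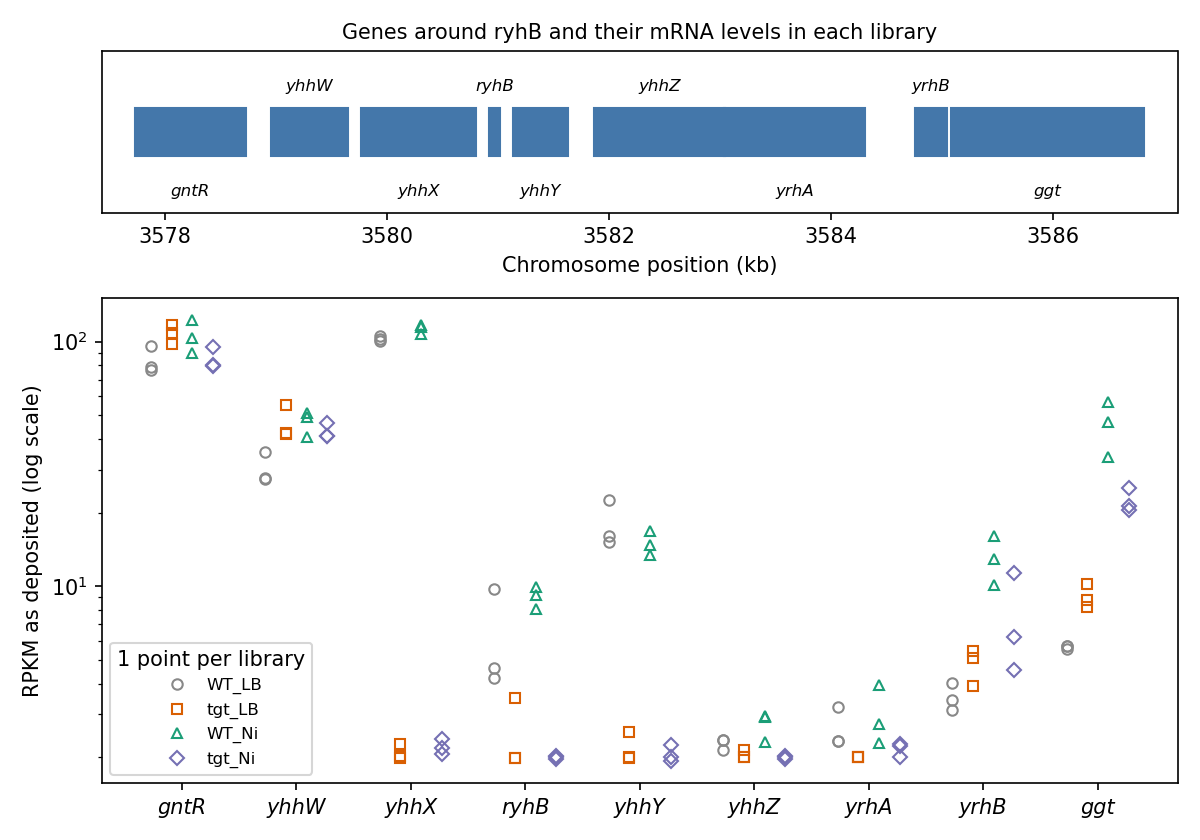
Genes from *gntR* to *ggt* at their positions on ASM584v2 (kb), with the RPKM of each gene in each of the 12 libraries on a log axis. Each point is 1 library, and from *yhhX* to *yrhA* the 6 *tgt* libraries lie between 1.93 and 3.49 RPKM.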

RyhB is a small RNA that represses the expression of iron-containing proteins, hence reducing iron consumption under low-iron conditions.^85^ 

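*sodB*, the iron superoxide dismutase, and the succinate dehydrogenase genes, all targets of RyhB, rose in tgt_LB/WT_LB. *sodB* went from 432 ± 91.7 RPKM (SD, n = 3) to 1156 ± 66.9 RPKM (SD, n = 3), and *sodB* (log2FC 0.76, SE 0.15, adjusted p = 0.0034, and 1.44 as deposited) rose with *sdhD* (1.76, SE 0.30, and 2.43 as deposited), *acnA* (0.56, SE 0.19, and 1.24 as deposited) and *iscA* (1.73, SE 0.44, and 2.40 as deposited). Other targets that rose were *dadA* (1.77, SE 0.25, and 2.44 as deposited), a D-amino acid dehydrogenase, and *msrB* (1.48, SE 0.28, and 2.16 as deposited), a methionine sulfoxide reductase. *nuoB* (0.52, SE 0.23, and 1.20 as deposited), of NADH dehydrogenase I, was called as deposited only (adjusted p = 0.093 after median-centring). *acnA* lost its call after median-centring without WT_LB replicate 1 or 3 or WT_Ni replicate 1 or 2 or tgt_LB replicate 1 or 3 or tgt_Ni replicate 3 (log2FC 0.40 to 0.60). *acnA* was not called with voom. *acnA* and *iscA* were not called after median-centring with the place in the sample sheet as a term.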

In accordance with the Q^–^ strain transcriptomics data, repression of *ryhB* and consequent derepression of its regulon corroborates the induction of *sodB*, of genes in the TCA cycle and aerobic respiratory chain, and of the ISC operon (Fig. 5D, Table 1). Because Fur is activated by Fe^2+^,^86^ the observed expression profiles could be a result of overexpression of Fur and/or increased intracellular iron levels. However, analyses reported in the Supplemental sections showed that no differences in *fur* expression or FUR protein levels were observed (Supplemental file 2 and Fig. S5A, in Supplemental file 1), as well as no difference in *ryhB* promoter activity (Fig. S5B). 

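*fur* was at 335, 369 and 352 RPKM in WT_LB replicates 1, 2 and 3 and at 611, 638 and 566 RPKM in tgt_LB. It was not called after median-centring and was called higher as deposited, with *fur* (log2FC 0.10, SE 0.14, adjusted p = 0.61, and 0.78, adjusted p = 0.00029, as deposited). With nickel, *fur*, the gene of the iron-binding repressor, was at 542 ± 68 RPKM (SD, n = 3) in tgt_Ni, where *fur* (log2FC 0.01, SE 0.14, adjusted p = 0.98, and -0.03, adjusted p = 0.86, as deposited) set it against WT_Ni.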

And no significant difference was detected in free iron levels between the WT and the *tgt* mutant when measured by EPR (Fig. S5D), even if a slight sensitivity of the mutant to the iron activated antibiotic streptonigrin^87^ was observed (Fig. S5C).

### Absence of Q in tRNA perturbs the expression of Fe-S cluster assembly systems

Although the EPR result has not confirmed an increased amount of free iron in the *tgt* mutant, the increased sensitivity to streptonigrin (Fig. S5C in Supplemental file 1) and the repression of iron import genes, concurrently with an induction of the *isc* operon (*iscRSUA-hscBAfdx*) (Table 1), pointed to an imbalance in levels of Fe-S clusters in the *tgt* mutant. The DNA-binding transcriptional dual regulator IscR is sensitive to changes in the Fe-S pools during aerobic conditions. When bound to a [2Fe-2S] cluster, holo-IscR represses the *isc* operon by directly binding to the *iscR* promoter. When not bound to the cluster, apo-IscR cannot bind to the *iscR* promoter; thus, repression is alleviated and the *isc* operon is expressed—reviewed in.^88,89^ Apo-IscR, instead, can bind to the promoter of the *suf* operon and activate its expression. Besides the Fe-S pools, Fe levels and oxidative stress can also influence the regulation between these two Fe-S cluster assembly systems. Under iron-replete conditions, Fur directly represses the expression of the *suf* operon, and indirectly induces the *isc* operon through repression of *ryhB* expression, consequently preventing RyhB to degrade the *iscSUA* mRNA. Oxidative stress participates in this regulation by possibly causing damage to the Fe-S cluster bound to IscR, and by OxyR induction of the *suf* operon.^88^ Fitting the transcriptomics data of the *tgt* mutant in this regulation network suggests that, in the absence of Q, the *suf* operon and *ryhB* are repressed by Fur-Fe^2+^, while the *isc* operon is derepressed possibly because of the formation of apo-IscR and the absence of RyhB. 

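*erpA*, an A-type carrier that delivers iron-sulfur clusters, rose in tgt_LB/WT_LB. It went from 62.3, 46.4 and 46.5 RPKM in WT_LB replicates 1, 2 and 3 to 226, 195 and 315 RPKM in tgt_LB, with *erpA* (log2FC 1.53, SE 0.18, adjusted p = 0.0002, and 2.21 as deposited). *cyaY*, which binds iron for cluster assembly, rose with it, with *cyaY* (log2FC 0.50, SE 0.12, adjusted p = 0.008, and 1.18 as deposited). In WT_Ni/WT_LB *erpA* (log2FC 1.56, SE 0.18, adjusted p = 1.6e-05, and 2.28 as deposited) rose too, and *erpA* was at 254 ± 16.5 RPKM (SD, n = 3) in WT_Ni.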

Another hint that IscR is in its apo form is the upregulation of *erpA* in the mutant (log_2_FC + 1.44). The gene *erpA* codes for an A-type carrier that delivers Fe-S clusters to apoproteins.^90^ Its expression is repressed by both RyhB and holo-IscR. However, these two repressors act in opposite conditions regarding Fe levels, which is considered an incoherent regulation.^91^ Under Fe abundant condition, *ryhB* is repressed, alleviating *erpA* expression. On the other hand, the formation of holo-IscR is favored, which keeps *erpA* repressed. However, if IscR is in its apo form, then *erpA* expression will be alleviated from the two repressors (see scheme in Fig. 5F). Mandin *et al*. proposed that this mechanism of regulation enables *erpA* expression only when it is most needed for Fe-S protein maturation.^91^ In the *tgt* mutant, most of RyhB repressed genes are upregulated, including *erpA*, suggesting apo-IscR is present. 

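Most targets of RyhB rose in tgt_LB/WT_LB. Of 27 genes repressed by RyhB, 23 were higher and 1 lower as deposited (23 and 1 when adjusted over the list alone), and 16 were higher and 2 lower after median-centring. For the RyhB-repressed genes against all other genes, camera gave adjusted p = 0.0025 as deposited (adjusted p = 0.36 with an estimated correlation) and adjusted p = 1.4e-06 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). The genes lower were *nirB*, and after median-centring also *frdA*, both of anaerobic respiration. *bfr* and *grxD*, for bacterioferritin and a glutaredoxin that binds clusters, did not pass after median-centring, with *bfr* (log2FC -0.16, SE 0.24, adjusted p = 0.65, and 0.52, adjusted p = 0.12, as deposited) and *grxD* (log2FC 0.03, SE 0.15, adjusted p = 0.91, and 0.70, adjusted p = 0.0011, as deposited). Relative to WT_LB, the list had medians of 0.80, 0.65 and 0.88 in tgt_LB replicates 1, 2 and 3 and of 0.83, 0.77 and 0.77 in tgt_Ni, after median-centring. From the higher *erpA* and the other RyhB targets, together with the higher ISC operon, the paper proposes that IscR is present without its cluster in the mutant. It also reports slightly less ErpA protein in the mutant. Its fusions of promoters under iron-sulfur proteins, that of *iscR* among them, showed no clear difference between fusion strains with and without *tgt*. *bfr* gained a call as deposited without WT_LB replicate 1 (log2FC 0.80).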

Curiously, the ErpA protein level is slightly reduced in the *tgt* mutant compared to the WT level (log_2_FC -0.51). Regarding Fe-S proteins, a high percentage of these proteins are downregulated in the *tgt* mutant (Table S4 in Supplemental File 1). 

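Whether more genes of iron-sulfur proteins were called higher or lower in tgt_LB/WT_LB depends on the scale. Of 150 genes that Table S4 lists as coding for iron-sulfur proteins, 71 were higher and 23 lower as deposited (71 and 23 when adjusted over the list alone), and 18 were higher and 55 lower after median-centring. For Table S4 against all other genes, camera gave adjusted p = 0.0016 as deposited (adjusted p = 0.15 with an estimated correlation) and adjusted p = 0.044 after median-centring (lower, adjusted p = 0.21 with an estimated correlation). After median-centring 36.7% were lower and 12.0% higher, against 21.3% and 13.8% of all other genes. As deposited the 4236 other genes held 2498 higher and 81 lower. On both scales lower calls thus made up a larger share of the iron-sulfur genes than of the other genes. The lowest values belonged to nitrate, nitrite and DMSO reductases, such as *napF* (-3.28, SE 0.60, and -2.61 as deposited), an iron-sulfur protein of the periplasmic nitrate reductase, and *dmsB* (-1.93, SE 0.36, and -1.26 as deposited). Among the higher genes *ilvD* (log2FC 0.66, SE 0.16, adjusted p = 0.0078, and 1.34 as deposited) of branched-chain amino acid synthesis and *sdhB* (0.88, SE 0.24, and 1.56 as deposited) of succinate dehydrogenase rose on both scales, and *fadH* (0.90, SE 0.26, and 1.57 as deposited) of fatty acid oxidation did so too. Table S4 gives the genes and takes them from a database and a published article, with values from these samples beside them. *dmsB* lost its call as deposited without tgt_LB replicate 1 or 3 (log2FC -1.09 to -0.85), *sdhB* after median-centring without WT_LB replicate 1 (log2FC 0.74) and *fadH* after median-centring without WT_LB replicate 1 or tgt_LB replicate 3 (log2FC 0.67 to 0.82). The list of Table S4 lost its call after median-centring without WT_LB replicate 2 or 3 or WT_Ni replicate 3 or tgt_LB replicate 1 or 3 (median log2FC -0.27 to -0.24). *fadH* was not called with voom adjusted within the comparison, although the paper calls it. *sdhB* and *fadH* were not called after median-centring with the place in the sample sheet as a term.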

Although RyhB controls the expression of several Fe-S proteins, and a high percentage of the RyhB regulon is upregulated (Fig. 5D), the expression of a great proportion of the Fe-S proteins is repressed (Fig. 5E, Table S4). This regulation pattern suggests that the *tgt* mutant is inducing the assembly of Fe-S clusters by the *isc* operon at the same time that it is restricting the consumption of the clusters by Fe-S proteins. Another regulation pointing to the favored formation of apo-IscR in the *tgt* mutant is the enrichment of genes for biofilm formation among the mutant repressed genes (Supplemental File 3). 

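After median-centring the genes lower in tgt_LB were enriched for cell adhesion and pilus organization, and *csgE*, a curli secretion factor, was lower too. The biofilm regulator *bssR* was at 78.3, 18.6 and 25.7 RPKM in WT_LB replicates 1, 2 and 3 and at 3.49, 8.43 and 2.92 RPKM in tgt_LB. *csgE* (log2FC -0.90, SE 0.20, adjusted p = 0.0058, and -0.22, adjusted p = 0.38, as deposited) and *csgB* (log2FC -0.68, SE 0.21, adjusted p = 0.025, and 0.00, adjusted p = 1, as deposited), the curli nucleator, were lower after median-centring only, and *csgD* (log2FC -0.29, SE 0.17, adjusted p = 0.2, and 0.38, adjusted p = 0.062, as deposited), the master regulator of curli, did not pass on either scale. Slime layer polysaccharide biosynthetic process, which makes colanic acid, passed too (9 of 10 genes, Fisher's exact test, adjusted p = 0.00069). None of these terms passed for the lower genes as deposited. Since 90.2% of all genes with a mean under 3 RPKM were called lower after median-centring, terms with many low genes can pass there for that reason alone. *csgB* lost its call after median-centring without WT_LB replicate 2 or 3 or tgt_LB replicate 1 (log2FC -0.63 to -0.56). *csgD* gained a call as deposited without tgt_LB replicate 2 or tgt_Ni replicate 1 (log2FC 0.38 to 0.48). *csgB* was not called after median-centring with the place in the sample sheet as a term.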

A decrease in levels of Fe-S clusters, due to environmental stresses or genetic defects in cluster assembly, is thought to inhibit biofilm formation and induce bacterial dispersal to a more favorable environment.^92^ To test if there was an imbalance in Fe-S cluster levels in the *tgt* mutant, we measured the activities of promoters regulated by Fe-S proteins, but found no difference in their expression in the absence of Q in tRNA (Fig. S6, see also methods and results in Supplemental file 1).

### Transcriptional regulation in the *tgt* mutant mimics the transition to increased O_2_ levels

Since the differences in Fe and Fe-S levels did not seem to be the cause of the regulation observed in the *tgt* mutant, we decided to investigate the influence of oxygen. We compared the expression profiles of the *tgt* mutant to two studies that analyzed the dynamic transcriptome of *E. coli* K12 MG1655 during transitions to higher or lower O_2_ levels.^93,94^ One important difference between these studies is that Partridge *et al*. grew the cells in Evans-defined medium supplemented with glucose while we used LB medium. Although the transition from aerobic to micro-aerobic conditions^94^ is not an exact reversal of the anaerobic to aerobic transition^93^ and not precisely comparable to the conditions in the current study, some informative comparisons could be made (Table 4).

**Table 4.** Comparison between the transcriptomics of the *tgt* mutant of *E. coli* responses to transitions to reduced and increased oxygen levels (Partridge et al., 2006, 2007)

	Aerobic to microaerobic (reduced O_2_ levels) (Partridge et al., 2007)	Anaerobic to aerobic (increased O_2_ levels) (Partridge et al., 2006)	*tgt* mutant in aerobic conditions (this study)
**Central metabolism**			
FNR and ArcA responses	↑	↓	↓
Pyruvate formate-lyase (PFL) (*focA-pflB*)	↑	↓	↓
PFL repair protein (*grcA*)	↑	↓	↓
Succinate:quinone oxidoreductase (*sdhABCD*)	↓	↑	↑
Aconitate hydratase B (*acnB*)	↓	↑	↑
Cytochrome bo3 ubiquinol oxidase *(cyoA-E)*	n.i.a.	↑	↑
Cytochrome bd-I ubiquinol oxidase (*cydAB*)	↑	↓	↓
Nitrate reductase (*narGHIJ*)	↑	↓	↓
Nitrite reductase (*nirBCD*)	↑	↓	↓
Ni-Fe hydrogenases I, II, III (*hyaABC, hybOABC, hycBCDEFG*)	n.i.a.	↓	↓
**Methionine metabolism**			
Methionine biosynthesis (*metCBHKLN*)	↓	↑	↑
**Putrescine metabolism**			
Putrescine catabolism *(argT, puuAD)*	n.i.a.	↑	↑
Putrescine biosynthesis *(speB)*	↑	↓	___
**Metal ion homeostasis**			
Copper/silver export system *(cusCFBA)*	↑	↓	↓
Iron import *(feoABC)*	↑	___	↓
Iron binding *(ftnB)*	↑	___	↓
Molybdopterin biosynthesis (moaA)	↑	↓	↓
**Oxidative stress and iron-sulfur cluster assembly**			
Catalase/hydroperoxidase HPI *(katG)*	n.i.a.	↑	___
Glutaredoxin 1 (*grxA*)	n.i.a.	↑	___
SUF iron-sulfur assembly system *(sufABCDES)*	n.i.a.	↑	↓*
ISC iron-sulfur assembly system *(iscRSUA-hscBA-fdx)*	n.i.a.	↑	↑

Up and down arrows indicate significant transcript upregulation and downregulation, respectively. N.i.a., no information available. *, most of the SUF operon genes are significantly downregulated.

One of the most striking findings of the transcriptomics analysis of the *tgt* mutant is the altered expression of the FNR and ArcA regulon genes (Fig. 5A and B), indicating that the activity of these two global transcription regulators is possibly repressed in the mutant. FNR and ArcA control the expression of genes that mediate the transition to lower O_2_ levels, FNR being a direct O_2_ sensor while ArcA responds to the redox status of the quinone pool and accumulation of fermentation products.^95^ Predictably, FNR and ArcA activities are repressed in the anaerobic to aerobic transition^93^ while increased in the aerobic to micro-aerobic transition.^94^ FNR and ArcA regulate a great number of genes involved in central metabolism and, as expected, the expression of genes in central metabolism in the *tgt* mutant coincides with what is observed in the anaerobic to aerobic transition (Table 4). 

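The genes of the cytochrome bo_3_ oxidase rose in tgt_LB/WT_LB, and those of the cytochrome bd-I oxidase, used at low oxygen, were lower after median-centring only. *cyoB* went from 459.9 ± 118 RPKM (SD, n = 3) to 1547 ± 168 RPKM (SD, n = 3), and *cyoB* (log2FC 1.10, SE 0.30, adjusted p = 0.016, and 1.78 as deposited) rose with *cyoE* (1.07, SE 0.19, and 1.75 as deposited). Of 5 *cyo* genes, 5 were higher as deposited (5 when adjusted over the list alone) and 5 after median-centring, and none was lower on either scale. For the *cyo* operon against all other genes, camera gave adjusted p = 0.02 as deposited (adjusted p = 0.37 with an estimated correlation) and adjusted p = 0.00069 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). *cydA* was at 428 ± 141 RPKM (SD, n = 3) in WT_LB and 230.3 ± 110.4 RPKM (SD, n = 3) in tgt_LB, with *cydA* (log2FC -1.62, SE 0.36, adjusted p = 0.0053, and -0.94, adjusted p = 0.052, as deposited) and *cydB* (log2FC -0.99, SE 0.30, adjusted p = 0.024, and -0.32, adjusted p = 0.41, as deposited). Of 3 *cyd* genes, 0 were lower as deposited (0 when adjusted over the list alone) and 3 after median-centring, and none was higher on either scale. For the *cyd* operon against all other genes, camera gave adjusted p = 0.0014 as deposited (adjusted p = 0.15 with an estimated correlation) and adjusted p = 0.063 after median-centring (lower, adjusted p = 0.27 with an estimated correlation). Here too, the value as deposited is relative to other genes that were mostly higher. *acnB* (log2FC 0.80, SE 0.23, adjusted p = 0.018, and 1.47 as deposited), the main aconitase, rose. Pyruvate formate-lyase, *pflB*, was at 1209 ± 174 RPKM (SD, n = 3) and 1379.5 ± 361 RPKM (SD, n = 3) and did not pass on either scale, with *pflB* (log2FC -0.51, SE 0.22, adjusted p = 0.093, and 0.16, adjusted p = 0.53, as deposited), while *focA* (log2FC -1.51, SE 0.51, adjusted p = 0.036, and -0.83, adjusted p = 0.19, as deposited), the formate channel upstream of it, was lower after median-centring only, as were *adhE* and *ackA*. Of 8 genes of pyruvate formate-lyase and mixed acid fermentation, 3 were higher and 0 lower as deposited (3 and 0 when adjusted over the list alone), and 1 was higher and 3 lower after median-centring. For fermentation against all other genes, camera gave adjusted p = 0.075 as deposited (adjusted p = 0.41 with an estimated correlation) and adjusted p = 0.36 after median-centring (lower, adjusted p = 0.61 with an estimated correlation). *cyoB* lost its call after median-centring without WT_LB replicate 1 (log2FC 0.82), *cydB* after median-centring without WT_LB replicate 1 or 2 or 3 or tgt_LB replicate 1 or 3 (log2FC -1.01 to -0.80) and *acnB* after median-centring without WT_LB replicate 1 or tgt_LB replicate 3 (log2FC 0.61 to 0.68). *focA* lost its call after median-centring without WT_LB replicate 1 or 3 or tgt_LB replicate 1 or 3 (log2FC -1.67 to -0.96). *cydA* gained a call as deposited without WT_Ni replicate 3 or tgt_LB replicate 2 or tgt_Ni replicate 1 (log2FC -1.31 to -0.94), *pflB* after median-centring without WT_LB replicate 1 (log2FC -0.69) and the cytochrome bd-I oxidase list after median-centring without WT_Ni replicate 1 or 2 or 3 or tgt_LB replicate 2 (median log2FC -1.34 to -1.18). The pyruvate formate-lyase and mixed acid fermentation list gained a call as deposited without tgt_Ni replicate 1 (median log2FC 0.04). *acnB* was not called with voom adjusted within the comparison, although the paper calls it. *cyoB*, *cydB*, *acnB* and *focA* were not called after median-centring with the place in the sample sheet as a term.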

Some examples include the repression of the pyruvate formate-lyase (PFL), nitrate and nitrite reductases and Ni-Fe hydrogenases, with concurrent induction of the succinate: quinone oxidoreductase and aconitate hydratase B, as well as the favoring of cytochrome bo3 ubiquinol oxidase (*cyo* genes) over cytochrome bd-I ubiquinol oxidase (*cyd* genes). 

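Genes of methionine synthesis and part of those of putrescine breakdown rose in tgt_LB/WT_LB. *metE*, the cobalamin-independent methionine synthase, went from 6.96 ± 0.66 RPKM (SD, n = 3) to 26.2 ± 2.42 RPKM (SD, n = 3), and *metE* (log2FC 1.10, SE 0.15, adjusted p = 0.00051, and 1.77 as deposited) rose with *metK* (0.73, SE 0.25, and 1.40 as deposited), the S-adenosylmethionine synthase, and *metN* (0.68, SE 0.17, and 1.35 as deposited) of methionine import, while *metF* (log2FC -0.16, SE 0.13, adjusted p = 0.36, and 0.51, adjusted p = 0.0081, as deposited) was higher as deposited only. Of 12 methionine genes, 12 were higher as deposited (12 when adjusted over the list alone) and 7 after median-centring, and none was lower on either scale. For methionine synthesis against all other genes, camera gave adjusted p = 0.001 as deposited (adjusted p = 0.27 with an estimated correlation) and adjusted p = 0.00024 after median-centring (higher, adjusted p = 0.21 with an estimated correlation). *puuA* (log2FC 1.71, SE 0.34, adjusted p = 0.0032, and 2.39 as deposited) and *puuD* (1.38, SE 0.28, and 2.06 as deposited) led the putrescine genes. Of 7 *puu* genes, 7 were higher as deposited (7 when adjusted over the list alone) and 4 after median-centring, and none was lower on either scale. For putrescine against all other genes, camera gave adjusted p = 0.082 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 0.042 after median-centring (higher, adjusted p = 0.39 with an estimated correlation). *metK* lost its call after median-centring without WT_LB replicate 1 or 2 or WT_Ni replicate 1 or 2 or tgt_LB replicate 1 or 2 or 3 or tgt_Ni replicate 3 (log2FC 0.54 to 0.82) and the putrescine catabolism list after median-centring without tgt_LB replicate 3 (median log2FC 0.46). The putrescine catabolism list gained a call as deposited without tgt_LB replicate 2 (median log2FC 1.50). *metK* was not called after median-centring with the place in the sample sheet as a term.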

Changes in expression patterns in methionine biosynthesis and putrescine catabolism genes in the *tgt* mutant also parallels the changes observed in the anaerobic to aerobic transition (Table 4). Partridge *et al.* believed that, along with central metabolism, these biological processes form part of a common core response to changes in O_2_ availability.^94^ 

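The peroxide response genes *grxA* and *katG* were not called in tgt_LB/WT_LB after median-centring and were called higher as deposited. *grxA* (log2FC 0.15, SE 0.18, adjusted p = 0.56, and 0.83, adjusted p = 0.0025, as deposited), glutaredoxin 1, was at 21.6 ± 4.36 RPKM (SD, n = 3) and 38.9 ± 7 RPKM (SD, n = 3). Of 9 measured genes of the OxyR regulon, 8 were higher as deposited (8 when adjusted over the list alone) and 2 after median-centring, and none was lower on either scale. For OxyR against all other genes, camera gave adjusted p = 0.082 as deposited (adjusted p = 0.27 with an estimated correlation) and adjusted p = 0.12 after median-centring (higher, adjusted p = 0.29 with an estimated correlation). The 2 genes higher on both scales were *trxC*, a thioredoxin, and *gor*, glutathione reductase, with *gor* (0.57, SE 0.12, and 1.24 as deposited). *oxyR* (log2FC 0.30, SE 0.11, adjusted p = 0.056, and 0.98, adjusted p = 5.4e-05, as deposited) itself was called as deposited only. Of 9 genes of the SoxRS regulon, 7 were higher and 0 lower as deposited (7 and 0 when adjusted over the list alone), and 1 was higher and 1 lower after median-centring. For SoxRS against all other genes, camera gave adjusted p = 0.27 as deposited (adjusted p = 0.5 with an estimated correlation) and adjusted p = 0.55 after median-centring (higher, adjusted p = 0.72 with an estimated correlation). *oxyR* gained a call after median-centring without tgt_LB replicate 2 (log2FC 0.41), the OxyR regulon list after median-centring without tgt_LB replicate 1 (median log2FC 0.24) and as deposited without tgt_LB replicate 1 (median log2FC 0.92).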

A classic OxyR response to oxidative stress, however, is not observed in the *tgt* mutant (e.g. no induction of *grxA* and *katG*). Nonetheless, an induction of the ISC iron-sulfur assembly genes is observed, as seen in the anaerobic to aerobic transition study.^93^ Likewise, the repression of metal ions homeostasis response genes, such as iron import and iron binding, copper export, and molybdopterin biosynthesis genes is observed in the *tgt* mutant, when the expression of these genes was found to be increased in the aerobic to microaerobic transition study.^94^ 

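Of copper export, the *cus* genes were lower in tgt_LB/WT_LB after median-centring only, and *copA* and *cueO* were not. *cusC* was near the lowest values of the table, at 3.05 ± 0.41 RPKM (SD, n = 3) and 3.18 ± 0.17 RPKM (SD, n = 3), and its direction depends on the scale, with *cusC* (log2FC -0.62, SE 0.13, adjusted p = 0.0034, and 0.05, adjusted p = 0.75, as deposited). *copA* (log2FC 0.00, SE 0.16, adjusted p = 1, and 0.68, adjusted p = 0.0069, as deposited), the copper exporter, and *cueO* (log2FC 0.18, SE 0.13, adjusted p = 0.29, and 0.86, adjusted p = 0.00018, as deposited), the copper oxidase, were higher as deposited only. Of 6 copper export genes, 3 were higher and 0 lower as deposited (3 and 0 when adjusted over the list alone), and 0 were higher and 4 lower after median-centring. For copper export against all other genes, camera gave adjusted p = 0.63 as deposited (adjusted p = 0.65 with an estimated correlation) and adjusted p = 0.11 after median-centring (lower, adjusted p = 0.21 with an estimated correlation). *cusB* was called on both scales, in opposite directions. *moaA* (log2FC -0.99, SE 0.32, adjusted p = 0.034, and -0.32, adjusted p = 0.45, as deposited), which starts the synthesis of the molybdenum cofactor, was lower after median-centring only. Of 8 genes of molybdenum cofactor synthesis, 3 were higher and 0 lower as deposited (3 and 0 when adjusted over the list alone), and 0 were higher and 1 lower after median-centring. For the molybdenum cofactor against all other genes, camera gave adjusted p = 0.49 as deposited (adjusted p = 0.8 with an estimated correlation) and adjusted p = 0.88 after median-centring (lower, adjusted p = 0.97 with an estimated correlation). *ftnB* (log2FC -0.61, SE 0.16, adjusted p = 0.012, and 0.07, adjusted p = 0.74, as deposited) and *dps* (log2FC -0.71, SE 0.23, adjusted p = 0.031, and -0.03, adjusted p = 0.92, as deposited), which hold iron, were lower after median-centring only. Of 5 iron storage genes, 1 was higher and 0 lower as deposited (1 and 0 when adjusted over the list alone), and 0 were higher and 2 lower after median-centring. *ftnA*, the ferritin gene, was the 1 higher as deposited. For iron storage against all other genes, camera gave adjusted p = 0.29 as deposited (adjusted p = 0.45 with an estimated correlation) and adjusted p = 0.51 after median-centring (lower, adjusted p = 0.62 with an estimated correlation). *moaA* lost its call after median-centring without WT_LB replicate 1 or tgt_LB replicate 2 (log2FC -0.70 to -0.57) and *dps* after median-centring without WT_LB replicate 1 or 2 or 3 or tgt_LB replicate 1 or 2 (log2FC -0.79 to -0.61). *moaA* and *dps* were not called after median-centring with the place in the sample sheet as a term.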

Based on these comparisons, we concluded that the gene expression changes in the *tgt* mutant resemble the one observed when *E. coli* adapts from low to high O_2_ levels.

### Oxidative stress homeostasis is impacted in the *tgt* mutant

A consequence of increased aerobic respiration in the cell is the generation of oxidative stress.^96^ Therefore, we tested the sensitivity of the *E. coli tgt* strain to oxidative stressors using different concentrations of hydrogen peroxide (H_2_O_2_) and methyl viologen (also known as paraquat) in LB medium. The *tgt* mutant shows a slight sensitivity to 650 μM paraquat and to 0.9 mM hydrogen peroxide when compared to the WT strain during exponential growth (Fig. 6A and C). And this phenotype was complemented by the overexpression of the *tgt* gene (Fig. 6B and D).

**Fig. 6:**
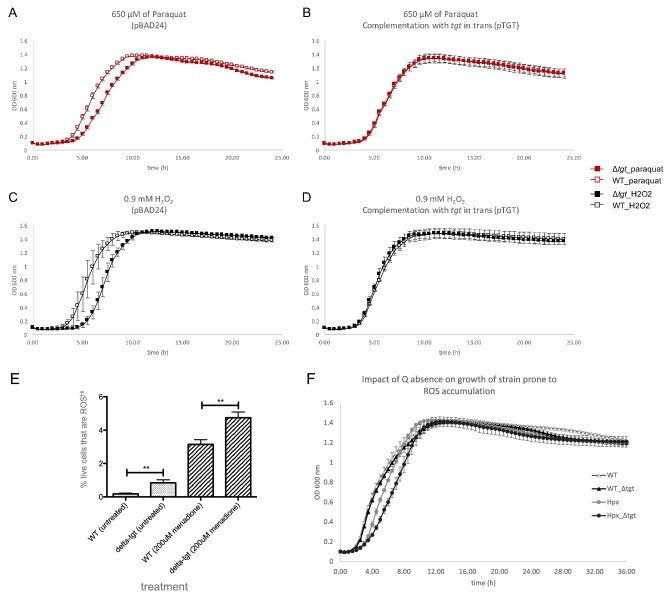
Oxidative stress phenotypes and investigation of ROS levels. (A–D) Growth curves of *E. coli* WT and Δ*tgt* strains monitored in Bioscreen C Analyzer at 37°C with constant shaking. Error bars showing standard deviation for biological triplicates. Both strains were transformed with pBAD24 (*tgt*^–^) (A and C) or pTGT (*tgt*^+^) (B and D) and growth was performed in LB medium supplemented with 100 μg/ml ampicillin and 0.02% arabinose. (A and B) Methyl viologen (paraquat) phenotype at 650 μM. (C and D) Hydrogen peroxide (H_2_O_2_) at 0.9 mM. WT, wild-type. (E) Detection of ROS levels in the *tgt* mutant and wild-type strains. Mean percentage of live cells presenting reactivity to the dye CellROX Green (ROS^HI^). Error bars represent standard error mean (SEM) using four to six biological replicates per experiment. **Significant difference (*P*-value < 0.01). (F) Impact of Q absence on growth of strain prone to ROS accumulation. Growth curves of WT and Hpx^–^ strains, deleted or not for the *tgt* gene. After overnight anaerobic growth, cultures were inoculated in LB media and switched to aerobic environment. Growth was monitored in Bioscreen C Analyzer at 37°C with constant shaking. Error bars show standard deviation for two biological replicates with eight technical replicates each. WT, *E. coli* K12 MG1655; WT_∆tgt, WT deleted for *tgt*; Hpx^–^WT deleted for *katG, katE, ahpC, and ahpF;* Hpx^–^_∆*tgt*, Hpx^–^ deleted for *tgt*.

We then looked at levels of ROS in the *tgt* mutant and WT strains, using a technique that couples flow cytometry with the probe CellROX Green to provide an estimation of ROS generation in the cell. Using this probe, high fluorescence quantum yields only upon ROS activation and binding to dsDNA. Untreated cells were compared to cells treated with menadione, a quinone that undergoes catalytic one-electron redox cycling to reduce molecular oxygen (O_2_) to superoxide (O_2_^● –^), thus enhancing ROS detection.^66^ Although subtle, significant and reproducible increase in ROS levels was detected in the *tgt* mutant compared to the WT strain. This result was observed in both untreated and treated conditions and was more prominent after menadione treatment (Fig. 6E, and Fig. S7 in Supplemental file 1). This result corroborates the subtle sensitivity phenotype observed under hydrogen peroxide and methyl viologen stress.

To further investigate the impact of Q absence on ROS accumulation, we deleted the *tgt* gene in the *E. coli* Hpx^–^ strain (*katG katE ahpCF*) and its growth was compared to the original Hpx^–^ strain in LB medium. The Hpx^–^ strain, lacking the three major enzymes responsible for hydrogen peroxide (H_2_O_2_) scavenge, is prone to accumulation of ROS, normally produced in the cell during aerobic growth, and to effects resulting from Fenton reaction, such as DNA damage.^97^ After overnight incubation in anaerobic conditions, the cells were inoculated in LB medium and grown in aerobic conditions in microtiter plates. In this condition, the Hpx^–^∆*tgt* strain grows more poorly than the Hpx^–^ strain, supporting the importance of TGT, thus of Q-modified tRNA, for protection against oxidative stress (Fig. 6F).

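*katG* and *katE*, the catalase genes, and *ahpC* and *ahpF*, the alkyl hydroperoxide reductase genes, were not called in tgt_LB/WT_LB after median-centring. As deposited *katG*, *ahpC* and *ahpF* were higher, with *katG* (log2FC 0.00, SE 0.14, adjusted p = 1, and 0.67, adjusted p = 0.0026, as deposited), *ahpC* (log2FC -0.17, SE 0.19, adjusted p = 0.53, and 0.51, adjusted p = 0.024, as deposited) and *ahpF* (log2FC -0.04, SE 0.12, adjusted p = 0.81, and 0.63, adjusted p = 0.00047, as deposited). *katE* did not pass on either scale, at 5.01 ± 0.3 RPKM (SD, n = 3) in WT_LB and 7.19 ± 0.26 RPKM (SD, n = 3) in tgt_LB. The RPKM of *ahpC* was 4146 ± 92 RPKM (SD, n = 3) in WT_LB and 5899 ± 269.9 RPKM (SD, n = 3) in tgt_LB. *ahpC* lost its call as deposited without WT_LB replicate 2 or 3 or tgt_LB replicate 1 or 3 (log2FC 0.49 to 0.50). *katE* gained a call as deposited without tgt_Ni replicate 2 (log2FC 0.45).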

In our transcriptomic analysis, the *katG, katE, ahpC, and ahpF* genes were not differentially expressed in the *tgt* mutant in LB. Accordingly, the protein levels of KatG, AhpC, and AhpF were unchanged in the *tgt* mutant compared to the WT. This observation indicates that the absence of Q in tRNA possibly affects another system involved in the protection from or generation of oxidative stress in the cell.

Knowing that a possible consequence of increased hydroxyradicals is the generation of DNA lesions,^96,98^ we tested the sensitivity of the *tgt* mutant to the alkylating agent MMS, and found the *tgt* mutant slightly more sensitive than the WT strain (Fig. S8A in Supplemental file 1). This phenotype was rescued by overexpression of the *tgt* gene in trans (pTGT) (Fig. S8B). To confirm the DNA damage in the cell, we quantified a few DNA oxidation products in the WT and *tgt* mutant strains. Our measurements showed no significant differences in the levels of the analyzed DNA damage products (Fig. S9 in Supplemental file 1) and we concluded that, although there may be elevated ROS in the mutant, this is not causing an increase in the steady-state level of DNA damage products.

### Loss of *tgt* makes *E. coli* more sensitive to aminoglycosides

A few links between Q biosynthesis genes and antibiotics treatment have been already observed. A TnSeq fitness study showed that, in organisms like *Pseudomonas simiae* and *Desulfovibrio vulgaris*, insertions in the Q related genes *tgt, queC, queF*, and *gluQ* are usually detrimental to the growth phenotype under gentamicin stress^67^ [dataset] (https://fit.genomics.lbl.gov/cgi-bin/orthCond.cgi?expGroup=stress&condition1=Gentamicin%20sulfate%20salt). The expression levels of *yhhQ* were increased in *E. coli* exposed to sublethal doses of ampicillin.^99^ And, in *A. baumannii*, levels of the QueC protein were found increased under imipenem exposure, what the authors speculate could help avoid adverse effects on translational fidelity under an antibiotic stress response.^100^

Since tRNA modifications directly affect translation, and antibiotics also affect translation in many different ways,^101^ we tested the *tgt* mutant response to antibiotics from different categories. Sensitivity to different concentrations of antibiotics under minimum inhibitory concentration was tested. The sensitivity to spectinomycin and ampicillin was tested in a range of concentrations, but no difference in sensitivity between WT and *tgt* mutant was observed (Fig. 7A and B). The *tgt* mutant shows higher sensitivity to streptomycin (4 μg/ml) and to gentamycin (1 μg/ml) when compared to the WT strain (Fig. 7C and E), and the growth curve pattern for the two antibiotics is the same. This phenotype was partially complemented by the overexpression of the *tgt* gene from the pTGT plasmid (Fig. 7D and F).

**Fig. 7:**
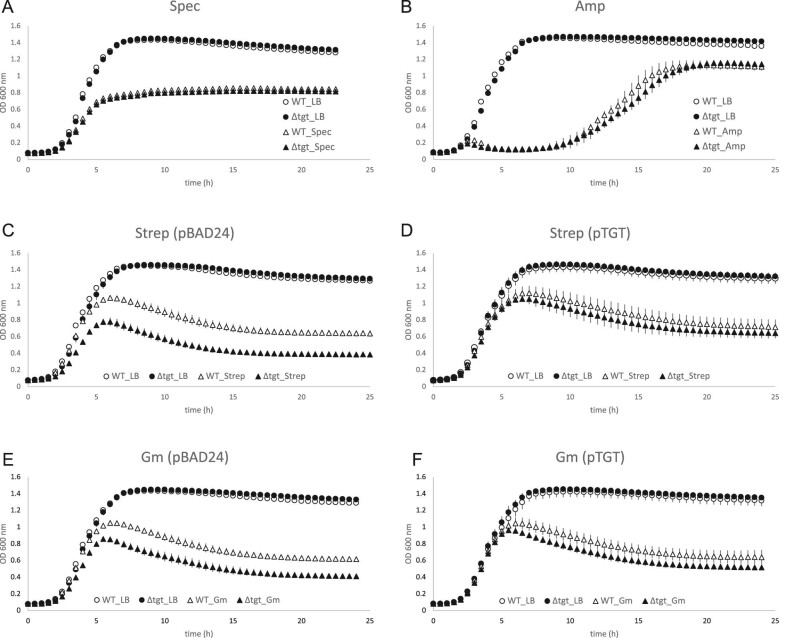
*E*scherichia *coli* Δ*tgt* antibiotics phenotypes. Growth curves of WT and Δ*tgt* strains monitored in Bioscreen C Analyzer at 37°C with constant shaking. Error bars showing standard deviation for five biological replicates. (A–F) In the same graph, curves are shown for growth in LB only and in LB supplemented with a specific antibiotic. (A and B) Strains not transformed with any plasmid. (A) Spectinomycin phenotype at 15 μg/ml Spec. (B) Ampicillin phenotype at 10 μg/ml Amp. (C and E) Strains transformed with pBAD24 (*tgt*^–^); (D and F) strains transformed with pTGT (*tgt*^+^). (C) Streptomycin phenotype at 4 μg/ml Strep. (B) Complementation of streptomycin phenotype by overexpression of *tgt* gene. (C) Gentamycin phenotype at 1 μg/ml Gm. (D) Complementation of gentamycin phenotype by overexpression of *tgt* gene. (C–F) Growth curves were generated in LB medium supplemented with 100 μg/ml ampicillin and 0.02% arabinose for maintenance and expression of plasmids.

Ampicillin is a penicillin beta-lactam antibiotic, whose bactericidal activity results from the inhibition of cell wall synthesis culminating in cell lysis.^102^ Spectinomycin, an aminocyclitol, is a translation inhibitor that does not cause misreading, and that has previously been used as a nonmisreading control.^103,104^ Aminoglycosides, such as streptomycin and gentamycin, cause translational misincorporation and misfolding of proteins.^104^ The fact that the Q absence confers higher sensitivity to streptomycin and gentamycin reinforces the findings by the Farabaugh group that Q absence affects translation accuracy.^23^

Because a connection between iron bioavailability and antibiotic efficacy has been observed,^87^ and because the *tgt* mutant shows a disturbance in its iron homeostasis response (downregulating iron import), we limited iron availability in the growth medium to observe if this would affect the streptomycin phenotype. Using plate assays in MA medium, WT and *tgt* mutant strains were exposed to 2 μg/ml streptomycin under iron-replete (supplemented with 0.001 g/l ammonium iron citrate, CAF) or iron-deplete (no CAF, supplemented with 100 μM of the iron chelator 2,2’-Bipyridyl, BIP) conditions. Under iron-replete condition (Fig. S10A), the increased sensitivity of the *tgt* mutant to streptomycin was confirmed, mainly between 10^–2^ and 10^–5^ dilutions. When iron was depleted with the cell-penetrating iron chelator (that binds unincorporated intracellular iron), the difference in sensitivity to the antibiotic was attenuated in the *tgt* mutant compared to the WT strain (Fig. S10B). This result reveals the importance of iron to the streptomycin sensitivity as well as a difference in intracellular iron levels between the WT and *tgt* mutant strains.

## Discussion

In the current study, we found, among other phenotypes, that the Q-deficient strain (*tgt* mutant) presented increased resistance to the transition metal nickel (Ni) in comparison to an isogenic WT strain. Through a transcriptomics study, the *tgt* mutant resistance to Ni was explained by a repression of the main Ni import system of the cell, the *nikABCDE* operon, even when Ni was not supplemented in the medium. In the *tgt* mutant, the repression of the *nikABCDE* operon seems to be part of a range of bioprocesses whose regulations were disturbed due to an oxidative stress like response. Gene expression regulation in the Q-deficient strain resembles a transition to higher O_2_ levels, with repression of the major regulators FNR and ArcA, and consequent alteration of their regulons causing, for instance, downregulation of nitrate and nitrite reductases and of hydrogenases, and de-repression of genes in the TCA cycle and cytochrome *bo* terminal oxidase complex. An expected consequence of increased aerobic metabolism in the cell is the generation of oxidative stress.^105^ We tested and confirmed that the *E. coli tgt* mutant is more sensitive to the oxidative stressors hydrogen peroxide (H_2_O_2_) and methyl viologen (Paraquat). Detection of ROS in the *tgt* mutant and in the WT strain revealed a slight increase in ROS levels in the mutant, both in the presence and absence of menadione. Finally, we showed that the deletion of the *tgt* gene from a strain prone to ROS accumulation (Hpx^–^) causes it to grow more poorly when anaerobic cultures are aerated.

Despite the evidence of increased ROS levels in the Q-deficient strain, classical responses to oxidative stress through OxyR and SoxRS^106^ were not triggered in the mutant. However, the regulation of other pathways and biological processes signal that a response to increased ROS is happening, including induction of aromatic (Tyr, Trp, Phe) and sulfur amino acids (Met), control of central metabolism (TCA cycle), cofactor synthesis and repair (balance of SUF and ISC systems), folding and refolding of proteins, and a strong control of iron homeostasis through induction of Fur.^107,108^ The regulation triggered by Fur activity is multifactorial, influencing many bioprocesses associated to resistance to oxidative stress such as activation of TCA cycle, induction of the iron superoxide dismutase *sodB* (through RyhB repression) and repression of iron import. Reducing the pool of available iron or limiting its reduction in the cell prevents the occurrence of Fenton and limits DNA damage.^86,96^ In the *tgt* mutant, DNA damage products were not detected and, therefore, we presume that the iron homeostasis control of the cell is sufficient to prevent the Fenton reaction and its severe consequences through hydroxyl radicals.

The Fe-S biosynthesis systems are usually described as ISC, for housekeeping maintenance of the cell, and SUF, induced during oxidative stress or low iron conditions.^109,110^ Despite the observed evidence of increased oxidative stress in the *tgt* mutant, we see an induction of the ISC system and repression of the SUF system, thus not an expected regulation during oxidative stress response. However, a similar regulation was observed in an *E. coli* strain laboratory-evolved to grow on 0.8 mM Paraquat (PQ),^108^ which presented, like the *tgt* mutant, higher expression of *iscRSUA* and *hscBA-fdx-iscX*, and downregulation of the *sufABCDSE* transcription unit. Palsson's group found that ISC is preferable over SUF under ROS stress when the rate of Fe-S cluster inactivation at IscU scaffolds remains below a certain threshold. In that case, a mutation was found at a Cys residue in IscR, what the group suggests could possibly hinder IscR's ability to incorporate 2Fe-2S and explains how the ROS-evolved strain deregulated ISC and SUF expressions.^108^ This could justify why, even with increased ROS levels in the *tgt* mutant, a classic OxyR or SoxRS response is not triggered. If in the *tgt* mutant, like in the strain adapted to increased ROS, the rate of Fe-S cluster inactivation at IscU scaffolds also remains below a certain threshold, this could explain the undetected imbalance in free iron and in Fe-S cluster levels, while still observing the streptonigrin phenotype and a repression of Fur regulated genes. A resultant mutation in IscR, hindering its ability to incorporate 2Fe-2S, could also explain the regulation pointing to an apparent apo-IscR in the *tgt* mutant. Thus, these possible events should be further investigated in the Q-deficient strain.

Previous studies have found connections between tRNA modification defects and oxidative stress both in eukaryotes and prokaryotes. The eukaryotic oxidative stress defects could be originated by different mechanisms as modifications, including Q, have been shown to be determinants for stress-induced ribotoxins.^111^ In some bacteria, such as *P. aeruginosa* PAO1, it has been shown that tRNA modifications like m^7^G46 play a regulatory role in the oxidative stress response by modulating the expression of *katA* and *katB* genes.^112^ In other bacteria, however, such as the Q-deficient *Streptococcus pneumoniae*^26^ and *E. coli* devoid of m^6^A37 in tRNA_1_Val(cmo^5^UAC) (*yfiC* mutant in^113^ or of s^2^U34 (*tusA* mutant in,^114^ no regulatory mechanism has been identified. It is interesting to note that in these last three cases the absence of the tRNA modification gives rise only to modest oxidative sensitivity phenotypes, similar to what we observed in the Q^–^  *E. coli* strain.

Many indirect mechanisms could be proposed to explain what occurs with the *tgt* mutant strain. However, when considering its main observed phenotypes being associated to metal, aminoglycosides, and oxidative stress, there is abundant fundament in the literature to correlate these events to translation. It has been shown that general translation defects caused by antibiotics or ribotoxins will trigger oxidative stress, mainly through the mistranslation of membrane proteins involved in the electron transfer chain machinery^115–117^ which can, in turn, create a negative feedback loop of protein damage and aggregation.^118^ In Fig. 8, we propose a mechanism for how tRNA modification deficiencies in general can cause oxidative stress defects, with poor translation accuracy and efficiency resulting in mistranslated and damaged proteins, which will originate carbonylated proteins, poor translation of membrane proteins, DNA stress, and ultimately oxidative stress. Regulatory mechanisms resulting from poor translation efficiency might occur with level changes of key proteins or regulators in stress responses. Therefore, considering the plausibility of the Q function in translation, the affected pathways of the *tgt* mutant identified in this study, and in light of the groundwork in the literature, we propose that the phenotypes observed in the *E. coli tgt* strain are a response to mistranslation. Nonetheless, further ribosome profiling experiments will be needed to rule out a more specific regulatory role for Q in this model organism.

**Fig. 8:**
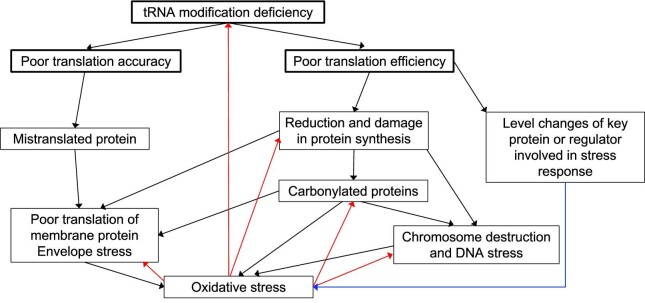
How tRNA modification deficiencies can cause oxidative stress defects. This scheme inspired by Figure 3 of [^115^] shows how changes in tRNA modification levels can affect the oxidative stress phenotypes and responses through different mechanisms. Black arrows show a relationship of cause and effect; red arrows emphasize feedback loops; and blue arrows show possible regulatory mechanisms.

## Supplementary Material

mfac065_Supplemental_Files

## Data Availability

The data underlying this article are available in the article and in its online supplementary material. For high throughput data: RNAseq scripts are available at https://github.com/vdclab/RNAseq-analysis RNAseq raw data (fastq files) and processed data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE181239. Available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE181239 Proteomics data was uploaded to the CHORUS database under ID 3655. Available at https://chorusproject.org/anonymous/download/experiment/2a0b77c87014485a993df01e7744a5a6

# Supplementary material for: The absence of the queuosine tRNA modification leads to pleiotropic phenotypes revealing perturbations of metal and oxidative stress homeostasis in Escherichia coli K12
**Source:** Metallomics. 2022 Sep 9;14(9):mfac065. doi: 10.1093/mtomcs/mfac065
**Supplement:** mfac065_Supplemental_Files

Supplemental file 1

Supplemental Methods

Bulk tRNA Purification and Q Detection for tRNA^{Asp}_{GUC}

E. coli WT and *tgt* mutant strains were grown at 37 °C, 200 rpm, in 100 mL of LB medium under nickel (1.5 and 2.0 mM NiCl₂) and streptomycin (4 µg/mL Strep) stress. Approximately 5 mL of cell culture were collected at different time points (2-30 h) and cell pellets were harvested by centrifugation at 1,800 g for 15 min at 15 °C. A similar assay was performed in nickel only (1.5 and 2.0 mM NiCl₂) and cells were harvested during and after three 24h-passages in these conditions.

Detection of the presence of Q in tRNA was adapted from a protocol developed by Igloi and Kossel (Igloi & Kössel, 1985) and described in detail by Zallot et al. (Zallot, Yuan, et al., 2017). Briefly, bulk tRNAs were prepared from cell pellets, resuspended in 1 mL of Trizol (Thermo Fisher Scientific) and small RNAs were extracted using Purelink miRNA Isolation kit (Thermo Fisher Scientific). Bulk tRNAs were deacylated by incubation in 100 mM Tris-HCl (pH 9) for 30 min at 37 °C. Then tRNAs were precipitated using ammonium acetate, isopropanol, and linear polyacrylamide as a carrier. The obtained pellet was washed with 70% ethanol, dried in a Vacuum Concentrator System (Labconco) and resuspended in RNase free water. Per lane, 200 ng of tRNAs were resuspended in RNA Loading Dye (NEB) and loaded onto a denaturing 8 M urea, 8% polyacrylamide gel (Thermo Fisher Scientific) containing 0.5% of 3-(Acrylamido)phenylboronic acid (Sigma-Aldrich). The migration was performed at 4 °C in 40 mM Tris, 20 mM acetic acid, and 1 mM EDTA pH 8.3 (1X TAE - Sigma-Aldrich). Migrated tRNAs were transferred onto a Biotodyne B Nylon membrane (Thermo Fisher Scientific) at 4 °C for 90 min. The membrane

was baked in an oven for 30 min at 80 °C, and then ultraviolet (UV) irradiated in a UV Crosslinker (Fisher FB-UVXL-1000, Thermo Fisher Scientific) at a preset UV energy dosage of 120 mJ/cm². tRNA^{Asp}_{GUC} was detected with the North2South Chemiluminescent Hybridization and Detection Kit (Thermo Fisher Scientific, Waltham, MA, USA). The initial membrane blocking was realized with DIG Easy Hyb (Roche, Basel, Switzerland). Hybridization was done at 60°C, while using the specific biotinylated primer for tRNA^{Asp}_{GUC} (Zallot, Yuan, et al., 2017) (50-biotin-CCCTCGGTGACAGGCAGG-30) at 0.3 µM final. The blot was exposed to X-Ray film (Thermo Scientific, CL-X Posure Film) for 5-30 min and the films were developed using a film processor (Konica QX-60A, Tokyo, Japan).

Determination of Free Iron Concentration

Free iron concentration was determined following the protocol by James Imlay (Keyer & Imlay, 1996). Biological triplicates of overnight cultures of WT and *tgt* mutant strains were subcultured in LB medium, grown at 37 °C, 200 rpm to reach an OD₆₀₀ of 0.90-0.97. Cells were collected by centrifugation of 250 mL at 10,000 g, 10 °C, 20 min (Sorvall GS-3 SLA-3000) and then resuspended in 10 mL of pre-warmed LB medium containing 10 mM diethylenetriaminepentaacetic acid (DTPA) and 20 mM desferrioxamine (DFO). The suspension was incubated at 37°C, shaking at 200 rpm for 15 minutes. DTPA blocks further iron import during this period while DFO penetrates cells, binds ferrous iron and, in the presence of oxygen, oxidizes the iron to the ferric form. Usually, ferric iron, but not ferrous iron, is visible by perpendicular mode X-band EPR. Therefore, this method quantifies any iron that DFO can bind in the cell. After

centrifugation (3,000 g, 4°C, 15 min), the pellet was washed twice with ice-cold 20 mM Tris-HCl (pH 7.4) and finally resuspended in ice-cold 20 mM Tris-HCl (pH 7.4) containing 10% glycerol. 400 µL of sample was added into a quartz EPR tube (4×5 mm ID×OD) and immediately frozen on dry ice. A standard curve was prepared with iron(III) chloride hexahydrate ($\text{FeCl}_3 \cdot 6\text{H}_2\text{O}$) in 20 mM Tris-Cl pH 7.4, 10% glycerol, 1 mM desferrioxamine. OD_{420} of each dilution was measured and the extinction coefficient ($2865 \text{ M}^{-1} \text{ cm}^{-1}$ for Fe/DFO) used to calculate the actual iron concentration.

EPR spectra were recorded on a Bruker Elexsys E500 instrument using an Oxford ESR900 cryostat. Unless otherwise noted, the temperature was set to 35 K. A Bruker ER4116-DM dual mode resonator was used in perpendicular mode. The microwave frequency was 9.41 GHz at 2 mW of power. The modulation frequency was 100 kHz and the modulation amplitude 10 G. To reduce spectral noise, eight scans were averaged for each spectrum. The quantitative assessment of the Fe(III) content of the biological samples was performed by comparing the EPR intensity with the standard curve. Calculations of intracellular iron concentration were made by normalizing iron measurements to intracellular volume, using the conversion that 1 mL of 1 OD bacteria collectively contains 0.5 µL of cytosol.

Beta-galactosidase assays

Beta-galactosidase assay method was adapted from (Miller, 1972; Zhang & Bremer, 1995). Biological triplicates of *E. coli* strains were grown overnight in LB medium at 37 °C, shaking at 200 rpm. Saturated cultures were diluted to OD_{600} of 0.05 in LB medium and grown to reach early exponential phase (about 2 h at 37 °C, 200 rpm). Per

sample, 0.5 mL culture were added by 0.5 mL of Z Buffer (0.06 M Na₂HPO₄, 0.04 M NaH₂PO₄, 0.01 M KCl, 0.001 M MgSO₄, pH 7.0, added by β-mercaptoethanol 0.27 mL for 100 mL), 100 μL chloroform, 50 μL 0.01% SDS, vortexed for 30 s, and incubated at 30 °C for 20 min. After permeabilization, 0.2 mL of o-nitrophenyl-β-D-galactopyranoside (ONPG) was added per sample and reaction happened at 30 °C until the development of yellow color was observed. Reaction was stopped with 0.5 mL of 1 M Na₂CO₃ and samples were centrifuged at 25,000 g for 1 min at ambient temperature. The absorbance of the upper phase (200 μL) was read at 420 nm and 550 nm. Beta-galactosidase activity, in Miller units, was calculated according to the formula: $1000 \times [A_{420} - (1.75 \times A_{550})] / (\text{vol. of culture in mL} \times \text{minutes of reaction} \times A_{600})$. All strains used for beta-galactosidase assays are described in Supplemental File 1, Table S1.

Quantification of DNA damage products

Using an adaptation of the analytical method described by Taghizadeh et al. (Taghizadeh et al., 2008), the genomic DNA of *E. coli* WT and *tgt* mutant strains, in biological triplicates, was extracted by the phenol-chlorophorm method (Thiaville et al., 2016) and used to quantify the following DNA oxidation products: N²-carboxymethyl-2'-deoxyguanosine (CMdG), 8-oxo-2'-deoxyguanosine (8oxodG), 1,N⁶-etheno-2'-deoxyadenosine (1,N⁶-εdA), and 1,N²-etheno-2'-deoxyguanosine (1,N²-εdG). 50 μg genomic DNA was reconstituted in 10 mM Tris-HCl buffer pH 7.9, 1 mM MgCl₂, 10 μg/ml coformycin, 50 μg/ml tetrahydrouridine, 1 mM desferrioxamine, and 1 mM butylated hydroxytoluene and digested with 10 U benzonase, 5 U DNase I, 17 U Alkaline phosphatase, 0.1 U phosphodiesterase I. Then, the mixture of isotope labeled standards

containing 0.4 pmol [$^{15}\text{N}_5$]-N²-CMdG, 0.5 pmol [$^{15}\text{N}_5$]-8-oxodG, 30 fmol [$^{13}\text{C}_{10}$]-1,N²- ϵ dG, and 15 fmol [$^{15}\text{N}_3$]-1,N⁶- ϵ dA was spiked immediately after addition of the enzymes. The digestion was allowed to occur for 12 h at 37 °C. The reaction was passed through 10 kDa exclusion filter to remove proteins. The collected filtrates were evaporated and reconstituted in water and a portion analyzed by LC-ESI-MS/MS using an Agilent 1290 series HPLC system interfaced with an Agilent 6490 triple quadrupole mass spectrometer. Samples were resolved on a Kinetex EVO C18 column (2.6 μm , 2.1 $\times$ 150 mm, Phenomenex), using 0.1% formic acid in water (solvent A) and acetonitrile (solvent B) delivered at 0% B for 2 min; increased to 16% B for 15 min; increase to 80% B in 1 min and hold at 80% B for 5 min; decrease to 0% B in 1 min and re-equilibrated for 5 min. The flow rate used is 0.400 mL/min. The effluent from the first 1 min from the LC system was diverted to waste to minimize the contamination of the ESI source. The MS was operated in the positive ion mode. Operating parameters were as follows: ESI capillary voltage, 4000 V; gas temperature, 200 °C; drying gas flow, 12 L/min; nebulizer pressure, 30 psi. Samples were analyzed in multiple reaction monitoring (MRM) mode, with the following transitions: m/z 326 $\rightarrow$ 210 for N²-CMdG and m/z 331 $\rightarrow$ 215 for [$^{15}\text{N}_5$]-N²-CMdG; m/z 284 $\rightarrow$ 168 for 8-oxodG and m/z 289 $\rightarrow$ 173 for [$^{15}\text{N}_5$]-8-oxodG; m/z 276 $\rightarrow$ 160 for 1,N⁶- ϵ dA and m/z 279 $\rightarrow$ 163 for [$^{15}\text{N}_3$]-1,N⁶- ϵ dA; m/z 292 $\rightarrow$ 176 for 1,N²- ϵ dG and m/z 302 $\rightarrow$ 181 for [$^{13}\text{C}_{10}$]-1,N²- ϵ dG. Calibration curves for the labeled and unlabeled forms were constructed by plotting the MRM signal ratios between the labeled and unlabeled forms against their corresponding concentration ratios. Quantitation in each sample was

achieved using the MRM signal ratio between analyte of interest and its isotope-labeled internal standard and the response curve.

Supplemental Results

The Ni²⁺ resistance phenotype is not caused by accumulation of Q precursors

To investigate if the nickel resistance phenotype of the Δ *tgt* mutant was caused by the accumulation of Q precursors (preQ₀ and preQ₁) and not by the absence of Q in tRNA, we analyzed the resistance to nickel stress of strains deleted for the genes *queD* and *yhhQ*, involved in the synthesis and salvage of Q precursors, respectively (Hutinet et al., 2017; Zallot, Yuan, et al., 2017). These mutants grew similarly to the WT strain in LB medium (data not shown). When exposed to 2.5 mM NiCl₂, the Δ *queD* Δ *tgt* and Δ *yhhQ* Δ *queD* Δ *tgt* mutants were as resistant as the Δ *tgt* mutant (Figure S1 A and B), confirming that the nickel phenotype is not caused by the accumulation of Q precursors in the cell, but by the absence of Q in tRNA. A Δ *queD* mutant was found to be as sensitive as the WT strain (Figure S1 C). However, these experiments were performed in LB medium, that might contain the Q precursor, which can be salvaged in an *yhhQ*⁺ strain (Yuan et al., 2019).

Fur and iron levels are not altered in the *tgt* mutant

Because Fur is activated by Fe²⁺ (Seo et al., 2014), the observed expression profiles could be a result of overexpression of Fur and/or increased intracellular iron levels. No differences in the levels of the *fur* gene expression were observed in the *tgt*

mutant (Supplemental file S2) and no differences in protein levels were observed by Western blot analysis using anti-Fur antibodies (Figure S5 A). We then tested if the *ryhB* promoter (P_{ryhB}) was repressed in the *tgt* mutant by using a beta-galactosidase assay, measuring the activity of the enzyme expressed from a fusion of the *ryhB* promoter (P_{ryhB}) inserted upstream of the *lacZ* gene at the original lac site. Despite the strong evidence of *ryhB* repression seen in the RNA-seq transcriptomics data, no difference in promoter activity between WT and *tgt* mutant was observed in the beta-galactosidase assay (Figure S5 B). To investigate if intracellular iron levels were increased in the *tgt* mutant, we tested the strains sensitivity to streptonigrin (SNG), and also measured intracellular iron levels using Electron Paramagnetic Resonance (EPR). Streptonigrin is an iron-activated antibiotic; therefore, high iron-levels will result in stronger sensitivity to this antibiotic (Ezraty & Barras, 2016). Results show that the *tgt* mutant is slightly more sensitive than WT to 0.75 $\mu\text{g/mL}$ SNG (Figure S5 C). Although subtle, this phenotype is consistent through repeated experiments and it was complemented by the overexpression of the *tgt* gene in trans. However, the difference in iron levels that might be causing this phenotype could not be detected by EPR. The EPR experiment measured the combined levels of intracellular Fe^{2+} and Fe^{3+} in the WT and *tgt* mutant strains grown in LB medium, in triplicates. This experiment was repeated twice with similar results, with no significant difference in free iron levels between the WT and the *tgt* mutant (Figure S5 D).

No Fe-S cluster imbalance was observed in the *tgt* mutant

In order to test if there was an imbalance in Fe-S cluster levels in the *tgt* mutant, we measured the activities of promoters regulated by Fe-S proteins. *E. coli* strains, with

and without the *tgt* gene, carrying the *lacZ* reporter gene fused to three different promoters, were tested by beta-galactosidase activity assay. The *iscR* promoter (P_{iscR}) is repressed by Fe-S bound IscR (Vinella et al., 2013); the *hmpA* promoter (P_{hmpA}) is repressed by the Fe-S bound form of NsrR (Vinella et al., 2013); and the *ydfZ* promoter (P_{ydfZ}) is activated by the Fe-S bound form of FNR (Roche et al., 2015). The strain containing the *P_{ydfZ}-lacZ* fusion has a mutated version of *fnr* ($\Delta 2-15$) whose FNR activity is more stable to O₂ than the WT protein. We found no expressive difference between WT and the *tgt* mutant regarding any of the promoter activities (Figure S6). There was a small difference for the P_{hmpA} , where the WT activity was 4.8 Miller units higher ($P < 0.05$) than in the *tgt* mutant. However, because this was a small difference, and not confirmed by the other strains, we concluded that there was no Fe-S cluster imbalance in the *tgt* mutant that could be detected by this method.

Investigation of DNA damage in the *tgt* mutant

Hydroxyl radicals can oxidize the ribose or the base moieties of a DNA molecule and cause DNA lesions (Mendoza-Chamizo et al., 2018; van Houten et al., 2018). Because of the observed oxidative stress phenotypes and detected increase in ROS, we tested the sensitivity of the *tgt* mutant to methyl methane sulfonate (MMS), a classical S_N2-type alkylating agent (Baek et al., 2009; Sikora et al., 2015). Between 0.045% and 0.065% MMS concentrations, the *tgt* mutant was found slightly more sensitive than the WT strain (Figure S8). This phenotype was rescued by overexpression of the *tgt* gene in trans (pTGT).

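*mfd*, the factor that couples repair to transcription, and *xthA*, exonuclease III, rose in tgt_LB/WT_LB. *mfd* went from 51.4 ± 5.55 RPKM (SD, n = 3) to 172 ± 18 RPKM (SD, n = 3), and *mfd* (log2FC 1.05, SE 0.14, adjusted p = 0.00043, and 1.72 as deposited) rose with *xthA* (log2FC 0.68, SE 0.14, adjusted p = 0.0031, and 1.36 as deposited). *ogt*, a methyltransferase of alkylated DNA, and *rusA*, a Holliday junction resolvase of a prophage, were lower after median-centring only, with *ogt* (log2FC -0.44, SE 0.14, adjusted p = 0.028, and 0.23, adjusted p = 0.14, as deposited) and *rusA* (log2FC -0.62, SE 0.15, adjusted p = 0.0083, and 0.05, adjusted p = 0.77, as deposited). *rusA* was at 2 ± 0.013 RPKM (SD, n = 3) and 2.12 ± 0.21 RPKM (SD, n = 3), among the lowest values of the table. *ogt* lost its call after median-centring without WT_LB replicate 2 or 3 or tgt_LB replicate 2 (log2FC -0.40 to -0.36). *ogt* and *rusA* were not called after median-centring with the place in the sample sheet as a term.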

Transcriptomics analysis of the *tgt* mutant grown in LB medium, shows that a few genes related to DNA repair are up-regulated (such as *mfd*, *xthA* and *mutM*) while others are down-regulated (like *ogt* and *rusA*) (Supplemental file 2). Interestingly, the protein levels of two of the main enzymes responsible for repair of DNA lesions, PolB and AlkB (Berardini et al., 1999; Mielecki & Grzesiuk, 2014), are increased in the total extract of the *tgt* mutant (Table 3 in main text). *MutM*, is one of the genes with discordant RNAseq and proteomics expression results, with up-regulated gene expression ($\log_2FC$ 2.36) and reduced protein levels ($\log_2FC$ -1.07) (Table 3 and Table 4). MutM works in the base excision repair (BER) pathway to repair the 8-oxoG type of free radical induced DNA lesions, one of the most common lesions produced by $HO^\bullet$ (Mendoza-Chamizo et al., 2018; van Houten et al., 2018).

To test the hypothesis that increased oxidative stress in the *tgt* mutant leads to DNA damage, we used isotope labeled standards measured by LC-ESI-MS/MS to quantify the following DNA oxidation products in the WT and *tgt* mutant strains: N²-carboxymethyl-2'-deoxyguanosine (CMdG), 8-oxo-2'-deoxyguanosine (8-oxodG), 1,N⁶-etheno-2'-deoxyadenosine (1,N⁶- ϵ dA), and 1,N²-etheno-2'-deoxyguanosine (1,N²- ϵ dG). Our measurements showed no significant differences in the levels of the analyzed DNA damage products between the *tgt* mutant and WT cells (Figure S9). We conclude that, although there may be elevated ROS in the mutant, this is not causing an increase in the steady-state level of DNA damage products.

Supplemental Figures

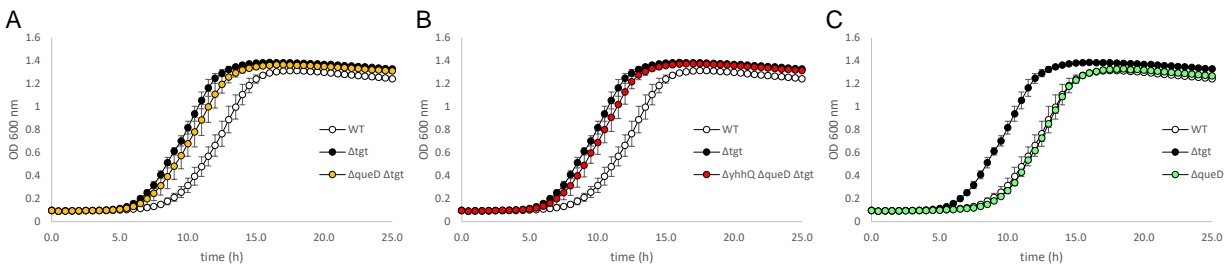

Figure S1. Nickel phenotype of *E. coli* mutants for genes involved in the synthesis and salvage of Q precursors. Growth of *E. coli* WT, Δtgt (no Q in tRNA but accumulation of preQ₀ and preQ₁ precursors), $\Delta\text{queD } \Delta\text{tgt}$ (no Q in tRNA and no synthesis, but salvage of preQ₀ and preQ₁ precursors), $\Delta\text{yhhQ } \Delta\text{queD } \Delta\text{tgt}$ (no Q in tRNA, neither synthesis nor salvage of preQ₀ and preQ₁ precursors) and ΔqueD (no synthesis, but salvage of preQ₀ and preQ₁ precursors) strains monitored in Bioscreen C Analyzer at 37°C with constant shaking. Error bars showing standard deviation for biological triplicates. Growth was performed in LB medium supplemented with 2.5 mM NiCl_2 .

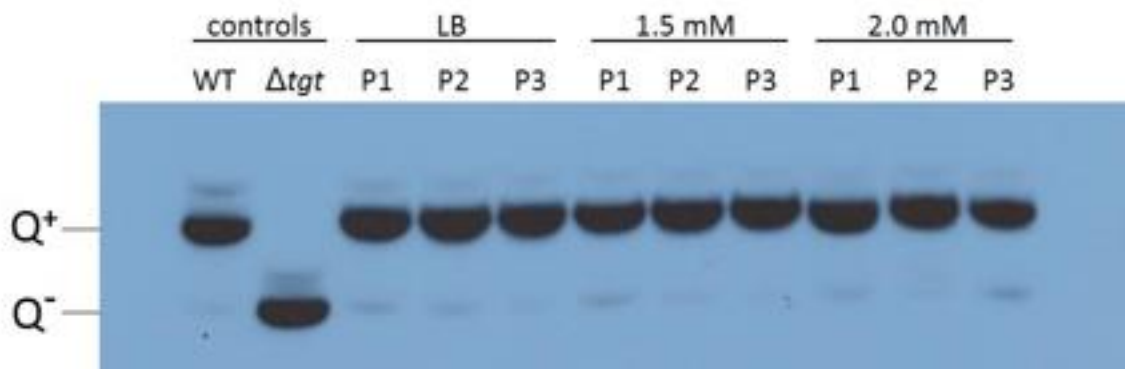

Figure S2. Detection of Q modification levels in tRNA^{Asp_{GUC}} under nickel exposure. *E. coli* MG1655 bulk tRNAs were collected after 24-hour passages and separated in an 8 M urea, 8% polyacrylamide gel containing 0.5% 3-(acrylamido)phenylboronic acid and then transferred to a nylon membrane. The transferred tRNAs were probed with a

biotinylated primer, and visualized by chemiluminescence. tRNAs modified with Q (Q⁺) migrate slower than unmodified tRNAs (Q⁻), as illustrated with tRNA from wild-type (WT) and Δtgt grown in Luria-Bertani (LB - positive and negative control, respectively). Samples of WT strain were collected after passages in LB only and LB supplemented with 1.5 or 2.0 mM NiCl₂. P1, passage day 1; P2, passage day 2; P3, passage day 3.

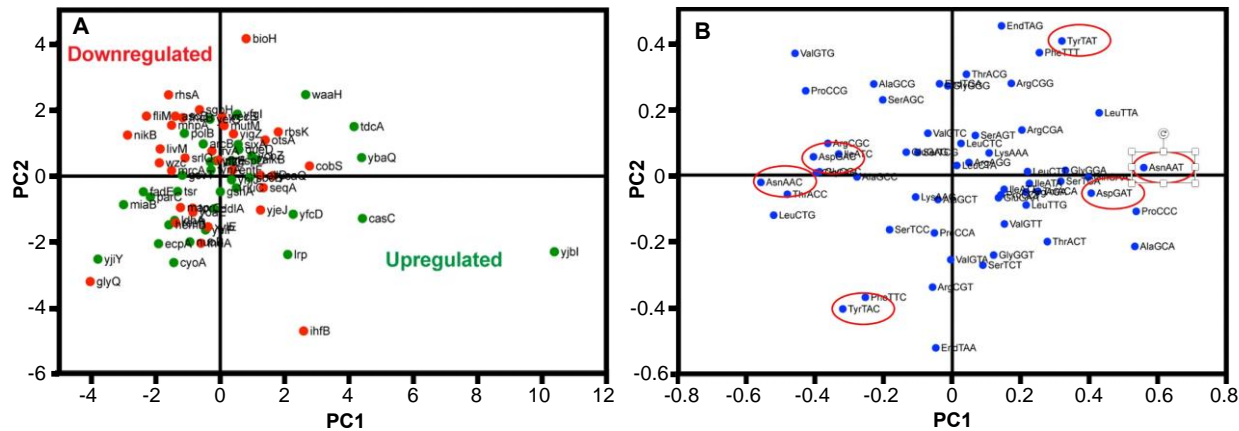

Figure S3. Principal components analysis (PCA) of Q-dependent protein changes and codon usage in the *E. coli* *tgt* mutant compared to wild-type. The graphs show the (A) scores and (B) loading plots for PCA analysis of codon usage values for the top 37 up- and 33 down-regulated proteins in the *E. coli* *tgt* mutant compared to wild-type. Red circles denote Q-dependent codons; His codons are not clearly resolved in the plot and not indicated with red circles.

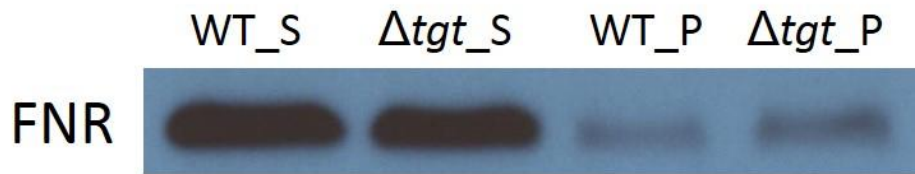

Figure S4. Expression of endogenous FNR protein in WT and *tgt* *E. coli* strains. Cell cultures were collected at early exponential phase (OD₆₀₀ ~0.6) and protein extracts prepared using a French Press followed by ultracentrifugation. Western blot was performed in PVDF membrane with detection of FNR proteins by rabbit anti-FNR

antibodies. WT, wild-type; Δtgt , *tgt* mutant; S, soluble fraction; P, aggregate (“pellet”) fraction; FNR, fumarate and nitrate reduction regulatory protein.

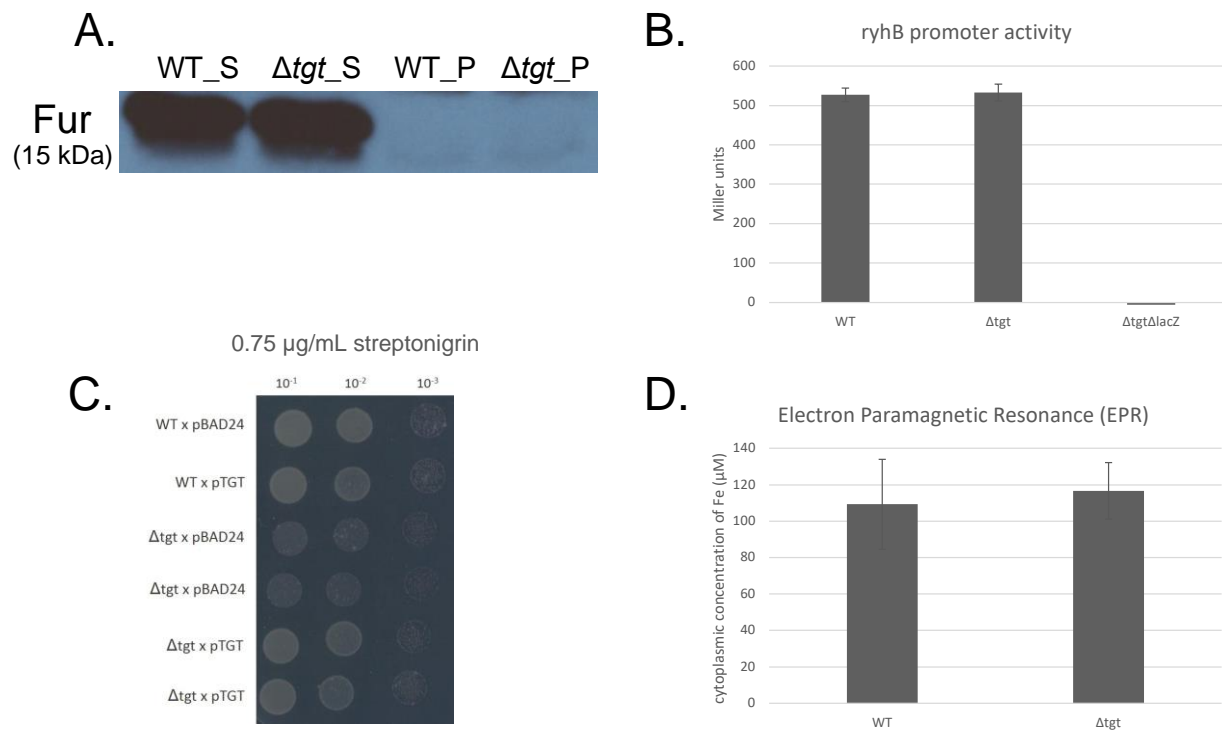

Figure S5. Investigation of Fur regulation and iron levels in the *tgt* mutant. A, Western blot of *E. coli* WT and *tgt* mutant soluble (S) and insoluble (P) protein extracts using anti-Fur antibodies. B, β -galactosidase activity assay of *lacZ* gene fused to the *ryhB* promoter (inserted at the original *lac* site) expressed in WT and *tgt* strains; $\Delta tgt \Delta lacZ$ strain does not express the fusion and was included as a negative control. Error bars representing five biological replicates. C, sensitivity to the iron-activated antibiotic streptonigrin. WT and *tgt* strains transformed with pBAD24 or pTGT (*tgt* cloned into pBAD24). Drops from serially diluted cultures in MA medium supplemented with 0.75 $\mu\text{g/mL}$ streptonigrin, 100 $\mu\text{g/mL}$ ampicillin, 0.02% arabinose. D, Electron Paramagnetic Resonance (EPR) for detection of combined levels of intracellular Fe²⁺ and Fe³⁺ in *tgt* and WT strains grown in LB medium. Error bars representing biological triplicates.

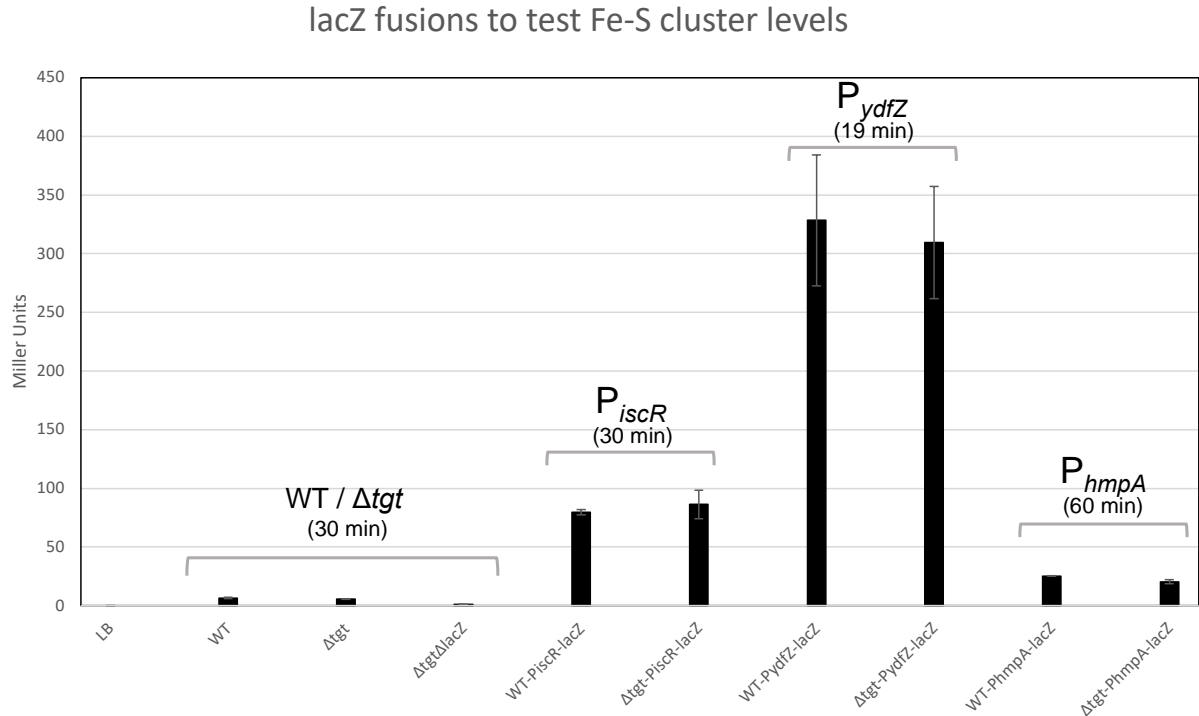

Figure S6. Investigation of Fe-S cluster imbalance in the Q^- strain. Beta-galactosidase activity assay of *lacZ* gene fused to the promoters P_{iscR} (repressed by holo-IscR), P_{ydfZ} (activated by the Fe-S bound form of FNR), and P_{hmpA} (repressed by the Fe-S bound form of NsrR) in WT and Δtgt strains. Strains not containing the *lacZ* fusions were used as controls; WT and Δtgt contain the regular *lacZ* gene while $\Delta tgt \Delta lacZ$ does not. Error bars representing three biological replicates.

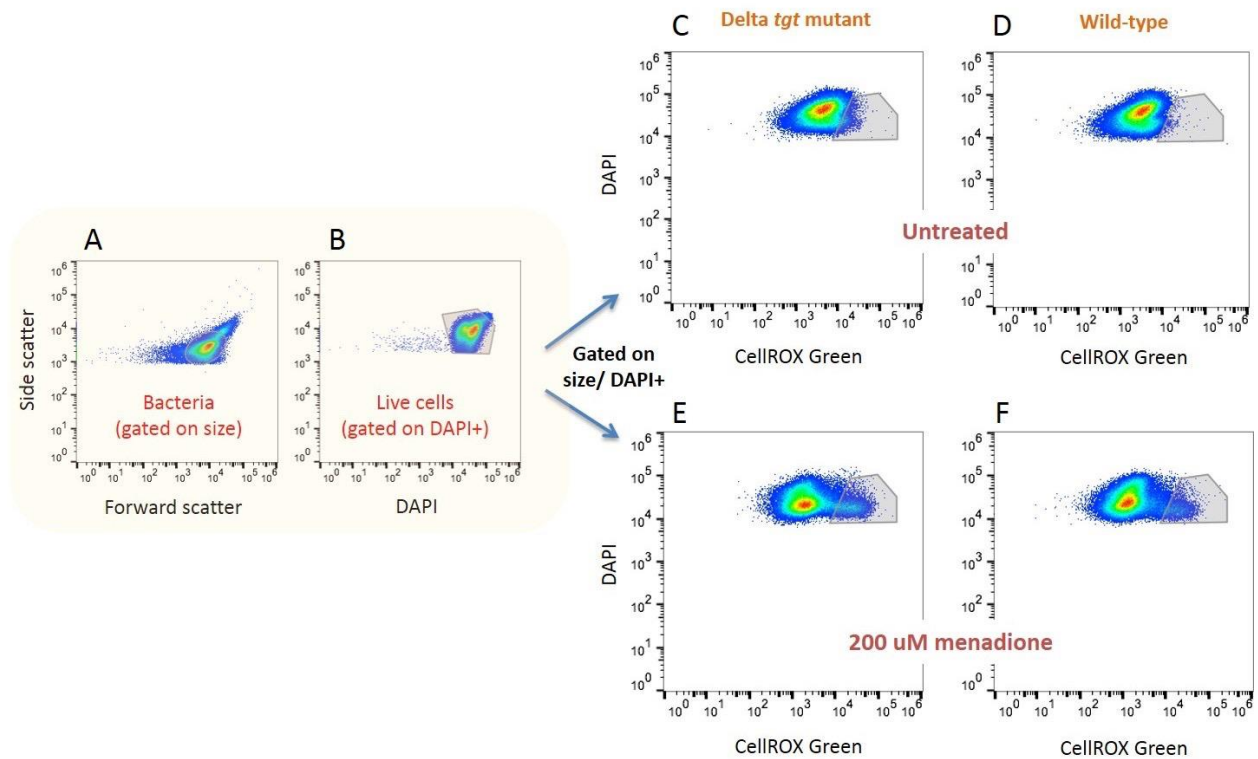

Figure S7. Detection of ROS levels by flow cytometry coupled with fluorescent dye. Representative contour plots of the gating scheme of *E. coli* K-12 MG1655. **A** and **B**, selection based on size and DAPI staining, respectively. **C**, **D**, **E**, **F**, cells selected for dye reactivity (CellROX Green). **C** and **D**, *tgt* mutant and wild-type untreated cells. **E** and **F**, *tgt* mutant and wild-type cells treated with menadione.

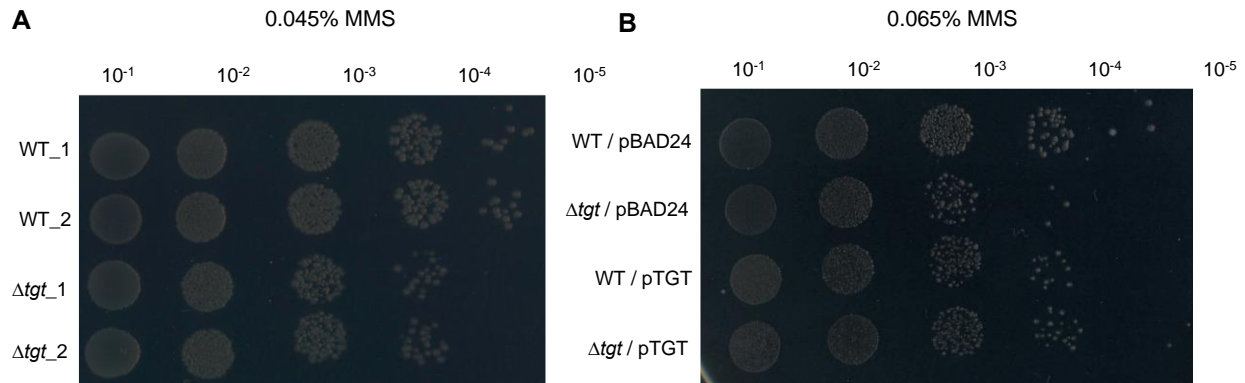

Figure S8. Sensitivity to methyl methane sulfonate (MMS). **A**, WT and *tgt* strains, in biological duplicates, grown in LB medium supplemented with 0.045% MMS for 20 h at 37°C. **B**, WT and *tgt* strains transformed with pBAD24 or pTGT (*tgt* cloned into pBAD24) grown in LB medium supplemented with 0.065% MMS, 100 µg/mL ampicillin and 0.02% arabinose for 20 h at 37°C. For the experiments, overnight cultures grown in LB medium (A) or LB supplemented with 100 µg/mL ampicillin (B) were diluted and grown to mid-exponential phase, then diluted to OD(A_{600nm}) 1.0, and 7 µL of 10-fold serial dilutions were spotted on the respective plates.

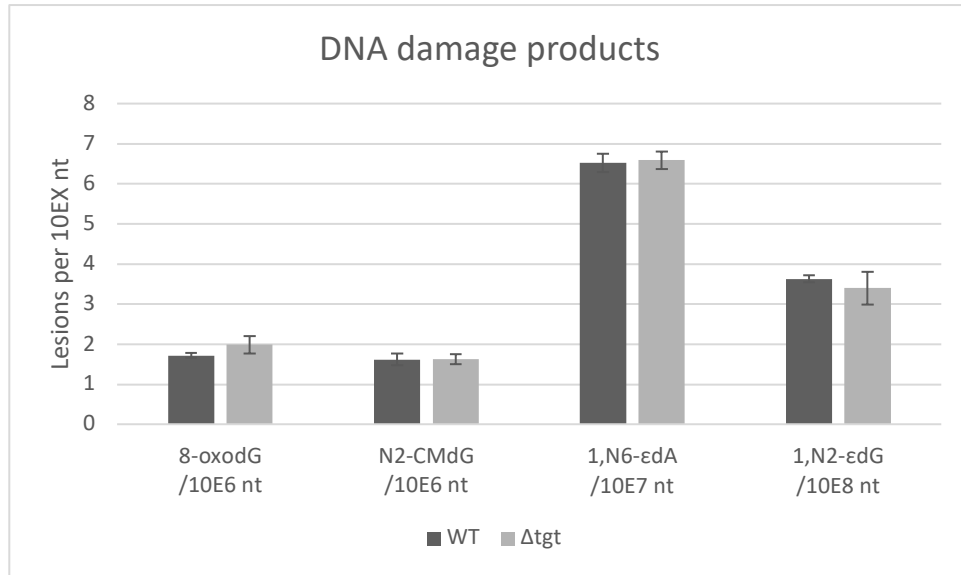

Figure S9. Quantification of DNA oxidation products. N²-Carboxymethyl-2'-deoxyguanosine (CMdG), 8-oxo-2'-deoxyguanosine (8-oxodG), 1,N⁶-etheno-2'-deoxyadenosine (1,N⁶-εdA), and 1,N²-etheno-2'-deoxyguanosine (1,N²-εdG) were quantified in genomic DNA from WT and *tgt* mutant strains using isotope labeled standards measured by LC-ESI-MS/MS. DNA was isolated from cells grown in LB medium to mid exponential phase. Data are depicted as mean ± SD for 3 experimental replicates.

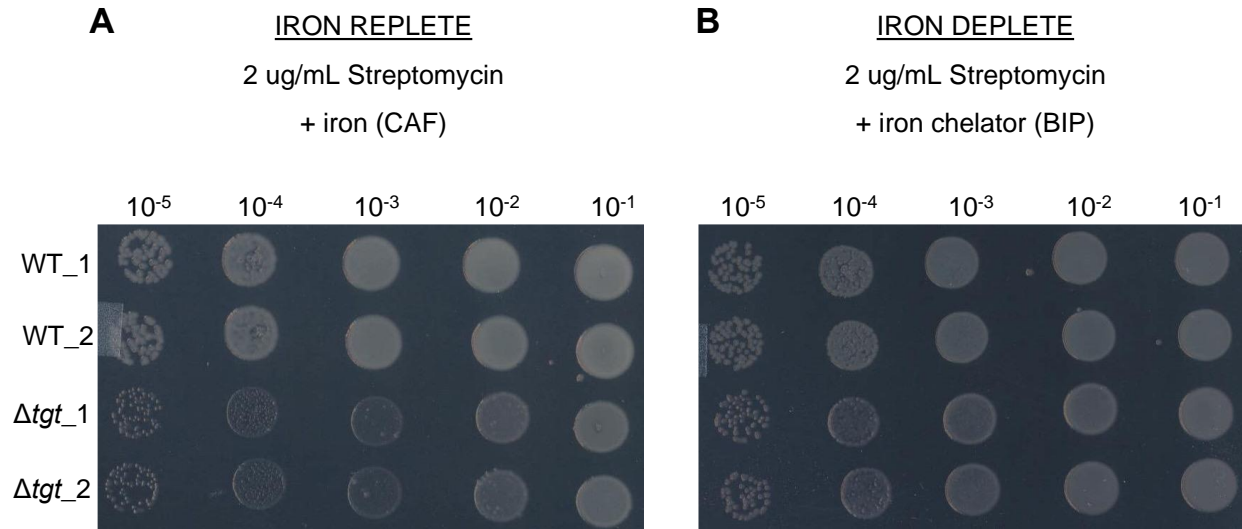

Figure S10. Attenuation of the *E. coli* Δ tgt streptomycin phenotype by addition of iron chelator. **A** and **B**, WT and *tgt* strains, in duplicates, grown at 37°C for 48 h in MA medium with double the regular MgSO₄ concentration (3.65 mM) and supplemented with 0.2% glycerol. **A**, iron replete condition: supplemented with 0.001 g/L of ammonium iron citrate (CAF). **B**, iron deplete condition: no added CAF and supplemented with 100 μ M of the iron chelator 2,2'-Bipyridyl (BIP). For the experiments, overnight cultures grown in MA medium supplemented with 0.001 g/L CAF were diluted to OD(A_{600nm}) 0.2 and grown for five hours (reaching optical density around 1.0). Cultures were normalized to the same OD and then 7 μ L of 10-fold serial dilutions were spotted on the respective plates.

Supplemental Tables

Table S1. Strains and plasmids used in this study

Name	Code	Genotype or characteristics	Reference
**Strains**			
MG1655	MG1655	F- λ -ilvG- rfb-50 rph-1	(Blattner et al., 1997)
BW25113	BW25113	[Δ (araD-araB)567 Δ (rhaD-rhaB)568 Δ lacZ4787 (::rrnB-3) hsdR514 rph-1]	(Grenier et al., 2014)
Δ tgt	VDC4548	As BW25113 plus Δ tgt::kan	this study
Δ tgt	VDC4561	As MG1655 plus Δ tgt::kan	this study
Δ tgt	LPO0126-<br>LPO0128	As MG1655 plus Δ tgt::kan	this study
Δ tgt Δ lacZ	VDC4560	As Δ tgt plus Δ lacZ	this study
Δ queD	VDC2043	As MG1655 plus Δ queD::kan	(Phillips et al., 2012)
Δ queD Δ tgt	LPO0120-<br>LPO0125	As MG1655 plus Δ queD Δ tgt::kan	this study
Δ yhhQ Δ queD Δ tgt	VDC4584	As MG1655 plus Δ yhhQ Δ queD Δ tgt::kan	this study
PryhB::lacZ	PM2230	PryhB-lacZ, mal::lacIq, Δ araBAD	A gift from Pierre Mandin
PryhB::lacZ Δ tgt	LPO0110-<br>LPO0112	As PM2230 plus Δ tgt::kan	this study
PiscR::lacZ	DV901	Δ lacZ PiscR::lacZ	(Vinella et al., 2013)
PiscR::lacZ Δ tgt	LPO0101-<br>LPO0103	As DV901 plus Δ tgt::kan	this study
PhmpA::lacZ	DV1301	Δ lacZ PhmpA::lacZ	(Vinella et al., 2013)
PhmpA::lacZ Δ tgt	LPO0107-<br>LPO0109	As DV1301 plus Δ tgt::kan	this study
PydfZ::lacZ	BR616	Δ lacZ145 λ - Pydfz-lacZ (SpecR) bla::(Δ 2-15)-fnr	(Roche et al., 2015)
PydfZ::lacZ Δ tgt	LPO0095-<br>LPO0097	As BR616 plus Δ tgt::kan	this study
Hpx ⁻	LC106	As MG1655 plus Δ (ahpC-ahpF') kan::'ahpF Δ (katG17::Tn10)1 Δ (katE12::Tn10)1	(Seaver & Imlay, 2004)
Δ tgt	LPO0140-<br>LPO0147	As MG1655 plus Δ tgt::cat	this study
Hpx ⁻ Δ tgt	LPO0148-<br>LPO0155	As Hpx ⁻ plus Δ tgt::cat	this study
GC10	GC10	F- mcrA Δ (mrr-hsdRMS-mcrBC) ϕ 80dlacZ Δ M15 Δ lacX74 endA1 recA1 Δ (ara, leu)7697 araD139 galU galK nupG rpsL λ - T1R	Gene Choice
**Plasmids**			
pBAD24	pBAD24	AmpR, ColE1, arabinose inducible promoter	(Guzman et al., 1995)
pTGT	pCH111	<i>E. coli</i> tgt gene inserted in pBAD24	(Hutinet et al., 2019)

Table S2. Oligonucleotide primers used in this study

Primer code	Primer name	Orientation	5' - 3' sequence
**Deletion of <i>tgt</i> gene**			
CH316	tgt_deletion_F	Fwd	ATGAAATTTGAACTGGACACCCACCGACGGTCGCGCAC<br>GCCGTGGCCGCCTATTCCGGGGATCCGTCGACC
CH317	tgt_deletion_R	Rev	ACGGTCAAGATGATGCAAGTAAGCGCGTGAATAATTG<br>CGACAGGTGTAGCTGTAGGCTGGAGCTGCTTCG
**To check absence of <i>tgt</i> gene**			
JMB93	tgt_ext_F	Fwd	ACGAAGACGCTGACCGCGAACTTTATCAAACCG
JMB94	tgt_ext_R	Rev	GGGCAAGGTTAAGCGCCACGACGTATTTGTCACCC
JMB95	tgt_int_F	Fwd	GAAATCATGAAACTGCACGGCGATCTGCAC
JMB96	tgt_int_R	Rev	GCAAGTAAGCGCGTGAATAATTGCGACAGG
**To amplify <i>fnr</i> from WT and <i>tgt</i> mutant strains**			
LPO21	fnr_F	Fwd	AATTACGGCTTGAGCAGACC
LPO22	fnr_R	Rev	AAGGATAGTGAGTTATGCGGAAAAA
**To construct <i>PryhB::lacZ</i> PM2230 (by P. Mandin)**			
PryhB-300-F	PryhB-300-F	Fwd	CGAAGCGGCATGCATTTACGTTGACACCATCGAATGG<br>CGCCCATCAATACAGGCGACGAG
PryhB-lacZ-R	PryhB-lacZ-R	Rev	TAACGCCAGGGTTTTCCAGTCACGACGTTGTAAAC<br>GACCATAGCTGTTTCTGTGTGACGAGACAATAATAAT<br>CATTC
**To check <i>lacZ</i> fusions**			
LPO24	piscR_F	Fwd	GCATCCGACAACAGGTACAA
LPO25	phmpA_F	Fwd	TCATTGTGCGATAACAGGTCTT
LPO26	pdfZ_F	Fwd	TTCATTTCTCTCATCCCATCC
LPO30	pryhB_F	Fwd	GATCCAACAATTTACACAGGAAAC
LPO27	lacZ_int_R	Rev	CAAAGACCAGACCGTTCATACA
**To construct <i>Hpx⁻ Δtgt</i>**			
YY190	Eco_tgt_del_F	Fwd	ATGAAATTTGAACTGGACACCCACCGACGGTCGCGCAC<br>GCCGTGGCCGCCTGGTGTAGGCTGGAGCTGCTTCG
YY191	Eco_tgt_del_R	Rev	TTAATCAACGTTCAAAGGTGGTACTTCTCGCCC<br>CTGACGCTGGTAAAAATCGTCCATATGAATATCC<br>TCCTTAG

Table S3. Fitness heatmap for genes in Q pathway in different conditions

Data obtained from Fitness Browser website <http://fit.genomics.lbl.gov/cgi-bin/myFrontPage.cgi> (Price et al., 2018) showing top 30 experiments, sorted by average fitness. Fitness values (as described on Fitness Browser): Gene fitness is the weighted average of strain fitness, across strains that have a transposon inserted within that gene. A strain's fitness is the log₂ ratio of abundance at the end of the experiment compared to its abundance at the beginning of the experiment. Fitness < 0 means that the gene was important for fitness and the mutants were less abundant at the end of the experiment than at the beginning. Fitness > 0 means that the gene was detrimental to fitness and that mutants had a growth advantage. If -1 < fitness < 1, the gene has a subtle phenotype that might be statistically significant. Fitness < -2 or fitness > 2 are strong fitness effects.

Group	Condition	b2765	b2777	b0444	b2794	b0406	b0405	b4166
		queD<br>(ygcM)	queE<br>(ygcF)	queC<br>(ybaX)	queF<br>(yqcD)	tgt	queA	queG<br>(yjeS)
motility	outer cut, LB soft agar motility assay	-0.9	-0.2	0	0.2	-4.5	-3.6	-1.2
stress	Benzalkonium Chloride 0.004 mg/ml	-1.1	-0.3	-0.2	-0.7	-3.1	-1.6	-1
motility	outer cut, LB soft agar motility assay	0.5	-0.2	-0.1	-0.1	-2.7	-2.4	-0.9
carbon source	D-Serine (C)	-0.3	-0.1	-0.1	-0.2	-2	-1.3	-1.4
carbon source	D-Serine (C)	-0.2	-0.1	-0.1	0.1	-1.4	-1.2	-1.3
stress	Bacitracin 1 mg/ml	0	-0.1	-0.3	-0.2	-1.6	-1.1	-0.6
stress	2-Furfuraldehyde 0.25 vol%	-0.5	-0.1	0	-0.3	-0.4	-1.4	-0.5
stress	Cisplatin 0.1 mg/ml	0	-0.1	0	-0.7	-1.8	-0.3	-0.4
nitrogen source	Putrescine (N)	0	0	-0.1	0.1	-2.1	-0.6	-0.4
motility	inner cut, LB soft agar motility assay	-0.4	0.2	-0.4	0.1	-1.1	-0.8	-0.4
stress	syringaldehyde 10 mM	-0.1	-0.1	-0.2	0.2	-2	-0.5	-0.3
motility	inner cut, LB soft agar motility assay	-0.3	0.1	0	0.1	-1.4	-0.7	-0.4
nitrogen source	D-Serine (N)	-0.4	0.2	0	0.1	-0.9	-0.8	-0.8
stress	Spectinomycin 0.0125 mg/ml	0.3	0	0.1	-0.6	-1.1	-0.6	-0.3
carbon source	D-Lactate (C)	0.2	0	0.1	0	-1.1	-1.1	-0.6
carbon source	pyruvate (C)	-0.2	-0.1	0	0.2	-0.9	-0.6	-0.5
carbon source	D-Maltose (C)	0.1	0.1	-0.1	-0.1	-1.1	-0.5	-0.5
nitrogen source	Glycine (N)	0.1	0	-0.2	0.2	-0.9	-0.9	-0.4
stress	1-ethyl-3-methylimidazolium chloride 80 mM	0	0.1	0.1	-0.2	-1.6	-0.5	0.1
carbon source	D-Lactate (C)	0.3	-0.1	0.2	-0.1	-0.9	-0.7	-0.6
carbon source	D-Xylose (C)	0.3	0	0.1	0.1	-1.1	-0.8	-0.6
stress	Aluminum chloride 5 mM	-0.1	0.3	0.1	-0.3	-1	-0.6	-0.2
carbon source	D-Xylose (C)	0.1	0	0	0.2	-0.8	-0.7	-0.6
motility	inner cut, LB soft agar motility assay	0.1	0.1	-0.2	0.3	-1.2	-0.5	-0.5
stress	Cisplatin 0.05 mg/ml	0.4	0	0.1	-0.4	-1	-0.6	-0.1
carbon source	D-Glucose-6-Phosphate (C)	0.2	0.1	0	0.2	-1	-0.8	-0.4
motility	inner cut, LB soft agar motility assay	0.4	-0.1	0.1	-0.5	-1	-0.4	0
stress	Chloride 750 mM	0.4	0.1	-0.1	0	-0.8	-0.7	-0.3
stress	Cobalt chloride 0.32 mM	-0.2	0	0	0.1	1.2	0.9	0.6
stress	Nickel (II) chloride 1 mM	0.8	0	-0.1	0.1	1.2	1.3	0.8

Table S4. List of Fe-S proteins in *E. coli*. Relative mRNA expression levels were calculated based on the comparison of the *tgt* mutant to the wild-type strain grown in LB medium (tgt_LB/WT_LB). List obtained from: Iron Sulfur ProteHome (<http://biodev.extra.cea.fr/isph/results.aspx?organismid=ECOLI>, accessed 06/25/2018) (Estellon et al., 2014) and from Life without Fe–S clusters (Rocha & Dancis, 2016). Significantly up-regulated genes in the *tgt* mutant display the number 1 in the last column, while down-regulated genes display -1.

Gene	Product	log ₂ (tgt_LB/WT_LB)	significant differentially expressed genes (tgt_LB/WT_LB)
**iscR**	IscR DNA-binding transcriptional dual regulator	2.19	1
**iscU**	scaffold protein for iron-sulfur cluster assembly	1.75	1
**iscA**	iron-sulfur cluster assembly protein	1.63	1
**nfuA**	iron-sulfur cluster scaffold protein	1.50	1
**erpA**	essential respiratory protein A	1.44	1
**fumA**	fumarase A	1.20	1
**fdx**	oxidized ferredoxin // "reduced ferredoxin"	1.04	1
**fadH**	DIENOYLCOAREDUCT-MONOMER	0.82	1
**sdhB**	succinate:quinone oxidoreductase, iron-sulfur cluster binding protein	0.78	1
**acnB**	bifunctional aconitate hydratase 2 and 2-methylisocitrate dehydratase	0.69	1
**nuoF**	NADH:ubiquinone oxidoreductase, chain F	0.69	1
**ilvD**	dihydroxy acid dehydratase	0.59	1
**sdaA**	L-serine deaminase I	0.45	1
**nuoE**	NADH:ubiquinone oxidoreductase, chain E	0.67	0
**rfbD**	DTDPDEHYRHAMREDUCT-MONOMER	0.62	0
**tdcG**	L-serine deaminase III	0.57	0
**fnr**	FNR DNA-binding transcriptional dual regulator	0.54	0
**acnA**	aconitate hydratase 1	0.47	0
**preA**	NADH-dependent dihydropyrimidine dehydrogenase subunit	0.46	0
**rsxC**	member of SoxR-reducing complex	0.45	0
**yfaE**	2Fe-2S cluster-containing protein involved in diferric-tyrosyl radical cofactor maintenance	0.45	0
**nuoB**	NADH:ubiquinone oxidoreductase, chain B	0.42	0
**queE**	conserved protein	0.39	0
**yggW**	predicted oxidoreductase	0.38	0
**gltB**	glutamate synthase, large subunit	0.33	0
**paaE**	ring 1,2-phenylacetyl-CoA epoxidase, reductase subunit	0.29	0
**hcaE**	3-phenylpropionate dioxygenase, α subunit	0.28	0
**bisC**	biotin sulfoxide reductase	0.28	0
**nuoI**	NADH:ubiquinone oxidoreductase, chain I	0.27	0
**ispH**	1-hydroxy-2-methyl-2-(E)-butenyl 4-diphosphate reductase	0.27	0

**miaB**	isopentenyl-adenosine A37 tRNA methylthiolase	0.26	0
**ydiJ**	predicted FAD-linked oxidoreductase	0.25	0
**rlmN**	23S rRNA m ² A2503 methyltransferase and tRNA m ² A37 methyltransferase	0.25	0
**nsrR**	NsrR DNA-binding transcriptional repressor	0.23	0
**lipA**	lipoyl synthase	0.19	0
**sdaB**	L-serine deaminase II	0.19	0
**fdoG**	formate dehydrogenase-O, α subunit	0.18	0
**ttcA**	tRNA C32 thiolase	0.15	0
**ycbX**	protein involved in base analog detoxification	0.10	0
**fdoH**	formate dehydrogenase-O, β subunit	0.10	0
**asIB**	predicted anaerobic sulfatase maturation enzyme	0.09	0
**nuoG**	NADH:ubiquinone oxidoreductase, chain G	0.08	0
**mutY**	adenine glycosylase; G.C --> T.A transversions	0.08	0
**epmB**	lysine 2,3-aminomutase	0.06	0
**rsxB**	member of SoxR-reducing complex	0.06	0
**yeaW**	2Fe-2S cluster-containing protein	0.04	0
**hcaC**	3-phenylpropionate dioxygenase, predicted ferredoxin subunit	0.01	0
**nadA**	quinolinate synthase	0.00	0
**hemN**	coproporphyrinogen III dehydrogenase	0.00	0
**grxD**	glutaredoxin 4	-0.07	0
**pflA**	pyruvate formate-lyase activating enzyme	-0.10	0
**ispG**	EG10370-MONOMER	-0.10	0
**ydhX**	predicted 4Fe-4S ferredoxin-type protein	-0.12	0
**mug**	stationary phase mismatch/uracil DNA glycosylase	-0.12	0
**thiC**	THIC-MONOMER	-0.12	0
**ahpF**	alkyl hydroperoxide reductase, AhpF component	-0.14	0
**glcF**	glycolate oxidase, predicted iron-sulfur subunit	-0.14	0
**xdhC**	xanthine dehydrogenase, Fe-S subunit	-0.15	0
**ygiQ**	conserved protein	-0.17	0
**yeiL**	YeiL DNA-binding transcriptional activator	-0.18	0
**rimO**	ribosomal protein S12 D88 methylthiotransferase	-0.19	0
**yidL**	predicted DNA-binding transcriptional regulator	-0.20	0
**hyfH**	hydrogenase 4, component H	-0.20	0
**rlmC**	23S rRNA m ⁵ U747 methyltransferase	-0.21	0
**bfd**	bacterioferritin-associated ferredoxin	-0.21	0
**leuC**	LeuC	-0.21	0
**gltD**	glutamate synthase, small subunit	-0.22	0
**pflC**	probable pyruvate formate lyase 2 activating enzyme	-0.22	0
**yeaX**	predicted oxidoreductase	-0.24	0
**preT**	NADH-dependent dihydropyrimidine dehydrogenase subunit	-0.24	0
**ygfS**	predicted oxidoreductase, 4Fe-4S ferredoxin-type subunit	-0.26	0
**bioB**	biotin synthase	-0.27	0
**torZ**	trimethylamine N-oxide reductase, TorZ subunit	-0.27	0

**ydeP**	acid resistance protein	-0.31	0
**thiH**	2-iminoacetate synthase	-0.32	0
**yfhL**	-0.36	0	
**phnJ**	carbon-phosphorus lyase core complex, PhnJ subunit	-0.38	0
**nth**	endonuclease III	-0.38	0
**glpC**	anaerobic glycerol-3-phosphate dehydrogenase subunit C	-0.39	0
**dinG**	ATP-dependent helicase	-0.39	0
**paoA**	aldehyde dehydrogenase, Fe-S subunit	-0.39	0
**nrdG**	anaerobic ribonucleoside-triphosphate reductase-activating protein	-0.43	0
**narY**	nitrate reductase Z, β subunit	-0.44	0
**cysI**	sulfite reductase, hemoprotein subunit	-0.47	0
**ynfG**	putative selenate reductase, predicted Fe-S subunit	-0.48	0
**narZ**	nitrate reductase Z, α subunit	-0.49	0
**sufA**	Fe-S transport protein in Fe-S cluster assembly	-0.50	0
**sufB**	SufB component of SufBCD Fe-S cluster scaffold complex	-0.55	0
**ygcO**	predicted 4Fe-4S cluster-containing protein	-0.55	0
**fhuF**	hydroxamate siderophore iron reductase	-0.56	0
**hycF**	formate hydrogenlyase complex iron-sulfur protein	-0.60	0
**ydeM**	predicted anaerobic sulfatase maturation enzyme	-0.66	0
**fdnH**	formate dehydrogenase N, β subunit	-0.87	0
**torA**	trimethylamine N-oxide reductase, catalytic subunit	-0.43	-1
**ybhJ**	predicted hydratase	-0.45	-1
**hyfA**	hydrogenase 4, component A	-0.47	-1
**hycE**	hydrogenase 3, large subunit	-0.50	-1
**hycB**	hydrogenase 3, Fe-S subunit	-0.51	-1
**hydN**	putative electron transport protein HydN	-0.51	-1
**xdhD**	fused predicted xanthine/hypoxanthine oxidase: molybdopterin-binding subunit and Fe-S binding subunit	-0.53	-1
**hycG**	hydrogenase 3 and formate hydrogenlyase complex, HycG subunit	-0.58	-1
**hyaA**	hydrogenase 1, small subunit	-0.58	-1
**ttdA**	L-tartrate dehydratase, α subunit	-0.60	-1
**ydiT**	predicted 4Fe-4S ferredoxin-type protein	-0.61	-1
**queG**	epoxyqueuosine reductase	-0.62	-1
**ttdB**	L-tartrate dehydratase, β subunit	-0.62	-1
**hyfI**	hydrogenase 4, small subunit	-0.62	-1
**hyfG**	hydrogenase 4, large subunit	-0.63	-1
**pfo**	pyruvate:flavodoxin oxidoreductase	-0.65	-1
**prpD**	G6199-MONOMER	-0.66	-1
**yhaM**	conserved protein	-0.68	-1
**ygfT**	fused predicted oxidoreductase, Fe-S subunit and nucleotide-binding subunit	-0.71	-1
**glpA**	anaerobic glycerol-3-phosphate dehydrogenase subunit A	-0.78	-1
**fixX**	putative ferredoxin possibly involved in anaerobic carnitine metabolism	-0.78	-1
**ygfK**	predicted oxidoreductase, Fe-S subunit	-0.79	-1

**ynfF**	putative selenate reductase, oxidoreductase subunit	-0.81	-1
**frdB**	fumarate reductase iron-sulfur protein	-0.85	-1
**yjiL**	-0.87	-1	
**ykgF**	predicted amino acid dehydrogenase with NAD(P)-binding domain and ferredoxin-like domain	-0.95	-1
**fumB**	fumarase B	-0.96	-1
**soxR**	SoxR DNA-binding transcriptional dual regulator	-1.00	-1
**ydhV**	predicted oxidoreductase	-1.00	-1
**moaA**	GTP 3',8'-cyclase	-1.09	-1
**yccM**	predicted 4Fe-4S membrane protein	-1.12	-1
**ynfE**	putative selenate reductase, oxidoreductase subunit	-1.14	-1
**yjiM**	hypothetical protein	-1.14	-1
**hcr**	G6456-MONOMER	-1.19	-1
**hcp**	hybrid-cluster protein	-1.46	-1
**ybiY**	predicted pyruvate formate lyase activating enzyme	-1.55	-1
**fdhF**	formate dehydrogenase H	-1.60	-1
**napH**	ferredoxin-type protein	-1.64	-1
**nrfC**	formate-dependent nitrite reductase, 4Fe-4S subunit	-1.67	-1
**hybA**	hydrogenase 2 - [Fe-S] binding, ferredoxin-type component HybA	-1.69	-1
**napG**	ferredoxin-type protein	-1.73	-1
**ydhY**	predicted 4Fe-4S ferredoxin-type protein	-1.83	-1
**aegA**	putative oxidoreductase, Fe-S subunit	-1.84	-1
**yhcC**	predicted Fe-S oxidoreductase	-1.95	-1
**dmsB**	dimethyl sulfoxide reductase, chain B	-2.07	-1
**ydjY**	predicted protein	-2.14	-1
**ysaA**	predicted hydrogenase, 4Fe-4S ferredoxin-type component	-2.26	-1
**fdnG**	formate dehydrogenase N, α subunit	-2.32	-1
**hybO**	hydrogenase 2, small subunit	-2.36	-1
**narH**	nitrate reductase A, β subunit	-2.43	-1
**yjjW**	predicted pyruvate formate lyase activating enzyme	-2.48	-1
**napA**	large subunit of periplasmic nitrate reductase, molybdoprotein	-2.68	-1
**dmsA**	dimethyl sulfoxide reductase, chain A	-3.07	-1
**napF**	ferredoxin-type protein	-3.42	-1
**nirD**	nitrite reductase, small subunit	-3.66	-1
**nirB**	nitrite reductase, large subunit	-4.00	-1
**narG**	nitrate reductase A, α subunit	-4.28	-1

References

- Baek, J. H., Han, M.-J., Lee, S. Y., & Yoo, J.-S. (2009). Transcriptome and proteome analyses of adaptive responses to methyl methanesulfonate in *Escherichia coli* K-12 and *ada* mutant strains. *BMC Microbiol*, 9, 186. <https://doi.org/10.1186/1471-2180-9-186>
- Berardini, M., Foster, P. L., & Loechler, E. L. (1999). DNA polymerase II (*polB*) is involved in a new DNA repair pathway for DNA interstrand cross-links in *Escherichia coli*. *J Bacteriol*, 181(9), 2878–2882. <https://doi.org/10.1128/JB.181.9.2878-2882.1999>
- Blattner, F. R., Plunkett, G., Bloch, C. A., Perna, N. T., Burland, V., Riley, M., Collado-Vides, J., Glasner, J. D., Rode, C. K., Mayhew, G. F., Gregor, J., Davis, N. W., Kirkpatrick, H. A., Goeden, M. A., Rose, D. J., Mau, B., & Shao, Y. (1997). The complete genome sequence of *Escherichia coli* K-12. *Science (New York, N.Y.)*, 277(5331), 1453–1462. <https://doi.org/10.1126/science.277.5331.1453>
- Estellon, J., Ollagnier De Choudens, S., Smadja, M., Fontecave, M., & Vandenbrouck, Y. (2014). An integrative computational model for large-scale identification of metalloproteins in microbial genomes: A focus on iron-sulfur cluster proteins. *Metallomics*, 6(10), 1913–1930. <https://doi.org/10.1039/c4mt00156g>
- Ezraty, B., & Barras, F. (2016). The “liaisons dangereuses” between iron and antibiotics. *FEMS Microbiol Rev*, 40(3), 418–435. <https://doi.org/10.1093/femsre/fuw004>
- Grenier, F., Matteau, D., Baby, V., & Rodrigue, S. (2014). Complete Genome Sequence of *Escherichia coli* BW25113. *Genome Announcements*, 2(5). <https://doi.org/10.1128/genomeA.01038-14>
- Guzman, L. M., Belin, D., Carson, M. J., & Beckwith, J. (1995). Tight regulation, modulation, and high-level expression by vectors containing the arabinose PBAD promoter. *Journal of Bacteriology*, 177(14), 4121–4130. <https://doi.org/10.1128/jb.177.14.4121-4130.1995>
- Hutinet, G., Swarjo, M. A., & de Crécy-Lagard, V. (2017). Deazaguanine derivatives, examples of crosstalk between RNA and DNA modification pathways. *RNA Biol*, 14(9), 1175–1184. <https://doi.org/10.1080/15476286.2016.1265200>
- Hutinet, G., Kot, W., Cui, L., Hillebrand, R., Balamkundu, S., Gnanakalai, S., Neelakandan, R., Carstens, A. B., Fa Lui, C., Tremblay, D., Jacobs-Sera, D., Sassanfar, M., Lee, Y.-J., Weigele, P., Moineau, S., Hatfull, G. F., Dedon, P. C., Hansen, L. H., & de Crécy-Lagard, V. (2019). 7-Deazaguanine modifications protect phage DNA from host restriction systems. *Nature Communications*, 10(1), 5442. <https://doi.org/10.1038/s41467-019-13384-y>
- Igloi, G. L., & Kössel, H. (1985). Affinity electrophoresis for monitoring terminal phosphorylation and the presence of queuosine in RNA. Application of polyacrylamide containing a covalently bound boronic acid. *Nucleic Acids Res*, 13(19), 6881–98. <https://doi.org/10.1093/nar/13.19.6881>
- Keyer, K., & Imlay, J. A. (1996). Superoxide accelerates DNA damage by elevating free-iron levels. *Proc Natl Acad Sci U S A*, 93(24), 13635–13640. <https://doi.org/10.1073/pnas.93.24.13635>

- Mendoza-Chamizo, B., Løbner-Olesen, A., & Charbon, G. (2018). Coping with reactive oxygen species to ensure genome stability in *Escherichia coli*. *Genes*, 9(11). <https://doi.org/10.3390/genes9110565>
- Mielecki, D., & Grzesiuk, E. (2014). Ada response - a strategy for repair of alkylated DNA in bacteria. *FEMS Microbiol Lett*, 355(1), 1–11. <https://doi.org/10.1111/1574-6968.12462>
- Miller, J. H. (1972). *Experiments in molecular genetics*. Cold Spring Harbor, N. Y. Cold Spring Harbor Laboratory.
- Phillips, G., Grochowski, L. L., Bonnett, S., Xu, H., Bailly, M., Blaby-Haas, C., el Yacoubi, B., Iwata-Reuyl, D., White, R. H., & de Crécy-Lagard, V. (2012). Functional promiscuity of the COG0720 family. *ACS Chemical Biology*. <https://doi.org/10.1021/cb200329f>
- Price, M. N., Wetmore, K. M., Waters, R. J., Callaghan, M., Ray, J., Liu, H., Kuehl, J. v., Melnyk, R. A., Lamson, J. S., Suh, Y., Carlson, H. K., Esquivel, Z., Sadeeshkumar, H., Chakraborty, R., Zane, G. M., Rubin, B. E., Wall, J. D., Visel, A., Bristow, J., ... Deutschbauer, A. M. (2018). Mutant phenotypes for thousands of bacterial genes of unknown function. *Nature*, 557(7706), 503–509. <https://doi.org/10.1038/s41586-018-0124-0>
- Rocha, A. G., & Dancis, A. (2016). Life without Fe-S clusters. *Molecular Microbiology*, 99(5), 821–826. <https://doi.org/10.1111/mmi.13273>
- Roche, B., Huguenot, A., Barras, F., & Py, B. (2015). The iron-binding CyaY and IscX proteins assist the ISC-catalyzed Fe-S biogenesis in *Escherichia coli*. *Molecular Microbiology*, 95(4), 605–623. <https://doi.org/10.1111/mmi.12888>
- Seaver, L. C., & Imlay, J. A. (2004). Are Respiratory Enzymes the Primary Sources of Intracellular Hydrogen Peroxide? *Journal of Biological Chemistry*, 279(47), 48742–48750. <https://doi.org/10.1074/jbc.M408754200>
- Seo, S. W., Kim, D., Latif, H., O'Brien, E. J., Szubin, R., & Palsson, B. O. (2014). Deciphering *fur* transcriptional regulatory network highlights its complex role beyond iron metabolism in *Escherichia coli*. *Nat Commun*, 5, 4910. <https://doi.org/10.1038/ncomms5910>
- Sikora, A., Maciejewska, A. M., Poznański, J., Pilżys, T., Marcinkowski, M., Dylewska, M., Piwowarski, J., Jakubczak, W., Pawlak, K., & Grzesiuk, E. (2015). Effects of changes in intracellular iron pool on AlkB-dependent and AlkB-independent mechanisms protecting *E. coli* cells against mutagenic action of alkylating agent. *Mutat Res, Fundam Mol Mech Mutagen*, 778, 52–60. <https://doi.org/10.1016/j.mrfmmm.2015.05.009>
- Taghizadeh, K., McFaline, J. L., Pang, B., Sullivan, M., Dong, M., Plummer, E., & Dedon, P. C. (2008). Quantification of DNA damage products resulting from deamination, oxidation and reaction with products of lipid peroxidation by liquid chromatography isotope dilution tandem mass spectrometry. *Nat Protoc*, 3(8), 1287–1298. <https://doi.org/10.1038/nprot.2008.119>
- Thiaville, J. J., Kellner, S. M., Yuan, Y., Hutinet, G., Thiaville, P. C., Jumpathong, W., Mohapatra, S., Brochier-Armanet, C., Letarov, A. v, Hillebrand, R., Malik, C. K., Rizzo, C. J., Dedon, P. C., & de Crécy-Lagard, V. (2016). Novel genomic island modifies DNA with 7-deazaguanine derivatives. *Proc Natl Acad Sci U S A*, 113(11), E1452-9. <https://doi.org/10.1073/pnas.1518570113>

- van Houten, B., Santa-Gonzalez, G. A., & Camargo, M. (2018). DNA repair after oxidative stress: current challenges. *Curr Opin Toxicol*, 7, 9–16. <https://doi.org/10.1016/j.cotox.2017.10.009>
- Vinella, D., Loiseau, L., de Choudens, S. O., Fontecave, M., & Barras, F. (2013). In vivo [Fe-S] cluster acquisition by IscR and NsrR, two stress regulators in *Escherichia coli*. *Molecular Microbiology*, 87(3), 493–508. <https://doi.org/10.1111/mmi.12135>
- Yuan, Y., Zallot, R., Grove, T. L., Payan, D. J., Martin-Verstraete, I., Šepić, S., Balamkundu, S., Neelakandan, R., Gadi, V. K., Liu, C.-F., Swairjo, M. A., Dedon, P. C., Almo, S. C., Gerlt, J. A., & de Crécy-Lagard, V. (2019). Discovery of novel bacterial queuine salvage enzymes and pathways in human pathogens. *Proc Natl Acad Sci U S A*, 116(38), 19126–19135. <https://doi.org/10.1073/pnas.1909604116>
- Zallot, R., Yuan, Y., & de Crécy-Lagard, V. (2017). The *Escherichia coli* COG1738 member YhhQ is involved in 7-cyanodeazaguanine (preQ₀) transport. *Biomolecules*, 7(1), 1–13. <https://doi.org/10.3390/biom7010012>
- Zhang, X., & Bremer, H. (1995). Control of the *Escherichia coli* *rrnB* P1 promoter strength by ppGpp. *J Biol Chem*, 270(19), 11181–11189. <https://doi.org/10.1074/jbc.270.19.11181>

How the deposited data were processed for this re-analysis (not part of the article)

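RNA was measured in 12 libraries of *E. coli* K-12 MG1655, 3 each of the WT and the *tgt* mutant grown in LB medium (WT_LB, tgt_LB) and in LB medium with 2 mM NiCl_2_ (WT_Ni, tgt_Ni), and each library was assigned by the genotype and treatment in its sample label. Ribosomal RNA was removed with Ribo-Zero, and the libraries hold no strand information. According to the paper and the sample labels, the authors checked the reads with FastQC, trimmed them with Trimmomatic, indexed the genome with Bowtie2, aligned the reads to ASM584v2 with TopHat, counted reads per gene with HTSeq, removed batch effects with ARSyN and dropped genes with fewer than 10 reads. The RPKM values were made by the authors from these counts, with ARSyN applied, as the header of the deposited table states. The log2 values of WT_Ni/WT_LB and tgt_LB/WT_LB, labelled as fold changes in the file headers, are those that the authors fitted with limma and voom according to the paper. The p-values beside them are as deposited from that fit, before the authors adjusted them, and the FDR under 0.05 of their calls is given in the paper without its values. The score values of 1, 0 and -1 are the authors' calls of higher, unchanged and lower genes, as deposited. The versions of the authors' tools are not given in the sources used here. Read counts and read totals are not among the deposited values, so the reads per library are not given here beyond the nominal number in the paper.

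Every value of the RPKM table was used: 4386 genes, of which 4373 were matched to a locus of the RefSeq gene list and 4175 of them by symbol, with no value at 0 and a lowest value of 1.86 RPKM. No further filter was applied. The values were taken as log2(RPKM + 1) and compared in R 4.3.3 with limma 3.58.1 (lmFit on group means, eBayes with a variance trend), in 1 fit of all 12 libraries with 8 residual degrees of freedom. The comparisons were WT_Ni/WT_LB, tgt_LB/WT_LB, tgt_Ni/WT_Ni, tgt_Ni/tgt_LB and the interaction of strain and nickel. A gene was called when its p, adjusted by Benjamini and Hochberg over all genes, was under 0.05. The same fit was made after the log2 values of each library were set to the same median, and log2FC values are given from that fit, with the deposited scale beside them. The residuals hold 0.0117% of their variance in the last of 8 components, where equal spread would give 12.5%, so the p-values rest on residuals that were filtered.

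Gene lists (58 in all) were tested with camera at an inter-gene correlation of 0.01, again with the correlation estimated, and with fry. Camera sets a list against all other genes, most of which were higher against WT_LB as deposited. On that scale a list that stayed near 0 can pass as lower than the others without a fall. Members called were counted with p adjusted over all genes and over the list alone. GO terms came from the authors' table and were tested with a one-sided Fisher's exact test (scipy 1.17.1) on 459 terms with 5 or more members against 3525 genes with a term. The mRNA and protein values were compared by correlation with 100000 permutations. Overlap between the comparisons that share the WT_LB libraries was set against 100 simulated draws. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

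The comparisons, tests, gene lists, alternatives and the rule for named genes were set before the data were examined. The rule names *tgt* and its neighbours, every gene that the paper names at a claim, the 10 highest and 10 lowest log2FC values of WT_Ni/WT_LB, tgt_LB/WT_LB and tgt_Ni/WT_Ni among called genes whose libraries do not overlap, and for each list described up to 4 members with the largest change. Median-centring was planned as an alternative, and giving log2FC values on that scale was decided after the WT_LB columns were seen to be lower. The settings that combine median-centring with a second change, and the joint adjustment of voom p-values over 4 comparisons, were also added after the data were seen. The values in the paper's tables count as seen. Genes around *ryhB*, and members named beside small counts, were chosen after their values were seen.

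The alternatives were a pseudocount of 0.1 or 5, a mean of at least 10 RPKM, median-centring, quantile normalization, no variance trend, fits of only the groups compared, voom on the RPKM, the replicate number as a term, the place in the sample sheet as a term, each library left out in turn, a log2FC of at least 1, the authors' deposited p-values, an estimated correlation in camera, and other GO backgrounds. The method was tested on simulated data for tgt_LB/WT_LB, with 50 genes changed at each fold. Each gene had its mean and replicate spread over the 12 libraries, and the noise was drawn for each gene on its own. It recovered 34% of genes at 1.5-fold, 62% at 2-fold, 94% at 3-fold and 98% at 4-fold, with 9 false calls among 4186 unchanged genes. With a shift of the WT_LB libraries built in, the same for every gene, there were 3501 false calls on the scale as given and 8 after median-centring. Median-centring takes off such a shift by construction. In the RPKM as deposited, genes with a mean under 3 RPKM hardly shifted in tgt_LB/WT_LB (median log2FC 0.03), and 90.2% of them were called lower after median-centring. The simulation does not cover calls of that kind. Left out were the codon shares of called genes, for which a genome sequence is needed, and set tests on the shortened copies of the supplementary files.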

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

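The comparisons, the interaction among them, were planned, and all tests of explanations in this part were chosen after the result was seen. The effect of the *tgt* mutation differed between LB and nickel. By the interaction term of limma, 2282 genes as deposited and 1325 after median-centring had a *tgt* effect that differed. With nickel the effect was higher for 173 and lower for 2109 of them as deposited, and higher for 801 and lower for 524 after median-centring. The main direction thus depends on the scale. The ISC operon and the heat shock genes, which rose in tgt_LB/WT_LB, had a lower *tgt* effect with nickel, as *iscR* (log2FC -4.03, SE 0.78, adjusted p = 0.0036, and -4.75 as deposited) and *ibpB* (log2FC -5.67, SE 0.47, adjusted p = 3.8e-05, and -6.39 as deposited) show. In the ISC list 8 of 8 genes passed as lower on both scales. For ISC against all other genes, camera gave adjusted p = 0.0026 as deposited (adjusted p = 0.43 with an estimated correlation) and adjusted p = 6.1e-06 after median-centring (lower, adjusted p = 0.25 with an estimated correlation). In the heat shock list 21 of 21 genes passed as lower on both scales. For heat shock against all other genes, camera gave adjusted p = 7.6e-10 as deposited (adjusted p = 0.19 with an estimated correlation) and adjusted p = 2.3e-15 after median-centring (lower, adjusted p = 0.17 with an estimated correlation). Among 100 splits of the libraries, the real split gave 2282 genes as deposited and the highest other 1632, and 1325 and 510 after median-centring. ARSyN, applied before deposit, removes structured spread between replicates, which can favour the real split, so these splits do not settle whether chance can be excluded.

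With nickel the mutant differed from the WT, in a comparison that the paper does not report. In tgt_Ni/WT_Ni 700 genes were higher and 702 lower as deposited, and 788 and 659 after median-centring. In tgt_Ni/tgt_LB, also not reported, 877 were higher and 983 lower as deposited, and 882 and 1009 after median-centring. Splitting the same 6 libraries in other ways called at most 0 genes against the real 1402 in tgt_Ni/WT_Ni and at most 2 against 1860 in tgt_Ni/tgt_LB as deposited, and 0 against 1447 and 1 against 1891 after median-centring. In WT_Ni/WT_LB and tgt_LB/WT_LB the real numbers were 2890 and 2673 as deposited and 2504 and 1559 after median-centring, and the highest other was 0 in each. The real split was the 1 with the most calls each time, but 10 splits are too few for a share under 0.05. Without WT_Ni replicate 1 the counts of tgt_Ni/WT_Ni were 449 higher and 506 lower as deposited, without tgt_Ni replicate 2 441 and 492, and without tgt_Ni replicate 3 435 and 501.

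*yhhX*, which the paper does not discuss, had a log2FC of -5.75 in tgt_LB/WT_LB after median-centring and -5.16 in tgt_Ni/WT_Ni as deposited, where it was lower in 3 of 3 tgt_Ni libraries. It lies with *ryhB*, *yhhY* and *yrhA* in a stretch of 4542 bp in which no gene was above 3.49 RPKM in any *tgt* library. In that stretch *yhhZ* and *yrhA* were low in the WT too, at up to 2.96 and 3.94 RPKM, and tell little about the mutant. The part from *yhhX* to *yhhY* spans 1859 bp. The scale of the WT_LB columns does not account for it, since tgt_Ni/WT_Ni, which does not use them, had the value of -5.16. With nickel, repression by Fur is argued against by the iron import genes. Their median log2FC was 0.47 in tgt_Ni/WT_Ni as deposited, with 0 called lower by limma (0 at an unadjusted p under 0.05) and 0 by voom. This does not cover LB, where the list had medians of -0.35, -0.80 and -0.65 in tgt_LB relative to WT_LB after median-centring. In LB the paper found no difference in activity of a *ryhB* promoter fusion between fusion strains with and without *tgt*. These were built apart from the strains of the RNA, with the fusion at the *lac* site. The fusion thus cannot show whether the native segment is present. A segment missing from the genome of the *tgt* strain remains a candidate explanation, which RNA values alone cannot settle.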

How the results depend on the processing

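The settings that combine median-centring with a second change and the joint adjustment of voom p-values were chosen after the data were seen, as were the tests of explanations for the scale. Most gene counts against WT_LB depend on the scale of the libraries. After median-centring, those of tgt_LB/WT_LB also depend on the place in the sample sheet, the 10 RPKM filter and the constant of 1, and a log2FC of at least 1 lowers the counts on both scales. On the RPKM as deposited, 2450 genes were higher and 440 lower in WT_Ni/WT_LB, 2569 and 104 in tgt_LB/WT_LB, 700 and 702 in tgt_Ni/WT_Ni, and 877 and 983 in tgt_Ni/tgt_LB. Of the 258 gene values in the text, 258 of 258 kept their direction and their side of the threshold with a pseudocount of 0.1, 257 of 258 with 5, 258 of 258 without a variance trend, 230 of 231 with a mean of at least 10 RPKM, 253 of 258 with a term for the place in the sample sheet and 250 of 256 in fits of only the 2 groups compared. They were 202 of 258 after median-centring, 204 of 258 after quantile normalization and 191 of 258 with voom. Of 72 list tests, 64 of 72, 64 of 72 and 62 of 72 kept their call, and 18 of 72 when camera estimated the correlation. The correlation of mRNA with protein stayed without a call under each setting tried, with r between -0.015 and 0.018.

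Median-centring takes off the shift of 0.72 in WT_Ni/WT_LB and 0.68 in tgt_LB/WT_LB, and by this construction gave 905 genes higher and 1599 lower in WT_Ni/WT_LB, 603 genes higher and 956 lower in tgt_LB/WT_LB, 1325 genes with a *tgt* effect that differs between nickel and LB and 177 shared genes higher, 628 shared genes lower. Enriched were 18 GO terms higher in WT_Ni/WT_LB and 14 GO terms lower in WT_Ni/WT_LB. Of the gene values, 14 lost and 23 gained a call, and 19 were reversed. The reversed genes had a deposited log2FC between 0 and the shift, and their values became *fur* -0.08, *tgt* -0.65 and *queF* -0.36 in WT_Ni/WT_LB and *frdA* -0.66, *sufC* -0.62, *pheA* -0.11, *gspD* -0.56, *hyaA* -0.50, *arcA* -0.05, *arcB* -0.09, *fepA* -0.58, *metF* -0.16, *cusC* -0.62, *ftnB* -0.61, *katG* 0.00, *ahpC* -0.17, *ahpF* -0.04, *ogt* -0.44 and *rusA* -0.62 in tgt_LB/WT_LB.

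Quantile normalization and voom scale the libraries too. Quantile normalization gave 1047 genes higher and 1143 lower in WT_Ni/WT_LB, 389 genes higher and 334 lower in tgt_LB/WT_LB, 1095 genes with a *tgt* effect that differs between nickel and LB, a correlation of 0.32 and 148 shared genes higher, 239 shared genes lower, 84 opposite. Enriched were 14 GO terms higher in WT_Ni/WT_LB, 15 GO terms higher in tgt_LB/WT_LB, 4 GO terms lower in tgt_LB/WT_LB and 14 GO terms lower in tgt_Ni/WT_Ni. Its reversed values were *tgt* -0.67 and *queF* -0.36 in WT_Ni/WT_LB and *frdA* -0.88, *pheA* -0.26, *ftsZ* -0.17, *arcA* -0.29, *arcB* -0.25, *fur* -0.14, *grxD* -0.14, *pflB* -0.80, *copA* -0.07, *ftnB* -0.78, *katG* -0.29, *ahpC* -0.25 and *ahpF* -0.21 in tgt_LB/WT_LB. With voom there were 768 genes higher and 1707 lower in WT_Ni/WT_LB, 387 genes higher and 988 lower in tgt_LB/WT_LB, 1161 genes with a *tgt* effect that differs between nickel and LB and 107 shared genes higher, 636 shared genes lower. Enriched were 12 GO terms higher in WT_Ni/WT_LB, 15 GO terms lower in WT_Ni/WT_LB and 15 GO terms lower in tgt_Ni/WT_Ni. The values that voom reversed were *fur* -0.19, *tgt* -0.76 and *queF* -0.47 in WT_Ni/WT_LB and *frdA* -0.76, *sufC* -0.71, *pheA* -0.20, *ftsZ* -0.02, *gspD* -0.65, *hyaA* -0.58, *arcA* -0.14, *arcB* -0.18, *yqjH* -0.77, *fepA* -0.67, *tonB* -0.64, *grxD* -0.07, *metF* -0.24, *cusC* -0.72, *copA* -0.09, *ftnB* -0.71, *katG* -0.10, *ahpC* -0.27, *ahpF* -0.14, *ogt* -0.53 and *rusA* -0.71 in tgt_LB/WT_LB. Beyond the scale, the cause was not tested.

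The p-values deposited by the authors, adjusted within each comparison, gave 768 genes higher and 1707 lower in WT_Ni/WT_LB and 387 genes higher and 988 lower in tgt_LB/WT_LB. Adjusting voom p-values over the 4 comparisons together gave 734 genes higher and 1642 lower in WT_Ni/WT_LB and 417 genes higher and 1053 lower in tgt_LB/WT_LB.

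A log2FC of at least 1 as a further condition calls fewer genes by construction, with 1159 genes higher and 283 lower in WT_Ni/WT_LB, 920 genes higher and 68 lower in tgt_LB/WT_LB, 268 genes higher and 325 lower in tgt_Ni/WT_Ni, 410 genes higher and 384 lower in tgt_Ni/tgt_LB and 1231 genes with a *tgt* effect that differs between nickel and LB. Enriched were 17 GO terms higher in WT_Ni/WT_LB and 15 GO terms higher in tgt_Ni/WT_Ni. On the median-centred scale there were 486 genes higher in WT_Ni/WT_LB, 142 genes higher and 184 lower in tgt_LB/WT_LB, 281 genes higher and 311 lower in tgt_Ni/WT_Ni, 409 genes higher and 392 lower in tgt_Ni/tgt_LB and 710 genes with a *tgt* effect that differs between nickel and LB.

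Keeping only genes with a mean of at least 10 RPKM tests fewer genes and gave a correlation of 0.19. Enriched were 1 GO term higher in WT_Ni/WT_LB, 4 GO terms higher in tgt_LB/WT_LB and 3 GO terms lower in tgt_LB/WT_LB. The place in the sample sheet as a term gave enrichment of 38 GO terms higher in tgt_LB/WT_LB and 14 GO terms lower in tgt_Ni/WT_Ni, and the fits of only the groups compared gave enrichment of 3 GO terms higher in WT_Ni/WT_LB and 17 GO terms lower in tgt_Ni/WT_Ni. With all genes as the background there were enrichment of 10 GO terms higher in WT_Ni/WT_LB and 52 GO terms higher in tgt_LB/WT_LB. Camera with an estimated correlation gave 1 called list in WT_Ni/WT_LB, 0 called lists in tgt_LB/WT_LB, 0 called lists in tgt_Ni/WT_Ni, 0 called lists in tgt_Ni/tgt_LB, 0 called lists in the interaction. The cause was not tested for these.

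With a replicate block, 257 of 258 gene values were as before and the setting gave enrichment of 3 GO terms higher in WT_Ni/WT_LB, and in fits of only the groups compared enrichment of 2 GO terms higher in WT_Ni/WT_LB. The Methods describe LB and nickel cultures diluted from overnight replicates of each strain, which can mean that they share overnight cultures, but do not state that the replicate numbers pair them, and 6 of 12 libraries correlated best with a library of their own number, which is only a hint.

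Median-centring after the constant of 1 was taken off the RPKM gave 932 genes higher and 1304 lower in WT_Ni/WT_LB, 491 genes higher and 530 lower in tgt_LB/WT_LB, 996 genes with a *tgt* effect that differs between nickel and LB and 157 shared genes higher, 312 shared genes lower. Enriched were 13 GO terms higher in WT_Ni/WT_LB, 15 GO terms lower in WT_Ni/WT_LB and 4 GO terms lower in tgt_LB/WT_LB. Here *fur* -0.13, *tgt* -0.70 and *queF* -0.40 in WT_Ni/WT_LB and *frdA* -0.71, *sufC* -0.66, *pheA* -0.15, *gspD* -0.56, *arcA* -0.10, *arcB* -0.13, *grxD* -0.02, *metF* -0.11, *cusC* -0.62, *copA* -0.01, *ftnB* -0.66, *katG* -0.05, *ahpC* -0.22, *ahpF* -0.09 and *ogt* -0.48 in tgt_LB/WT_LB were reversed. The shift is taken off by construction, and the cause of the rest was not tested.

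Median-centring with the 10 RPKM filter gave 843 genes higher and 1009 lower in WT_Ni/WT_LB, 384 genes higher and 388 lower in tgt_LB/WT_LB, 904 genes with a *tgt* effect that differs between nickel and LB, a correlation of 0.19 and 119 shared genes higher, 217 shared genes lower. Enriched were 11 GO terms higher in WT_Ni/WT_LB, 17 GO terms lower in WT_Ni/WT_LB and 15 GO terms higher in tgt_LB/WT_LB. Here *fur* -0.08, *tgt* -0.65 and *queF* -0.36 in WT_Ni/WT_LB and *frdA* -0.75, *sufC* -0.70, *pheA* -0.20, *ftsZ* -0.01, *arcA* -0.14, *arcB* -0.17, *yqjH* -0.76, *grxD* -0.06, *metF* -0.25, *copA* -0.09, *ftnB* -0.70, *katG* -0.09, *ahpC* -0.26, *ahpF* -0.13 and *ogt* -0.53 in tgt_LB/WT_LB were reversed. The shift is taken off by construction, and the cause of the rest was not tested.

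With median-centring and the replicate number as a term, there were 901 genes higher and 1573 lower in WT_Ni/WT_LB, 588 genes higher and 939 lower in tgt_LB/WT_LB, 1338 genes with a *tgt* effect that differs between nickel and LB and 171 shared genes higher, 625 shared genes lower. Enriched were 17 GO terms higher in WT_Ni/WT_LB, 18 GO terms lower in WT_Ni/WT_LB and 14 GO terms lower in tgt_Ni/WT_Ni. Here *fur* -0.08, *tgt* -0.65 and *queF* -0.36 in WT_Ni/WT_LB and *frdA* -0.66, *sufC* -0.62, *pheA* -0.11, *gspD* -0.56, *hyaA* -0.50, *hycB* -0.44, *arcA* -0.05, *arcB* -0.09, *fepA* -0.58, *pflB* -0.51, *metF* -0.16, *cusC* -0.62, *ftnB* -0.61, *katG* 0.00, *ahpC* -0.17, *ahpF* -0.04, *ogt* -0.44 and *rusA* -0.62 in tgt_LB/WT_LB were reversed. The shift is taken off by construction, and the cause of the rest was not tested.

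With median-centring and the place in the sample sheet, there were 861 genes higher and 1477 lower in WT_Ni/WT_LB, 350 genes higher and 662 lower in tgt_LB/WT_LB, 940 genes with a *tgt* effect that differs between nickel and LB and 97 shared genes higher, 463 shared genes lower, 104 opposite. Enriched were 15 GO terms higher in WT_Ni/WT_LB and 18 GO terms lower in WT_Ni/WT_LB. Here *fur* -0.12, *tgt* -0.66 and *queF* -0.36 in WT_Ni/WT_LB and *frdA* -0.72, *pheA* -0.14, *gspD* -0.53, *hyaA* -0.61, *arcB* -0.08, *metF* -0.07, *cusC* -0.68, *ftnB* -0.71, *katG* -0.12 and *ahpC* -0.19 in tgt_LB/WT_LB were reversed. The shift is taken off by construction, and the cause of the rest was not tested.

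Leaving out each of the 12 libraries in turn gave the following ranges, as deposited first and then median-centred. For the counts of genes they were: genes higher in WT_Ni/WT_LB, 2206 to 2507 and 811 to 941; genes lower in WT_Ni/WT_LB, 383 to 451 and 1362 to 1648; genes higher in tgt_LB/WT_LB, 2217 to 2643 and 397 to 669; genes lower in tgt_LB/WT_LB, 79 to 118 and 741 to 1006; genes higher in tgt_Ni/WT_Ni, 435 to 812 and 479 to 892; genes with a *tgt* effect that differs with nickel, 1954 to 2322 and 990 to 1478. For shared calls they were: the correlation, 0.20 to 0.27 and 0.20 to 0.27; shared genes higher, 1367 to 1782 and 104 to 201; shared genes lower, 58 to 92 and 493 to 643; opposite calls, 131 to 198 and 113 to 265. For enriched terms they were: GO terms of genes higher in WT_Ni/WT_LB, 3 to 7 and 11 to 17; GO terms of genes lower in WT_Ni/WT_LB, 20 to 28 and 13 to 20; GO terms of genes higher in tgt_LB/WT_LB, 24 to 34 and 15 to 34; GO terms of genes lower in tgt_LB/WT_LB, 5 to 7 and 4 to 14; GO terms of genes higher in tgt_Ni/WT_Ni, 17 to 37 and 17 to 35; GO terms of genes lower in tgt_Ni/WT_Ni, 10 to 19 and 7 to 23.

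Some counts moved by over 1.5 times when 1 library was left out. After median-centring these were: genes higher in tgt_LB/WT_LB, from 603 to 397 without WT_LB replicate 1; genes higher in tgt_Ni/WT_Ni, from 788 to 479 without WT_Ni replicate 1, 486 without tgt_Ni replicate 2 and 487 without tgt_Ni replicate 3; shared genes higher, from 177 to 104 without WT_LB replicate 1 and 117 without tgt_LB replicate 3; opposite calls, from 212 to 122 without WT_LB replicate 1, 113 without WT_LB replicate 2 and 116 without WT_LB replicate 3; GO terms of genes higher in WT_Ni/WT_LB, from 18 to 11 without WT_LB replicate 3; GO terms of genes higher in tgt_LB/WT_LB, from 32 to 15 without WT_LB replicate 1, 19 without WT_LB replicate 2, 17 without tgt_LB replicate 1 and 16 without tgt_LB replicate 3; GO terms of genes lower in tgt_LB/WT_LB, from 9 to 14 without tgt_LB replicate 1 and 4 without tgt_LB replicate 3; GO terms of genes higher in tgt_Ni/WT_Ni, from 30 to 17 without WT_Ni replicate 1, 19 without WT_Ni replicate 2 and 19 without tgt_Ni replicate 2; GO terms of genes lower in tgt_Ni/WT_Ni, from 13 to 7 without tgt_LB replicate 1, 20 without tgt_Ni replicate 2 and 23 without tgt_Ni replicate 3. As deposited these were: genes higher in tgt_Ni/WT_Ni, from 700 to 449 without WT_Ni replicate 1, 441 without tgt_Ni replicate 2 and 435 without tgt_Ni replicate 3; GO terms of genes higher in WT_Ni/WT_LB, from 6 to 3 without WT_LB replicate 1 and 3 without tgt_Ni replicate 3; GO terms of genes higher in tgt_Ni/WT_Ni, from 27 to 17 without tgt_Ni replicate 2 and 17 without tgt_Ni replicate 3; GO terms of genes lower in tgt_Ni/WT_Ni, from 9 to 14 without WT_LB replicate 2, 14 without WT_LB replicate 3, 14 without WT_Ni replicate 1, 17 without WT_Ni replicate 2, 16 without tgt_Ni replicate 2 and 19 without tgt_Ni replicate 3. The cause was not tested.

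As deposited, 3053 of 3096 gene values without 1 library kept their direction and call, and none was reversed. The genes that median-centring reversed in such fits spanned, over both scales, *fur* -0.20 to 0.70, *tgt* -0.78 to 0.12, *queF* -0.47 to 0.41, *queA* -0.48 to 0.45 and *queD* -0.58 to 0.29 in WT_Ni/WT_LB and *frdA* -0.72 to 0.19, *sufC* -0.70 to 0.22, *pheA* -0.19 to 0.67, *gspD* -0.62 to 0.19, *hyaA* -0.62 to 0.25, *hycB* -0.54 to 0.36, *arcA* -0.23 to 0.88, *arcB* -0.15 to 0.66, *fhuE* -0.58 to 0.42, *yqjH* -0.81 to 0.21, *fepA* -0.74 to 0.24, *grxD* -0.08 to 0.85, *pflB* -0.69 to 0.40, *metF* -0.19 to 0.56, *cusC* -0.66 to 0.13, *copA* -0.08 to 0.79, *ftnB* -0.66 to 0.17, *katG* -0.09 to 0.78, *ahpC* -0.20 to 0.55, *ahpF* -0.10 to 0.68, *ogt* -0.56 to 0.29 and *rusA* -0.69 to 0.08 in tgt_LB/WT_LB, with the lowest values from the median-centred fits.

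In WT_Ni/WT_LB and tgt_LB/WT_LB most calls were higher as deposited and most were lower after median-centring. A scale that belongs to the WT_LB columns is a candidate explanation, since 49.9% of the calls of tgt_Ni/WT_Ni, which does not use these columns, were higher as deposited. A floor of the deposited values that does not move with the library may add lower calls after median-centring, since genes with a mean under 3 RPKM had a median log2FC of 0.03 in tgt_LB/WT_LB as deposited. According to the paper, RPKM values were scaled to sequencing depth, and the table holds no added standards. They therefore cannot show whether tgt_LB and WT_Ni held more RNA per cell than WT_LB. The shift of 0.68 is a median, and as deposited it was smaller for low genes and up to 0.86 for those of higher mean.

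The share of NAC codons among called genes was not computed, as no genome sequence was at hand. Read depth per library cannot be had from RPKM values, so its effect on low genes was not tested.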

Differences from the paper's values

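The joint adjustment over the 4 comparisons below was chosen after the values were seen. So were the settings that combine median-centring with a second change, such as a replicate block or leaving out 1 library. The other settings here were set before the data were examined. The paper counts 734 upregulated genes and 1642 downregulated genes in WT_Ni/WT_LB (the paper's values), where the RPKM as deposited give 2450 and 440. In tgt_LB/WT_LB the paper counts 417 and 1053 (the paper's values), against 2569 and 104. Both use a false discovery rate under 0.05. A count or share is taken to differ when it is over 1.5 times the paper's or the paper's is over 1.5 times it, and a log2FC when its sign differs or the gap is larger than its error. After median-centring the counts were 905 and 1599 in WT_Ni/WT_LB and 603 and 956 in tgt_LB/WT_LB, with voom 768 and 1707 in WT_Ni/WT_LB and 387 and 988 in tgt_LB/WT_LB, and with the authors' deposited p-values adjusted within each comparison 768 and 1707 in WT_Ni/WT_LB and 387 and 988 in tgt_LB/WT_LB, and in these settings none of the counts differs by over 1.5 times. With quantile normalization, 1047 and 1143 in WT_Ni/WT_LB and 389 and 334 in tgt_LB/WT_LB, only the count of genes lower in tgt_LB/WT_LB still differs. All of the counts still differ with a pseudocount of 0.1 or 5, a mean of at least 10 RPKM, no variance trend, only the groups compared, a replicate block in either fit, the place in the sample sheet, each library left out, and a log2FC of at least 1 (1159 and 283 in WT_Ni/WT_LB and 920 and 68 in tgt_LB/WT_LB). The p-values that voom gives on the RPKM equal the deposited p-values, and adjusted over the 4 comparisons together, a setting chosen after seeing the values, they give the paper's counts and drop 0 of the genes it calls.

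Of the genes that Table S4 lists for iron-sulfur proteins, 47.3% were higher and 15.3% lower in tgt_LB as deposited, where the paper shows about 9% upregulated and about 38% downregulated in Fig. 5E, read by eye. After median-centring the shares were 12.0% and 36.7%, and with voom 7.3% and 37.3%, and neither differs by over 1.5 times. With quantile normalization the share of higher genes (7.3%) no longer differs and that of lower genes (23.3%) does. Under the other settings both differ.

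The single-gene values of the paper's tables come from another scale, and deposited values less 0.78 come onto it. On that scale 0 of 146 genes of Table 1 and none of Table 3 differ, and 2 of 150 of Table S4. *yeaW* is at 0.04 in the paper and -0.01 here, and *hcaC* at 0.01 in the paper and -0.07 here, so that only the sign differs. Neither differs after median-centring, with a pseudocount of 0.1, with voom or without tgt_LB replicate 1. *yeaW* also does not differ without WT_LB replicate 2 or 3 or without tgt_LB replicate 3, and both differ under each other setting run in which they are kept. More genes of the tables differ under some settings, 17 of 146 of Table 1 and 27 of 150 of Table S4 without WT_LB replicate 1 and 13 of 146 and 18 of 150 without tgt_LB replicate 2. Quantile normalization gave 24 of 146 of Table 1 and 71 of 150 of Table S4, and a pseudocount of 5 gave 10 of 146 and 28 of 150. Under both settings genes of Table 3 differ too.

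Some directions that the paper states were not found, or were found on 1 scale alone. Here 2 values are those as deposited and after median-centring. The paper has flagellum synthesis among the lower processes of the mutant, and of 52 flagellar genes 47 higher and 0 lower were found as deposited and 5 higher and 0 lower after median-centring, although 16 fimbrial and curli genes held 5 that were lower after median-centring. It describes *tgt* and *queF* as repressed by nickel, where the log2FC values were 0.07 and -0.65 for *tgt* and 0.36 and -0.36 for *queF*. It has *katG*, *katE*, *ahpC*, *ahpF* and *grxA* as not changed in the mutant, and the values were *katG* 0.67 and 0.00, *katE* 0.45 and -0.23, *ahpC* 0.51 and -0.17, *ahpF* 0.63 and -0.04 and *grxA* 0.83 and 0.15, of which those of *katG*, *ahpC*, *ahpF* and *grxA* passed as deposited and none after median-centring. It takes *fur* as unchanged, and *fur* passed as deposited only, at 0.78 and 0.10.

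The paper describes the SUF operon and iron import as lower in the mutant. Of 6 SUF genes 0 higher and 0 lower were found as deposited and 0 higher and 4 lower after median-centring, and of 36 iron import genes 3 higher and 4 lower and 0 higher and 19 lower. Table 1 lists *tonB*, *fhuE*, *fhuD* and *yqjH* among the lower genes, and none of these passed with limma on either scale, while voom called *tonB*, *fhuD* and *yqjH* lower, and without 1 library *fhuE*, *fhuD* and *yqjH* were called in some fits after median-centring. Their values were *tonB* 0.14 and -0.53, *fhuE* 0.24 and -0.43, *fhuD* -0.14 and -0.81 and *yqjH* 0.01 and -0.67. Table 4 has *pflB* and *grcA* as lower, with *pflB* 0.16 and -0.51 and *grcA* -1.20 and -1.88, and neither passed on either scale or with voom, adjusted within the comparison, although *pflB* passed with quantile normalization and after median-centring with a replicate block or without WT_LB replicate 1, and *grcA* on both scales without tgt_Ni replicate 1. The paper also has biofilm formation among the downregulated processes, and that term did not pass, while cell adhesion did.

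Further groups that the paper has as lower were so after median-centring and not as deposited. In tgt_LB/WT_LB the nickel-iron hydrogenases had 7 higher and 2 lower and 0 higher and 12 lower, copper export 3 higher and 0 lower and 0 higher and 4 lower, ethanolamine catabolism 8 higher and 0 lower and 0 higher and 8 lower, and the cytochrome bd-I oxidase 0 higher and 0 lower and 0 higher and 3 lower. In WT_Ni/WT_LB the hydrogenases had 10 higher and 3 lower and 0 higher and 14 lower. The paper did not see the *usp* genes rise with nickel, and of 7 there were 4 higher and 0 lower as deposited and 1 higher and 3 lower after median-centring, with *uspB* higher on both scales.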

Other observations

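In this part the tests of explanations were chosen after the result was seen, and the comparisons were planned. With nickel, the *tgt* mutant had less RNA than the WT for sulfate assimilation, the general stress response and colanic acid, and more for motility and ribosomal proteins. The paper does not report tgt_Ni/WT_Ni. *sbp* (log2FC -6.16, SE 0.28, adjusted p = 1.4e-07, and -6.20 as deposited) and *cysD* (-4.20, SE 0.45, and -4.24 as deposited), of sulfate uptake and activation, fell. Of 19 genes of sulfate assimilation and cysteine synthesis, 16 were lower as deposited (16 when adjusted over the list alone) and 15 after median-centring, and none was higher on either scale. For sulfate assimilation against all other genes, camera gave adjusted p = 2.4e-10 as deposited (adjusted p = 0.33 with an estimated correlation) and adjusted p = 1.1e-10 after median-centring (lower, adjusted p = 0.33 with an estimated correlation). Of 21 genes of the RpoS response, 21 were lower as deposited (21 when adjusted over the list alone) and 21 after median-centring, and none was higher on either scale. For the RpoS list against all other genes, camera gave adjusted p = 1.3e-11 as deposited (adjusted p = 0.33 with an estimated correlation) and adjusted p = 1e-12 after median-centring (lower, adjusted p = 0.33 with an estimated correlation). Of 18 colanic acid genes, 16 were lower as deposited (18 when adjusted over the list alone) and 16 after median-centring, and none was higher on either scale. For colanic acid against all other genes, camera gave adjusted p = 2.4e-10 as deposited (adjusted p = 0.33 with an estimated correlation) and adjusted p = 1.6e-10 after median-centring (lower, adjusted p = 0.33 with an estimated correlation).

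Flagella, ribosomal proteins and aerobic respiration were higher in tgt_Ni than in WT_Ni. Of 52 flagellar and chemotaxis genes, 48 were higher as deposited (49 when adjusted over the list alone) and 48 after median-centring, and none was lower on either scale. For motility against all other genes, camera gave adjusted p = 2e-26 as deposited (adjusted p = 0.23 with an estimated correlation) and adjusted p = 1.7e-24 after median-centring (higher, adjusted p = 0.33 with an estimated correlation). Of 33 proteins of the large ribosomal subunit, 32 were higher as deposited (32 when adjusted over the list alone) and 32 after median-centring, and none was lower on either scale. For these against all other genes, camera gave adjusted p = 2.2e-12 as deposited (adjusted p = 0.48 with an estimated correlation) and adjusted p = 3e-11 after median-centring (higher, adjusted p = 0.59 with an estimated correlation). Of 13 NADH dehydrogenase I genes, 12 were higher as deposited (13 when adjusted over the list alone) and 12 after median-centring, and none was lower on either scale. For the dehydrogenase against all other genes, camera gave adjusted p = 8.3e-06 as deposited (adjusted p = 0.33 with an estimated correlation) and adjusted p = 6.2e-05 after median-centring (higher, adjusted p = 0.59 with an estimated correlation). Of 6 SUF genes, 6 were lower as deposited (6 when adjusted over the list alone) and 6 after median-centring, and none was higher on either scale. For SUF against all other genes, camera gave adjusted p = 0.00027 as deposited (adjusted p = 0.38 with an estimated correlation) and adjusted p = 6.8e-05 after median-centring (lower, adjusted p = 0.39 with an estimated correlation). tgt_Ni replicate 1 stood apart, with a median of the large subunit list of 0.39, 1.68 and 1.28 in tgt_Ni replicates 1, 2 and 3 and -0.42, -0.54 and -0.02 in WT_Ni, relative to WT_LB, and of the sulfate list of 1.14, 2.71 and 2.92 in tgt_Ni and 5.76, 6.04 and 5.28 in WT_Ni.

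The 10 highest log2FC values in tgt_Ni/WT_Ni after median-centring, among genes whose libraries did not overlap between the groups, belonged to *narK*, *nirB*, *narG*, *ilvG*, *borD*, *fruB*, *fruA*, *thrA*, *fruK* and *sdaB*, from 3.98 down to 2.60. The 10 lowest belonged to *sbp*, *cbl*, *yhhX*, *yciW*, *tauA*, *cysD*, *iraD*, *tauB*, *cysP* and *cysN*, from -6.16 to -3.49. The libraries did not overlap for 45.6% of genes as deposited, where chance gives 10%. After median-centring translation (81 of 121 genes, Fisher's exact test, adjusted p = 6.8e-28) led the terms of the higher genes, and sulfur compound metabolic process (11 of 15 genes, Fisher's exact test, adjusted p = 0.00027) was among those of the lower genes. *narK* lost its call as deposited without tgt_Ni replicate 2 or 3 (log2FC 3.26 to 3.34), *nirB* as deposited without tgt_Ni replicate 2 or 3 (log2FC 2.70 to 2.76) and *narG* after median-centring without tgt_Ni replicate 2 or 3 (log2FC 2.79 to 2.83). *narG* lost its call as deposited without tgt_Ni replicate 2 or 3 (log2FC 2.74 to 2.80).

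Genes near the lowest values of the table make up part of the lower calls. Of the 194 genes with a mean under 3 RPKM, 92.3% were lower in WT_Ni/WT_LB and 90.2% in tgt_LB/WT_LB after median-centring, against 0.5% in tgt_Ni/WT_Ni. Of the genes that the authors' table calls lower, 747 of 1642 (45.5%) in WT_Ni/WT_LB and 591 of 1053 (56.1%) in tgt_LB/WT_LB had a deposited mean that was not lower than in WT_LB.

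FNR-activated genes were lower in tgt_LB than in WT_LB, and WT_LB replicate 1 lay above the other WT_LB libraries in this list. That replicate alone does not account for the pattern, since without it 31 of 46 genes were still lower after median-centring. The oxygen supply of the single cultures may have differed, as the list median ranged over 0.84 among the WT_LB libraries, and this cannot be told apart from an effect of the mutation because the supply of each culture is not given. The effect of the *tgt* mutation through FNR that the paper proposes stays open too.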
